# DNA Damage and Transcriptional Changes in the Gills of *Mytilus galloprovincialis* Exposed to Nanomolar Doses of Combined Metal Salts (Cd, Cu, Hg)

**DOI:** 10.1371/journal.pone.0054602

**Published:** 2013-01-23

**Authors:** Laura Varotto, Stefania Domeneghetti, Umberto Rosani, Chiara Manfrin, Miren P. Cajaraville, Stefano Raccanelli, Alberto Pallavicini, Paola Venier

## Abstract

Aiming at an integrated and mechanistic view of the early biological effects of selected metals in the marine sentinel organism *Mytilus galloprovincialis*, we exposed mussels for 48 hours to 50, 100 and 200 nM solutions of equimolar Cd, Cu and Hg salts and measured cytological and molecular biomarkers in parallel. Focusing on the mussel gills, first target of toxic water contaminants and actively proliferating tissue, we detected significant dose-related increases of cells with micronuclei and other nuclear abnormalities in the treated mussels, with differences in the bioconcentration of the three metals determined in the mussel flesh by atomic absorption spectrometry. Gene expression profiles, determined in the same individual gills in parallel, revealed some transcriptional changes at the 50 nM dose, and substantial increases of differentially expressed genes at the 100 and 200 nM doses, with roughly similar amounts of up- and down-regulated genes. The functional annotation of gill transcripts with consistent expression trends and significantly altered at least in one dose point disclosed the complexity of the induced cell response. The most evident transcriptional changes concerned protein synthesis and turnover, ion homeostasis, cell cycle regulation and apoptosis, and intracellular trafficking (transcript sequences denoting heat shock proteins, metal binding thioneins, sequestosome 1 and proteasome subunits, and GADD45 exemplify up-regulated genes while transcript sequences denoting actin, tubulins and the apoptosis inhibitor 1 exemplify down-regulated genes). Overall, nanomolar doses of co-occurring free metal ions have induced significant structural and functional changes in the mussel gills: the intensity of response to the stimulus measured in laboratory supports the additional validation of molecular markers of metal exposure to be used in Mussel Watch programs.

## Introduction

Edible marine bivalves of the genus *Mytilus* have a long history as biosensors of coastal water pollution [1] but they are also attractive for genetic selection [2], biotechnological applications [3] and functional ecology studies [4]–[7].

Both the levels of contaminants accumulated by filter-feeding in the mussel tissues and related biological effects are widely documented, and used to assess the quality of the coastal marine waters and health risks [8], [9]. Despite a general consensus on the integration of different measures, biomarkers and biomonitoring criteria are a matter of study [10], [11] and the current ‘omics’ sciences greatly enlarge the repertoire of the potential indicators to be considered for validation and standardization [12], [13].

The surveillance of early induced biological alterations in sentinel species such as mussels can disclose the impact of water contaminants not usually analyzed. However, the induction of toxic effects strongly depends on the substance properties, water chemistry and functional traits of the target organisms, not only different life stages and typical behaviours but also circadian and tidal rhythms of gene expression. Hence, careful evaluation of the cause-effect relationships and identification of reliable biomarkers in various exposure sceneries are crucial for advancing in environmental toxicology and risk assessment.

Essential and non-essential metals [14] can occur in various mixtures at doses threatening the human and ecosystem health because of natural sources or in the proximity of urbanized coasts and harbours [15], [16]. In the coastal transition waters, geochemical conditions such as pH and organic matter components influence the element speciation and the affinity constants for ligand binding, with the most labile metal fractions and free ions more likely bioavailable and related to toxic effects [17], [18]. Also in aquatic animals with different physiological traits, the element speciation and affinity constants for biotic ligands are crucial determinants of metal transport, intracellular uptake, reaction to critical targets and detoxification pathways.

According to the Lewis acid classification, hard metal ions of class A preferentially form ionic bonds and complexes with oxygen donors, soft metal ions of class B such as Cu(I), Cd, Hg preferentially form covalent bonds with sulphur or nitrogen donors whereas borderline metal ions such as Cu(II) form rather stable complexes with O- and S- or N- donors. Given the stable bounds with their ligands (metallothioneins, MTs, and other cell proteins) borderline and class B metal ions are difficult to eliminate and more likely cause membrane damage and other detrimental effects in the living organisms [19], [20].

Bivalve molluscs display metal absorption rate constants comparable to crustaceans and ten times higher than in fish species (decreasing in the order Ag>Hg>Zn>Cd>Co>Cr(III)>Cs and consistent with class B reactivity) whereas weight-corrected elimination rate constants seem relatively constant across metals and animal species [21]. The efficient metal absorption observed in bivalves is largely determined by species-specific and temperature-dependent filtration rates: according to the dissolved and particulate metal amounts, the uptake mainly occurs through the gills and digestive tube, and is also influenced by selective regulatory mechanisms for essential redox elements such as copper, involved in the hemocyanin-mediated oxygen transport [22], [23]. Passive diffusion of lipophilic metal compounds/complexes, transfer through membrane ion channels and transporters as well as the formation of endocytic vesicles have a role in the metal influx. Bivalve plasma components and haemocytes can drive metal ions into the soft tissues and mediate their accumulation in diverse cell types, cytoplasmic organelles and granules, and even in the bissal threads and shells wherein metal ions can replace calcium in the carbonate complex [15], [22], [24]. As regards the soft mussel tissues, gills have been reported to accumulate the highest or comparable metal levels than digestive gland [18], [23]. In filibranch bivalves, two gill lamellae per demibranch divide the pallial cavity into inhalant and exhalant chambers; each one is arranged in rows of ciliated filaments enclosing haemolymph sinuses and consisting of ciliated/non-ciliated epithelial cells, endothelial-like and mucous cells [25].

Metal uptake occurs particularly in the mucus-rich abfrontal (distal third of the gill lamellae) and laterofrontal regions of the gill filaments. For instance, Cd can enter the columnar epithelial cells through Ca channels, can be incorporated into lysosomes, transported in vesicles and basally exocytosed into the haemolymph. Depending on the element and its intracellular concentration, metals can be released also from haemocytes, digestive cells, nephrocytes, and eventually eliminated with faeces and urine [22], [26]. Following mussel exposure to 100 µg/L Hg for 30–60 days, metal accumulation and release from the apical and basal regions of epithelial gill cells have been reported, and a decrease in metal accumulation due for instance to adaptive cell renewal during long-term exposure has been hypothesized [27].

Depending on the exposure history and other environmental variables, the subcellular distribution and body burden of essential and non-essential metals in bivalve species depend on regulative processes and adjustments aimed to maintain the cell ion homeostasis, and to avoid the potential damage due to excessive metal concentrations. Continuous or intermittent exposure of clams and mussels to Cd, Cu, Hg has been associated to increased metal binding to thioneins, autophagy and lysosome destabilization, accumulation of metal-rich granules and age pigment lipofuscin [28]–[30]. Actually, the removal of the metal ions from cytosol by increased MT synthesis, compartmentalization into the endo-lysosomal system and mineralized granules can enhance the uptake and accumulation processes. Autometallography, a technique detecting metal ions by transforming them into insoluble sulfides, have confirmed the localization of Cd, Hg, Ag, Pb, Cu and Zn in either digestive cells, gill cells or haemocytes of mussels [22], [26], [27].

In general, controlled laboratory studies support the identification of toxicant-induced biological changes and instruct the validation of biomarkers, as pollution warning signals, in the real environment. However, such general objective is more difficult to disentangle in the case of complex contaminant mixtures and the effects of combined toxic metals have been only occasionally studied by using a transcriptomic approach in the *Mytilus* species.

The present study aims to extend, and reinforce with other measures, the DNA microarray data concerning the digestive gland of winter mussels intentionally exposed for two days to the 100 nM nominal dose of combined soluble salts of Cd, Cu and Hg, already known to induce MT proteins and DNA damage in the absence of manifest toxicity [31], [32]. Thus, our objective was to evaluate the relative robustness of traditional biomarkers, i.e. the frequency of cells with micronuclei (MN) and other nuclear abnormalities (NA), and transcriptional markers of metal exposure in the mussel gills.

Copper is a nutrient in trace amounts and commonly occurs in water as redox-active cation mostly associated to organic matter (used in antifouling, fungicide and larvicide products, for instance against mosquito-borne diseases) whereas both Cd and Hg are not essential for life [33], [34]. Cadmium mostly occurs in divalent oxidation state and is largely present in manufactured products. It is a model toxicant in aquatic species also known as animal and human carcinogen. Mercury is a volatile element whose global distribution depends on both natural and anthropogenic sources; highly soluble and easily released from its aqueous divalent cations, it can be biologically transformed in organic (primarily alkyl) compounds able to cause neurotoxic effects following bioaccumulation and biomagnifications. In humans, the half-life of Hg and Cd was estimated in 60–70 days and 10–20 years, respectively [33]. The maximum admissible level of metals in bivalve mollusc food stuff is 1.5 mg/kg wet weight (ww), with more restrictive values for Cd and Hg: 1.0 and 0.1 mg/kg ww, respectively [35], [36] whereas 960–1550 µg/L, 122–480 µg/L and 67–2510 µg/L are the empirical LC50 ranges reported for *M. edulis* after 96 h of exposure to waterborne Cd, Cu and Hg, respectively [37].

In the following sections, we present and discuss experimental data relating to mussels exposed for two days to 50–200 nM doses of combined Cd, Cu and Hg salts, renewed every 12 hours together with the sea water and food. The applied dose range exemplifies metal concentrations which could be measured in contaminated coastal sites, for instance in the case of sediment resuspension and metal mobilization from the particulate matter when the increased metal bioavailability can lead to bioaccumulation and biomagnification phenomena [38].Actually, exceptional Hg contamination has occurred in sea food stuff with methyl mercury levels of 9–24 µg/g in fishes [39]. Despite the Hg levels detected in bivalves are usually significantly smaller, for instance 27.3±12.4 and 66.6±23.5 µg/Kg of Hg have been reported in canned mussels and cockles, new contamination events and the peculiar physico-chemical behaviour of Hg can change these figures [40]–[42].

## Materials and Methods

### Ethics Statement

The Mediterranean mussels used in this study (*Mytilus galloprovincialis* Lmk. 1819, common and not endangered invertebrate species) were obtained by courtesy of local producers (Mitilpesca and C.a.m. Srl, Venice lagoon area, Italy). No permits were required for the described study, which complied with all relevant regulations, and all efforts were made to minimize possible animal suffering.

### Mussel Samplings, Treatments and Gill Processing

Adult mussels of mixed sex were collected from a farming site offshore Alberoni in late spring when no interference of massive spawning is expected. Following acclimatization at 18±1°C in 32 ‰ artificial sea water with commercial food (Coralife® Sera, Heinsberg, Germany) mussels of average size (shell length 4.93±0.17 cm) were placed in three plastic tanks (5 mussels/tank, 1 litre sea water/mussel) and exposed for 48 hours to equimolar mixtures of Cd, Cu and Hg chloride salts (final concentration 50, 100 and 200 nM, 11–16 June). The applied dose range of metal salts is equivalent to 5.6–22.5, 3.2–12.7 and 10.0–40.1 µg/L of Cd, Cu and Hg, respectively. Water, food and metal salts were changed every 12 h during the treatment, and the mussel reactivity was regularly monitored (i.e. valve movement, bissus and faeces production). Five control mussels were maintained in a fourth tank in parallel.

At the dissection, the mussels showed intermediate gonad development. Individual half-gill was rapidly rinsed in physiological solution, frozen in liquid nitrogen and stored at –80°C until RNA purification and DNA microarray analysis. The other half-gill was subjected to mild enzymatic digestion (dispase II 0.6 U/ml Alsever, 10–15 min at room temperature). The cell suspension was subsequently filtered at 280 and 100 µm, washed twice in Alsever (200×g at 10°C) and centrifuged on slide at suitable cell density with a Shandon Cytospin (800 rpm, 2 min) in agreement to earlier experience [43], [44]. Finally, the gill cell preparations were fixed in iced methanol, stained with 6% Giemsa and make permanent in DPX mountant (Fluka).

The treatment of acclimatized mussels was repeated twice in the following year at the same temperature and salinity conditions (18±1°C, 32 ‰) using marketed mussels with ripe or depleted gonads (19–21 January, average shell length 7.72±0.33 cm) and offshore mussels with intermediate gonad development, collected again in late spring (11–16 June, average shell length 5.94±0.21 cm). With the former group we aimed to estimate the metal bioaccumulation in whole mussel tissues and, with the latter, we measured the frequency of cytogenetic alterations in opposite seasonal conditions.

### Metal Determination

The concentration of selected metal elements was determined in the whole soft tissues of 12 offshore mussels exposed for 48 h to the 200 nM dose of combined Cd, Cu and Hg: three tissue pools were composed (N = 4) and residual palleal water was gently drained on blotting paper just before snap freezing. Following lyophilisation, homogenization and acid digestion in Teflon containers by means of microwave oven (CEM Mars Xpress), the metal elements were determined by Atomic Absorption Spectrometry (AAS) with flame atomisation (F-AAS) for Cu and Zn, electrothermal atomisation (graphite furnace GF-AAS) for As, Cd, Cr, Pb. The dry/wet weight ratio of each tissue pool was also recorded. Analyses were performed by means of a Thermo Electron M6 mkII Atomic Absorption Spectrometer, with D_2_ and Zeeman background correction, equipped with flame burner and GF95 Graphite Furnace atomiser. The analytical settings are summarised in Table 1. For Hg determination, we employed a TDA AAS direct analyser FKV AMA254 in the following analytical conditions: wavelength 253.6 nm, accumulation time 200 sec, drying time 150 sec, decomposition time 45 sec.

**Table 1:** Analytical conditions used in the metal determination by Atomic Absorption Spectrometry (AAS).

Parametr	As	Pb	Cd	Cr	Cu	Zn
Wavelenght (nm)	193.7	283.3	228.8	357.8	324.8	213.9
Slit (nm)	0.5	0.5	0.5	0.2	0.5	0.5
Measurement time (sec)	3.0	3.0	D_2_	–	4.0	4.0
Background correction	Zeeman	D_2_	D_2_	–	D_2_	D_2_
Matrix modifier	Ni(NO_3_)_2_	NH_4_H_2_PO_4_	NH_4_H_2_PO_4_	Pd(NO_3_)_2_	–	–
Atomisation (t°C)	2600	1500	1300	2550	–	–
Flame	–	–	–	–	air/acetylene	air/acetylene
Flow (L/min)	–	–	–	–	1.0	1.1

Limits of quantification (LOQs) of the applied analytical methods are hereby reported: As 0.05 mg/kg, Pb 0.03 mg/kg; Cd 0.01 mg/kg; Cr 0.04 mg/kg; Cu 0.10 mg/kg; Zn 0.10 mg/kg; Hg 0.002 mg/kg. Quantitative data were determined by means of calibration curves of diluted specific salts and trueness of analytical data was verified by means of Certified Reference Materials (BCR185R, NRCC DORM3) analysed concurrently with samples in each analytical batch.

The metal determinations were run in triplicate and the element concentration was reported in µg/g of wet weight (ww). We used the average dry matter percentage of the three analyzed tissue pools (10.27±0.13 g/100 g) to convert the concentration values in µg/g of dry weight (dw).

### Evaluation of Micronuclei and Nuclear Abnormalities

Two independent observers, previously trained by preliminary exercises and working on coded slides, evaluated the presence of MN in epithelial-like gill cells with preserved cytoplasm in optical microscopy at 1000× magnification. MN were classified by comparison to the main nucleus (diameter <1/3 and not connected to the main nucleus, similar chromatin staining and structure). Nuclear abnormalities other than micronuclei (incomplete MN, abnormally lobed nuclei, cells with more than one nucleus, abnormal mitosis) were scored in parallel and collectively reported.

At least 2000 cells/slide, at least 2 slides/mussel and 5 mussels/dose were scored. Results are expressed per dose point in the text figures whereas individual frequencies of MN (‰) and NA (%) plus mean and standard deviation per dose point are detailed as Supplementary Information. Significant differences between treated and control mussels were evaluated from the absolute group frequencies with the G-test of goodness-of-fit adjusted for small sample size. Specifically, we tested the null hypothesis that the observed frequencies result from random sampling from a distribution with the given expected frequencies. The distribution of the *G* statistic approximately follows a *χ* ^2^ distribution with one degree of freedom.

### RNA Purification and Quality

Total RNA was purified from individual half-gill samples using the Trizol reagent (Invitrogen) in agreement to the manufacturer’s instructions. Further purification with 8 M LiCl was applied in order to eliminate glucidic contaminants. RNA samples were quantified with the UV-Vis spectrophotometer NanoDrop® ND-1000 and their quality was checked by capillary electrophoresis on Agilent 2100 Bioanalyzer with RNA 6000 Nano LabChip (Agilent Technologies). Equal amounts of RNA obtained from the five control mussels were pooled and used as reference to test individual RNAs of 3 mussels/tank in competitive hybridization to the DNA microarray slides.

### RNA Processing and Competitive Hybridization

Reference and test RNAs (10 µg) were separately incubated with a degenerated oligo-dT18 primer (10 min at 70°C) in a volume of 10 µl each, added to 20 µl of reaction mix (1x first-strand buffer, 400 U SuperScript II InvitrogenTM, 0.5 mM dATP, 0.5 mM dGTP, 0.5 mM dCTP, 0.3 mM TTP, 0.2 mM 5-(3-aminoallyl)-dUTP, 0.5 mM DTT) and reverse transcribed for 2 h at 42°C. RNA was removed from single-stranded cDNA with 3 µl of 1 N NaOH, 0.6 µl of 500 mM Na2-EDTA and the reaction mixture was then neutralized with 3 µl of 1 N HCl and 8.5 µl of 2 M HEPES. We used Microcon YM-30 (Amicon separation, MILLIPORE®) to remove buffer, unincorporated dNTPs and free amines. Finally, the cDNA samples were vacuum dried. Mono-functional NHS-esters of Cy3 or -Cy5 dyes (CyDye Post-Labeling Reactive Dye Pack, Amersham GE Healthcare) were covalently coupled to the aminoallyl-cDNA probes in DMSO for 1 h at room temperature in the dark. Then, the samples were quenched with 4.5 µl 4 M hydroxylamine for 15 min and purified with the GeneEluteTM PCR Clean-Up Kit (Sigma). Following UV-quantification, equal amounts of Cy3- or Cy5-reference and Cy5- or Cy3-test samples were combined in the same tube and ethanol-precipitated.

After resuspension in 18 µl of hybridization buffer (5× SSC, 50% formamide, 0.1% SDS) and denaturation for 3 min at 70°C, the Cy3/Cy5-coupled samples were competitively hybridised to the DNA microarray slides, covered with a 22×22 mm cover-slip and incubated overnight at 42°C in a humidified dual-slide chambers (HybChamber, GeneMachines). Before the hybridization reaction, the microarray slides were conditioned for 2 h at 42°C in a solution of 5x SSC, 100 ng/µl salmon sperm ssDNA, 5× Denhardt’s solution, 0.1% SDS.

We used the MytArray 1.0 platform, a cDNA array composed by 1712 duplicated mussel probes and unrelated controls, described in the Gene Expression Omnibus repository (see GPL1799 at http://www.ncbi.nlm.nih.gov/geo/) and printed twice on slide to allow two simultaneous array hybridizations (the reference and test samples were hybridised on the same slide in dye-swap crossed combinations). Afterwards, slides were sequentially washed with mild shaking in: 1x SSC, 0.2% SDS at 42°C for 1 min and at room temperature for 3 min; 0.1x SSC, 0.2% SDS at room temperature for 4 min; in 0.1x SSC at room temperature for 2 min. Finally, the slides were dried by air flushing.

### Microarray Data Analysis

All slides were examined with a GSI Lumonics LITE dual confocal laser scanner at 5 µm resolution. Image processing and quantification of the fluorescence signals were performed by the ScanArray Express® software (PerkinElmer) whose output files report intensity values, background, standard deviation, pixel statistics and quality parameters for each microarray probe and fluorescence detection channel (dual fluorescence detection at 570 and 670 nm for Cy3 and Cy5, respectively). Overall normalization of the fluorescence signals was performed by using the total and LOWESS (logfit) algorithm with MIDAS, the MIcroarray Data Analysis System available at The Institute of Genome Research (http://www.tigr.org/software). To identify the differentially expressed genes, log_2_ test/reference ratios of the normalised fluorescence values were computed by the permutation-based Significance Analysis of Microarrays (SAM v3.0, One-Class analysis with 200 minimal permutations) which takes into account the standard deviation of repeated measurements and, based on a modified t-test statistics assigns a q-value to each transcript probe [45]-[46]. SAM allows the selection of a delta (Δ) value providing the optimal ratio of true positives to predicted false positives, and produces a list of significantly regulated genes with a given False Discovery Rate (FDR) value. The similarity between mussel transcriptional profiles was evaluated with J-Express V2.1 by hierarchical clustering according to the Pearson correlation, complete linkage [47]. Subsequently, we traced the differentially expressed transcripts in the interactive database of *Mytilus galloprovincialis* [48] and launched new BLASTX similarity searches (10^−6^ e-value cut-off ) in the non-redundant NCBI nucleotide database with the Blast2GO tool [49]–[50]. We updated the functional annotation of the differentially expressed transcripts using multiple current resources [51]–[54], and ultimately assigned them to eleven functional categories (Metabolism and ion homeostasis, Replication, transcription and repair, Translation, Protein folding, turnover and degradation, Signal transduction, Immunity and inflammation, Cell motility and intracellular trafficking, Cell adhesion and extracellular matrix, Cell cycle and apoptosis, Development and reproduction, Unknown).

### Quantitative Real-Time Reverse-Transcriptase Polymerase Chain Reaction (qRT-PCR)

The expression patterns of eight selected transcripts were validated by quantitative RT-PCR analysis using an Applied Biosystems 7500 Fast Real-Time PCR System (Foster City, CA). Due to the limited RNA amounts residual from the microarray experiments, we could test samples pooled from the individual gill RNAs in equal amounts per each dose point. Preliminarily, we treated the samples with DNAse I (RNase-free DNase set/79254, Qiagen) to avoid the amplification of contaminant genomic DNA. Nine µg of RNA from each pooled sample were used to perform 3 independent cDNA syntheses using 2.5 µM random decamers (Invitrogen), 10 mM dNTPs and 200 U SuperScript II reverse transcriptase (Invitrogen) in 10 µl reaction volume. The reverse transcription proceeded for 2 h at 42°C, then 1 µl of purified and diluted first-strand cDNA was PCR-amplified according to the SYBR Green chemistry in 10 µl of the following reaction mixture: 1x SybrGreen PCR Master Mix (DyNAmo^TM^HS SybrGreen qPCR kit F-410S/L, Finnzymes), 1x Rox passive reference dye, and 0.5 µM of each specific primer.

Primer pairs were designed to selectively amplify fragments close to the 3′-end of the transcript using Primer Express® (Applied Biosystems) with the following guidelines: product size 100-200 bp, melting temperatures T_m_ 60±1°C, and G/C <50%. Each primer pair was preliminarily subjected to PCR to ensure the presence of a single primary amplicon, as evidenced by 1.5% agarose gel electrophoresis (data no shown). Actually, the dissociation curves of the qPCR products for all eight transcripts showed single peaks. Table 2 reports the gene annotation and identification code, forward and reverse primers and related amplicon length for each transcript sequence.

**Table 2:** Identity codes and primer details for the qRT-PCR amplification of selected mussel gene transcripts.

MytArray 1.0 ID	Mytibase ID	GenBank ID	Transcript	Forward primer (5′– 3′)	Reverse primer (5′– 3′)	Amplicon
						size (bp)
Myt01-016C08	MGC04485	AJ625847	MT10	AGGTTGTCGCTGTGGTGAATG	CAGGAACATCCAGGTGCACAT	129
*	MGC00212	AY566247	MT20	AATGGCTGGACCTTGTAACTGC	CTTTACATCCGGAACATCCGC	128
Myt01-013C12	MGC02733	AJ625244	small HSP24.1	TGTTGACAGCCCAAGGAGAAC	AACATCTTCAGCCATTGGTGC	167
Myt01-007D04	MGC00749	AJ624024	SQSTM1	CCTTCTGTGCCAAGTACAACCA	TCAGAAGAGAGGTCAACCAGCC	121
Myt01-010B03	MGC02267	AJ624615	HSC70	GCAGCCTTGTCTAGTTTGGCA	GCATCACAAGAGCCAGGTTTG	103
Myt01-016G09	MGC00670	AJ625915	HSP90	TCATGGAGGCTCTTCAAGCTG	CAGCTGCCGATTCCCAGATAT	147
Myt01-013D11	MGC00220	AJ625268	ferritin	ATGCAGGTTGCTTTGTCCTTG	GGCGTTCACTTGTTCTTCCAA	135
Myt01-006C05	MGC01801	AJ623737	GADD45 gamma	TCTGTTTCGGCCATCTCTGGT	GCACAGGAAGACGGCAGAATT	110

Abbreviations: *gadd,* growth arrest and DNA damage inducible; *hsp/hsc,* heat shock protein/cognate;

*mt*, metallothionein; *sqstm*, sequestosome.

We performed the PCR reactions using the same Universal 18S rRNA (QuantumRNA™ 18S Internal Standards, Ambion) as internal reference and thermal cycling protocol previously reported [32] and calculated the relative gene expression values with the ΔΔCt method [55]. In agreement to other authors, we found the expression levels of the ribosomal gene 18S essentially stable [56]. To ensure that the abundant 18S transcripts do not overwhelm other transcripts during the amplification reaction, we adopted the empirical and optimal 1∶9 ratio of 18S primers:18S competimers. All samples and the internal reference were run and amplified in triplicate. Prior to the relative quantitative analysis, a standard curve was produced by using four serial dilutions of the mixed RT products from all the dose points and the corresponding efficiencies for each primer pair were calculated according to the equation E = 10^(−1/slope)^ (correlation coefficients were >0.98).

Hence, we measured the change in expression of the eight selected transcripts relative to the reference 18S rRNA in gill samples from mussels exposed to the 50, 100 and 200 nM metal mixtures in comparison to control mussels.

## Results

### Mussel Exposure to Nanomolar Cd, Cu, Hg Mixtures and Metal Analysis

We used offshore mussels collected in late Spring to test the effects of the same metal mixture previously chosen to investigate the transcriptional response of the Mediterranean mussels to co-occurring metal contaminants [32]. Compared to the earlier work, we confirmed the exposure time (48 h) and extended the dose range of combined Cd, Cu and Hg chloride salts from 50 to 200 nM final concentrations, dose levels which did not induce mortality nor visible behavioural changes in the treated mussels.

The triplicate analysis of selected metal elements performed by atomic spectrometry on the pooled flesh of mussels exposed to the 200 nM metal dose for 48 h indicated mean concentration values of 1.42 (Pb), 1.56 (Cd), 0.24 (Cr), 2.85 (As), 3.08 (Cu), 31.38 (Zn) and 22.52 (Hg) µg/g ww (Table 3). Hence, in the time of two days the treated mussels showed 69, 242 and 561 times higher amounts than the nominal delivered doses of Cd, Cu and Hg, respectively. In Table 3, the metal concentration values are also reported in µg/g of dw for comparative purposes.

**Table 3:** Concentration of selected elements in the mussels exposed for 48 h to the 200 nM metal dose.

Element	Dose unit	Mean	St. Dev	BCF
Pb		1.48	0.09	
		1.36	0.15	
		1.43	0.08	
	µg/g ww	**1.42**	**0.04**	
	µg/g dw	13.86	0.36	
**Cd**		1.63	0.03	**69.3 x**
		1.48	0.13	
		1.57	0.11	
	µg/g ww	**1.56**	**0.06**	
	µg/g dw	15.16	0.54	
Cr		0.26	0.03	
		0.22	0.03	
		0.24	0.02	
	µg/g ww	**0.24**	**0.01**	
	µg/g dw	2.34	0.09	
As		2.99	0.22	
		2.82	0.09	
		2.74	0.18	
	µg/g ww	**2.85**	**0.07**	
	µg/g dw	27.74	0.68	
**Cu**		3.84	1.13	**242.0 x**
		2.62	0.04	
		2.76	0.03	
	µg/g ww	**3.08**	**0.63**	
	µg/g dw	29.94	6.18	
Zn		33.49	2.49	
		29.47	1.17	
		31.20	0.55	
	µg/g ww	**31.38**	**0.99**	
	µg/g dw	305.50	9.63	
**Hg**		23.22	0.91	**561.4 x**
		21.81	1.70	
		22.54	0.94	
	µg/g ww	**22.52**	**0.45**	
	µg/g dw	219.24	4.37	

Triplicate analysis of three tissue pools, each one composed by the whole flesh of four mussels. Mean and standard deviation are reported in ww and dw; BCF, bioconcentration factor.

### Frequency of Micronuclei and Nuclear Abnormalities in the Mussel Gill Cells

Figure 1 illustrates the gill organization in the filibranch bivalve *M. galloprovincialis*: many ordered and interconnected filaments suggest the sea water circulation in the palleal cavity and efficient filter feeding activity. We evaluated the genotoxic effects of Cd, Cu and Hg combined at 50–200 nM equimolar doses in the main epithelial-like gill cells, gently recovered and processed from single offshore mussels after the 48 h exposure. For comparison, the mussel treatment and individual cytogenetic analysis was repeated with marketed winter mussels of Spanish origin.

**Figure 1:**
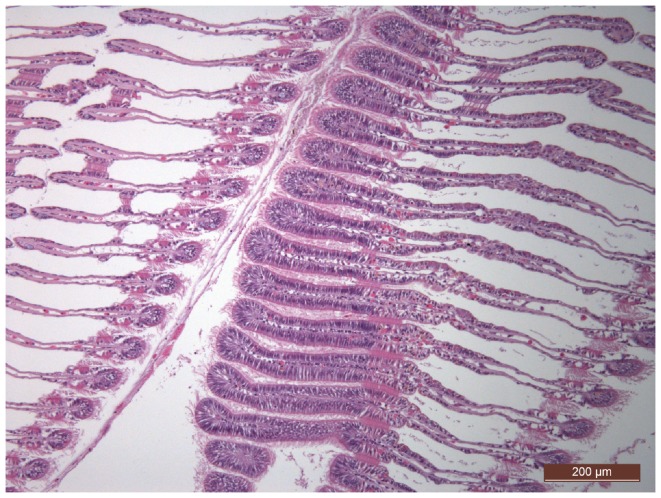
The mussel gill structure. In the mussel shell, rows of interconnected gill filaments folded to form a W-shape create the trabecular structure of the gill lamellae on either sides of the visceral mass, with apical ciliated cells facilitating the flux of water, oxygen uptake and food collection (3 µm sections observed after haematoxylin and eosin staining in bright field microscopy, by courtesy of Tobia Pretto, Reference Natl. Centre on mollusc diseases, IZSVe, Italy).

The frequency values of epithelial-like gill cells with MN or NA detected in both the native and imported mussels exposed to the 50, 100 and 200 nM metal doses are reported in Figure 2A and 2B, respectively. On average, the micronucleated cells raised from 1.90 to 3.18, 5.56, 7.53 ‰ in late spring offshore mussels and from 0.81 to 2.08, 2.52, 2.85 ‰ in the marketed winter mussels (detailed results are available in the Table S1). Significant increases of MN and NA frequencies were observed in both mussel groups already at the 50 nM exposure dose. In other words, significant genotoxic effects were detected at the lowest tested dose irrespective to the functional mussel condition, with more pronounced dose-response effects in the native mussels of late spring than in the winter mussels.

**Figure 2:**
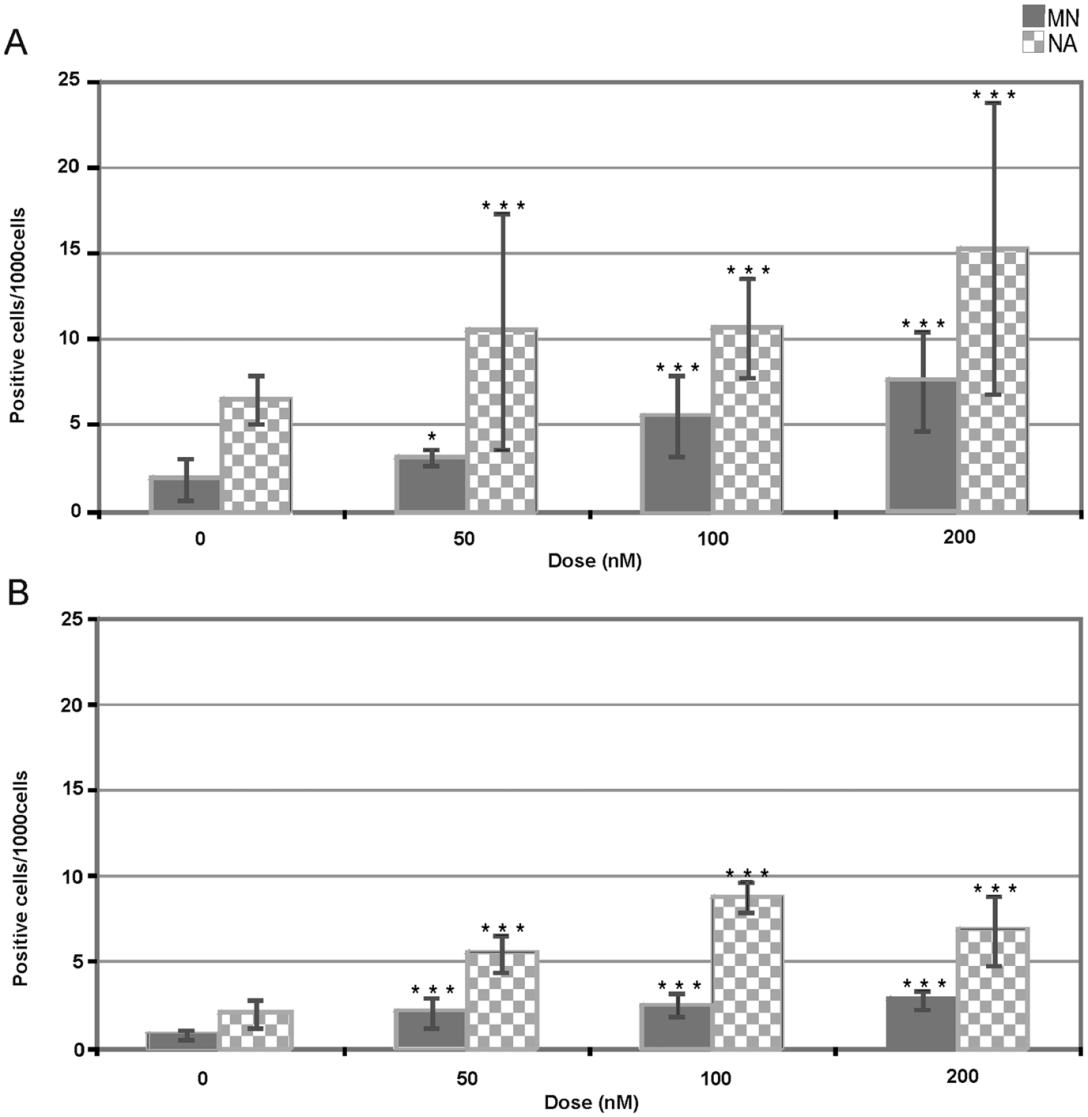
Occurrence of gill cells with micronuclei (MN) or nuclear abnormalities (NA) in the mussels exposed for 48 h to the combined metals. Panels A and B refer to offshore mussels collected in late spring and marketed winter mussels, respectively. Mean (N = 5) and standard deviation per dose point are reported (* and *** indicate significant increases at p<0.05 and 0.001 compared to the control mussels).

The presence of cells with morphologically altered nucleus (i.e. incomplete MN, lobed or multiple nuclei, nuclei connected by chromatin bridges in the same cell) was evaluated on the same slides in parallel. The mean frequency of gill cells with NA confirmed the genotoxicity of the metal mixture as such cells increased from control values of 6.55 up to 15.32 ‰ (200 nM dose) in the offshore mussels and from control values of 2.08 to 8.81 (100 nM dose) then decreased to 6.86 ‰ in the winter mussels (see Table S1). Following 2 and 6 extra days of depuration, the micronucleated gill cells diminished to 4.24±0.99 and 4.71±2.51 ‰, respectively, without reaching the original background levels in offshore mussels treated with the 200 nM metal dose.

### Gill Gene Expression Profiles in Mussels Exposed to the Metal Mixtures

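Gene expression in the gills was measured by competitive hybridization on spotted cDNA arrays, on which test and reference RNA, labelled with Cy3 and Cy5, compete for the same probes. The data hold 18 arrays from 9 mussels, 3 at each of the doses 50, 100 and 200 nM of the Cd, Cu and Hg mixture after 48 h. The gill RNA of each mussel was hybridised on array A and, with the dyes exchanged, on array B. The reference on every array was 1 pool of gill RNA from 5 control mussels. It counts as 1 control sample, so each test sets the log2 test/reference ratio against 0 and leaves out the spread between control mussels. By the paper's methods, the mussels of a dose shared 1 tank and the controls had another. Tank and dose therefore cannot be told apart, and each p value reflects only the spread of mussels within tanks. The scanner files give intensity and local background per spot and channel before subtraction, and the authors deposited log2 ratios normalized per array by total intensity and LOWESS, as their methods state. Each array has 3840 spots, 2 for each of 1920 probe IDs. On the 18 arrays, 94.3 to 100% of test spots and 89.3 to 100% of reference spots were more than 2 SD above background, and 1 to 49 spots per channel were saturated. From the scanner files, background was corrected by the normexp method with an offset of 50, ratios were normalized by loess within each array, and the 2 spots of a probe and then arrays A and B were averaged to 1 log2 ratio per mussel. In simulated spots with a true log2 ratio of 1, this correction returned 1.41 on average, 1.66 in the dimmest and 1.09 in the brightest 50 of the 200 changed probes, while plain subtraction returned 1.00. The sizes given are therefore larger than plain subtraction would give. The 9 mussel values were fitted with limma and p values were adjusted by Benjamini and Hochberg's method over the 1920 probes within a dose. Names, functions and gene lists come from the descriptions of 434 probes in Tables S2 to S5, which the study selected on these samples, so list results are not independent evidence. Adjustment over a list alone starts from probes already picked for their change, so the number that pass is inflated. Ratios of 50 nM replicate 3 ran against those of the other 8 mussels, and in the same dye orientation its correlations with them had a mean of -0.145 on arrays A (-0.314 to 0.0614) and -0.139 on arrays B (-0.246 to 0.0275), against means of 0.200 and 0.238 for pairs of other mussels. Whether test and reference are exchanged for this mussel is not settled, so many of the 50 nM values are also given with its sign turned, an alternative chosen after seeing the data. The mussel was picked for its opposite ratios, so turning it tends to lower the spread shared by all doses. Passing only with it turned is therefore not evidence of a change.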

In order to evaluate the gene expression changes induced in the mussel gills by the metal mixture we used MytArray 1.0 (GPL1799), a cDNA array gathering 1758 probes (1712 from *M. galloprovincialis*) spotted in duplicate and designed at the 3′end of transcripts expressed in multiple mussel tissues. Double competitive hybridization in dye swap labelling of the individual gill RNAs yielded four fluorescent signals per probe (3 samples/dose point, 18 hybridization experiments). Following normalization, the replicated values of each array probe were averaged. The hierarchical clustering of the resulting fluorescence data obtained from individual mussel gills indicated the full consistency of the microarray experiments since the arrays A and B from the same dye-swap hybridization experiment always clustered together (Figure S1).

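At 200 nM, SQSTM1, a ubiquitin-binding protein that delivers damaged proteins to degradation, had a mean log2 ratio of 4.86 on arrays A and 4.78 on arrays B of the 3 mussels. FK506-binding protein, a protein-folding enzyme, had 1.03 on arrays A and 1.10 on arrays B. Across the 1920 probes, the correlation between arrays A and B of a mussel had a median of 0.295 and ranged from 0.0388 to 0.476 (SD 0.161, 9 mussels). Arrays of different mussels had a median correlation of 0.165 in the same dye orientation and 0.133 in the opposite one. In complete-linkage clustering of the 18 arrays, A and B were each other's nearest pair in 3 of the 9 mussels, and 7 of the 18 arrays correlated most with their partner. In the authors' normalized values the median was 0.478, the pair clustered together in 8 of the 9 mussels, and 11 of the 18 arrays correlated most with their partner. The median was 0.414 without background subtraction, 0.167 with median centring only, where 3 of the 18 arrays correlated most with their partner, and -0.506 with both, a setting chosen after the data were seen, where no pair clustered together. These correlations are across probes, which are not independent replicates, so no test was made.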

Figure 3 (left) illustrates the total number of transcriptional changes detected in the gills of mussels treated with the 50, 100 and 200 nM metal doses. The complete list of differentially expressed genes with related identity codes, best sequence similarity, assigned functional category and relative expression values detected at the three tested doses, is available in the Tables S2, S3 and S4. Only 27 mussel probes (1.6%) with 0.03 FDR value were significantly modulated at the 50 nM dose whereas 161 (9.4%) and 369 (21.6%) mussel probes with 0.01 FDR marked the effect of the metal mixture at the 100 and 200 nM doses. 

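At 200 nM, 17 probes rose and 22 fell in the gills at an adjusted p under 0.05 from limma (n = 3 mussels). Of the 17, 7 encode proteins of protein folding, turnover and degradation: SQSTM1, small HSP24.1, HSP70, HSP90 with 2 probes, FK506-binding protein and proteasome alpha type 2. The others with a functional category encode RNA-binding protein 8A, general transcription factor 3C polypeptide 1 and ribosomal protein rpl7a. The 22 lower probes include the calcium sensor calmodulin, beta-microseminoprotein, the C1q domain containing protein MgC1q89, the chromatin remodelling subunit INO80, kyphoscoliosis peptidase, zona pellucida domain protein D and a mitochondrial transcript with ND5, ND6 and cytochrome b. The remaining 15 are in no functional category of the study's tables. All 39 had the same sign in the 3 mussels, which 42.4% of the 1920 probes also had. At 50 and 100 nM no probe passed in limma, and the smallest adjusted p was 0.650 and 0.0855. An unadjusted p under 0.05 was reached by 72 probes at 50 nM, 183 at 100 nM and 347 at 200 nM. Chance gives 96 at each dose if the pool carries no error, and more if it does. With the spread of a pool of 5 mussels added to the error, the counts were 27, 86 and 208. Of the 39 calls, 0 were left without 200 nM replicate 1 or replicate 3, and 1, small HSP24.1, without replicate 2. The spread is shared across doses, so without replicate 1, 2 or 3 of 50 nM the 200 nM count was 72, 6 or 97, without those of 100 nM 11, 25 or 28, and with the sign of 50 nM replicate 3 turned, a setting chosen after the data were seen, 120. Without that mussel 2 probes passed at 50 nM and 9 at 100 nM, and with it turned 5 and 15, while 1 passed at 100 nM without 100 nM replicate 3. None of the 39 was left when the spread of a pool of 5 mussels was added to the error. One-class SAM, a permutation method, on the 3 mussel values called 0, 10 and 31 probes at the 3 doses.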

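HSP70, a chaperone that refolds damaged proteins, had a log2 ratio of 0.99 ± 0.22 (SD, n = 3 mussels) at 100 nM and 1.48 ± 0.34 at 200 nM, where it rose 2.79-fold (SE 0.22, adjusted p = 0.0226 from limma). Beta tubulin, of which microtubules and cilia are built, had -1.04 ± 0.10 at 100 nM and -0.82 ± 0.36 at 200 nM (adjusted p = 0.161 and 0.0831). With the sign of 50 nM replicate 3 turned, HSP70 passed at 100 nM (adjusted p = 0.0130) and beta tubulin at 100 and 200 nM (adjusted p = 0.0130 and 0.0169). Myt01-005F03, without similarity, had 1.21 ± 0.13 and 1.82 ± 0.74 and rose at 200 nM (adjusted p = 0.0372). Of all probes, 84 had an unadjusted p under 0.05 at both 100 and 200 nM, 82 of them in the same direction, where 33.1 would be shared by independent lists. At all 3 doses, 6 probes had such a p. The doses share 1 control pool, so its own deviations add to these overlaps. They also share 1 estimate of the spread per probe, which adds to them too. As labelled, no probe passed the adjusted threshold at more than 1 dose.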

The Venn diagram resulting from these data revealed 3 and 107 transcript probes in common between the three dose groups and the two highest doses, respectively (Figure 3, right).

**Figure 3:**
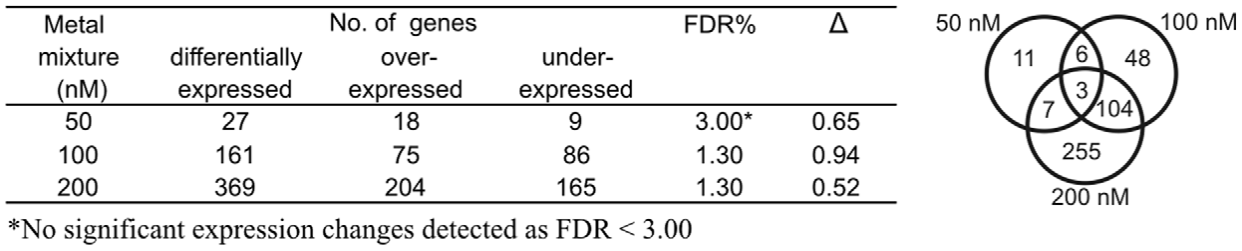
Number of genes differentially expressed in the mussel gills per metal dose in regard to control group. Left: over- and under-expressed genes with related false discovery rate (FDR) and delta value (Δ). Right: Venn diagram of common and unique genes modulated at 50, 100 and 200 nM metal mixtures (right).

The differentially expressed genes in common to one or more treatment doses have been extracted in the Table S5 for the benefit of reading. 

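HSP90 (Myt01-016G09), a chaperone of signalling proteins, had log2 ratios of 0.39 ± 0.26 (SD, n = 3 mussels) at 50 nM, 0.49 ± 0.59 at 100 nM and 1.25 ± 0.05 at 200 nM. At 200 nM it rose 2.38-fold (SE 0.19, adjusted p = 0.0247 from limma). Small HSP24.1 (Myt01-011G05), which keeps damaged proteins from aggregating, had 0.71 ± 0.18, 0.84 ± 0.58 and 1.96 ± 0.86 and rose 3.90-fold at 200 nM (SE 0.28, adjusted p = 0.0226). Alpha tubulin (Myt01-015C02), a protein of microtubules and cilia, had -0.35 ± 0.21, -0.52 ± 0.19 and -0.39 ± 0.26 and did not pass at any dose (adjusted p = 0.992, 0.264 and 0.177). At 50 nM the adjusted p of HSP90 and small HSP24.1 was 0.992, and at 100 nM it was 0.434 and 0.360. With the sign of 50 nM replicate 3 turned, the 50 nM ratios were 0.31, 0.25 and -0.11.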

Three transcripts denoting heat shock protein HSP90, small HSP24.1 and alpha tubulin were significantly modulated at all treatment doses. 

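The factor eIF5A (Myt01-003C09), which helps ribosomes past stalled positions, had log2 ratios of 0.43 ± 0.37 (SD, n = 3 mussels) at 50 nM and 0.77 ± 0.10 at 100 nM. Precollagen-P, a collagen of byssal threads, had 0.15 ± 0.16 and -0.45 ± 0.43. MgC1q98, one of the mussel C1q proteins that bind foreign surfaces, had 0.30 ± 0.16 and -0.50 ± 0.39. Myt01-003A09, without similarity, had 0.86 ± 0.96 and 0.52 ± 0.11. None of the 4 passed the test. At 50 nM the adjusted p from limma was 0.992 for each, and at 100 nM it was 0.140, 0.539, 0.428 and 0.561. With 50 nM replicate 3 turned, the 50 nM ratios were 0.43, 0.13, 0.15 and 0.96 and eIF5A passed at 100 nM (adjusted p = 0.0403). Only the values at 100 nM exceeded the spread between mussels for all 4 probes, which is weak evidence with n = 3.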

Additional 6 transcripts similar to translation initiation factor 5A, precollagen P, a C1q domain containing protein plus other unknown sequences were significantly modulated at the 50 and 100 nM doses. Among the transcripts (additional 104) differentially expressed at the 100 nM and 200 nM doses, we found many sequences related to oxidative stress defence and metal homeostasis/detoxification such as those for MT10B, various chaperones (HSP90, HSP70, chaperonin subunit 7, small HSP24.1), components of the cell machinery for protein degradation and turnover (sequestosome SQSTM1, FK506 binding protein), membrane transporters and receptors (magnesium and taurin transporters), and glutathione S-transferase (GST) enzymes (GSTpi1, microsomal GST3).

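A second HSP90 probe (Myt01-015D01) had a log2 ratio of 0.20 ± 0.63 (SD, n = 3 mussels) at 100 nM and rose at 200 nM, with 1.21 ± 0.40 (SE 0.24, adjusted p = 0.0372 from limma). Chaperonin subunit 7, part of the ring that folds actin and tubulin, had 0.58 ± 0.16 and 0.97 ± 0.31 (adjusted p = 0.503 and 0.0671, the latter 0.0219 with 50 nM replicate 3 turned). A second small HSP24.1 probe (Myt01-013C12) had 1.02 ± 1.20 and 1.63 ± 0.78 (adjusted p = 0.503 and 0.0744, the latter 0.0362 with that mussel turned). Microsomal GST3, which conjugates glutathione to reactive compounds, had 0.38 ± 0.46 and 0.48 ± 0.52 (adjusted p = 0.671 and 0.446). Of 11 heat shock proteins and chaperones in the study's tables, 5 were higher and none lower at 200 nM, 9 when adjusted over the list alone. At 100 nM none passed, 3 when adjusted over the list alone. As a set they were higher than the other described probes at 100 nM (camera, adjusted p = 0.00602) and at 200 nM (adjusted p = 3.99e-04). With an estimated correlation between genes the adjusted p was 0.666 at 100 nM and 0.309 at 200 nM.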

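At 50 nM the probes of Table S2 had medians between -1.23 for incilarin A (Myt01-015B09), a C-type lectin, and 0.96 for Myt01-003A09, which is 1.94-fold. SOCS2, a suppressor of cytokine signalling, had a mean log2 ratio of 0.78 ± 0.77 (SD, n = 3 mussels), the heat shock cognate HSC70 had 0.57 ± 0.99, and incilarin A had -0.80 ± 0.82. None of them passed (adjusted p = 0.992 for each from limma). With replicate 3 turned the values were 0.81, 0.85 and 0.02. The 11 heat shock proteins and chaperones of the study's tables had a median of 0.38, and 10 of them lay above 0. As a set they were higher at 50 nM (camera, adjusted p = 0.00399), which was lost without 50 nM replicate 1 (adjusted p = 0.718) and with an estimated correlation (adjusted p = 0.666). With the sign turned the adjusted p was 0.00591, and 0.403 with an estimated correlation as well.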

At the lowest exposure dose (50 nM) the magnitude of the transcriptional changes ranged between ±0.67 value (median log_2_ test/reference ratio from three individual gill samples, equivalent to ±1.6 fold change), with the most over-expressed transcripts referred to an unknown sequence, HSP90, small HSP24.1 and translation initiation factor 5A. The 100 nM and 200 nM metal doses induced wider functional adjustments since the median values of differential expression ranged from −1.69 to 3.20 (up to 9.2 fold change) and from −1.58 to 4.28 (up to 19.5 fold change), respectively. 

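At 100 nM the medians of the probes in Table S3 ran from -2.07 for Myt01-008B03, without similarity, to 3.76 for SQSTM1, a 13.6-fold ratio. At 200 nM those of Table S4 ran from -2.17 for Myt01-008B03 to 4.47 for SQSTM1, a 22.1-fold ratio. The SD between the 3 mussels was 0.71 and 0.73 for Myt01-008B03 and SQSTM1 at 100 nM, and 0.57 and 0.74 at 200 nM. The medians of Myt01-008B03 at the 2 doses differed by less than these spreads. Between 200 and 100 nM the mean of SQSTM1 differed by 1.15 (SE 1.23, adjusted p = 0.869 from limma).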

The transcripts most over-expressed at the 100 nM dose were recognised as for the ubiquitin-binding protein SQSTM1, immunophilin FK506-binding protein, GST, small HSP24.1, and the unknown Myt01-014C10. 

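SQSTM1, a receptor that brings ubiquitinated proteins to degradation, had the highest mean log2 ratio of all 1920 probes at 100 nM, 3.67 ± 0.73 (SD, n = 3 mussels, SE 0.87, adjusted p = 0.179 from limma), with 2.90, 4.36 and 3.76 in the 3 mussels. FK506-binding protein, a peptidyl-prolyl isomerase, had 1.24 ± 0.31 (SE 0.21) and the smallest adjusted p of the dose, 0.0855. Myt01-014C10, without similarity, had 1.10 ± 0.40 (adjusted p = 0.232). The glutathione transferase GSTpi1 had 0.81 ± 0.82 (adjusted p = 0.591). None of these passed the threshold at 100 nM. The spread is pooled over the 9 mussels and takes in 50 nM replicate 3. With its sign turned, SQSTM1 and FK506-binding protein (adjusted p = 0.00120 for each) and Myt01-014C10 (adjusted p = 0.0404) passed at 100 nM.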

The above mentioned cases (SQSTM1, GST, the PPIase and various HSPs) plus transcripts for MT10B, an apoptosis inhibitor (Myt01-017B11), an incilarin-like C-type lectin, a suppressor of cytokine signalling, a C1q domain containing and several unknown sequences were the most over-expressed at the 200 nM dose. Also transcripts related to the genotoxic stress (i.e. growth arrest and DNA damage inducible protein GADD 45 gamma), essential to cell replication (BAT2, nucleolar protein p130) or likely involved in apoptotic pathways (caspases 3 and 7, defender against apoptotic cell death 1, translationally controlled tumor protein TCTP) were over-expressed at the highest dose. 

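At 200 nM, SQSTM1 had a log2 ratio of 4.82 ± 0.74 (SD, n = 3 mussels) and rose (SE 0.87, adjusted p = 0.0360 from limma). Among probes without similarity, Myt01-014C10 rose by 1.73 ± 0.32 (adjusted p = 0.0285) and Myt01-018B10 by 1.11 ± 0.67 (adjusted p = 0.0372). RNA-binding protein 8A (Myt01-001G11), which binds spliced mRNA, rose by 0.91 ± 0.25 (adjusted p = 0.0285). GSTpi1 had 2.07 ± 0.50 (adjusted p = 0.0556). The apoptosis inhibitor DAD1 (Myt01-017B11) had 1.44 ± 0.55 (adjusted p = 0.0980), SOCS2 0.92 ± 0.49 (adjusted p = 0.0831), the lectin incilarin A 0.80 ± 1.13 (adjusted p = 0.379) and MgC1q8 0.74 ± 0.82 (adjusted p = 0.439). These 5 did not pass. The ratio of GSTpi1, DAD1 and SOCS2 exceeded the SD between mussels, which is weak evidence with n = 3. These 3 passed with 50 nM replicate 3 turned (adjusted p = 0.00726, 0.00760 and 0.0479). The calls of SQSTM1 and the other probes that rose are lost without any 1 of the 3 mussels at 200 nM.

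**Figure D1:**
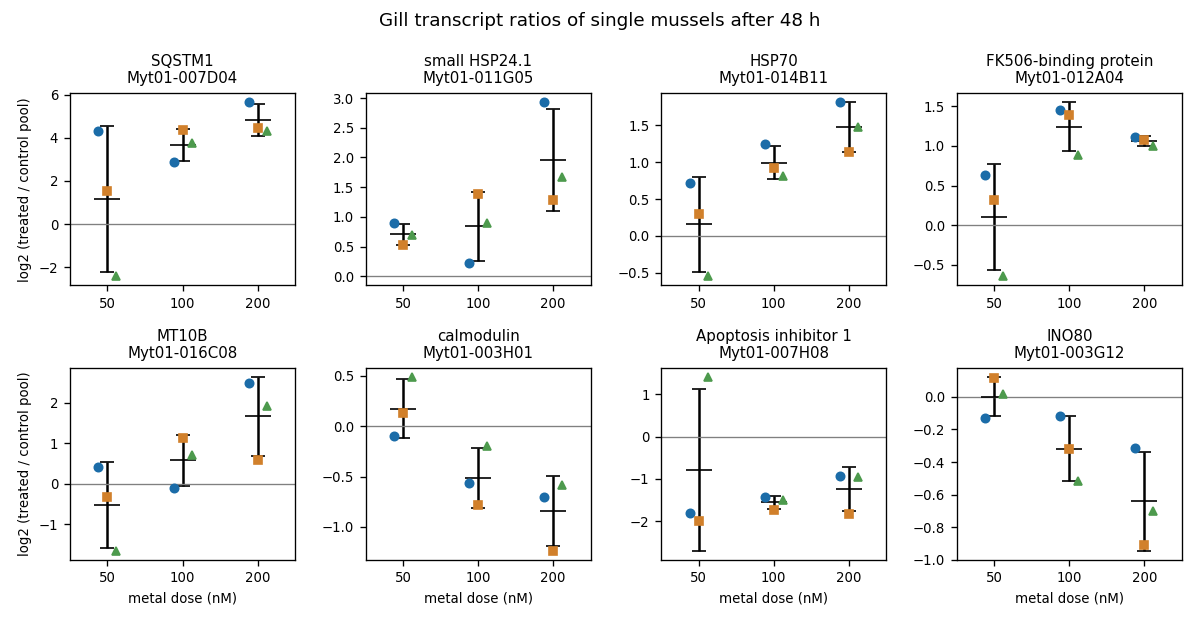
Log2 ratio of test to control pool (y axis) against metal dose in nM (x axis) in single mussels for SQSTM1, small HSP24.1 (Myt01-011G05), HSP70, FK506-binding protein, MT10B, calmodulin, apoptosis inhibitor 1 (Myt01-007H08) and INO80. Circle, square and triangle are replicates 1, 2 and 3 of a dose, whose numbers do not pair mussels across doses, and bars are the mean ± SD of 3 mussels. At 200 nM the 3 values of SQSTM1 lie between 4.32 and 5.67, and at 50 nM they lie between -2.43 and 4.32.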

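GADD45 gamma, which halts the cell cycle after DNA damage, had a log2 ratio of 1.04 ± 0.61 (SD, n = 3 mussels) at 200 nM, above 0 in all 3 mussels, and missed the threshold (SE 0.24, adjusted p = 0.0503 from limma). The probe of caspase 3/7, an executioner of apoptosis, had 0.40 ± 0.56 (adjusted p = 0.367). The 2 probes of TCTP, a survival factor, had 0.47 ± 0.13 and 0.42 ± 0.14 (adjusted p = 0.135 and 0.139). BAT2 had 0.16 ± 0.20 (adjusted p = 0.640) and nucleolar p130 (NOLC1), which acts in ribosome assembly, 0.29 ± 0.26 (adjusted p = 0.419). Of the 8 probes in the category Cell cycle and apoptosis, none passed over all probes. When adjusted over the list alone, 4 were higher and 1 was lower. As a set they did not differ from the other described probes (camera, adjusted p = 0.106, and 0.309 with an estimated correlation), but were higher with all probes as background, chosen after the data were seen (adjusted p = 0.00177). The list was selected for change and that background mostly was not, so this pass carries no weight. GADD45 gamma passed in the authors' normalized values (adjusted p = 0.0255) and with 50 nM replicate 3 turned (adjusted p = 0.0244).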

Down-regulation of transcripts denoting INO80 (component of chromatin remodelling complexes involved in the repair of DNA strand breaks), a distinct apoptosis inhibitor (Myt01-007H08) and unknown sequences such as Myt01-008B03 and Myt01-016D12 was evident at the highest treatment doses. 

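INO80, a subunit of a complex that moves nucleosomes at DNA breaks, fell at 200 nM, with a log2 ratio of -0.64 ± 0.30 (SD, n = 3 mussels, SE 0.15, adjusted p = 0.0493 from limma). The call is lost when the 200 nM mussels are fitted alone (adjusted p = 0.0762). At 100 nM it had -0.32 ± 0.20 (adjusted p = 0.528). Myt01-016D12, without similarity, fell at 200 nM, with -1.72 ± 0.71 (adjusted p = 0.0247), and had -0.73 ± 0.09 at 100 nM (adjusted p = 0.427). Apoptosis inhibitor 1 (Myt01-007H08), which blocks caspases, had -1.56 ± 0.16 at 100 nM and -1.24 ± 0.52 at 200 nM (adjusted p = 0.347 and 0.210). Myt01-008B03 had -1.88 and -1.90 (adjusted p = 0.581 and 0.419). Both probes lay below 0 in every mussel of the 2 doses, and their standard errors carry the wide spread at 50 nM. Fitted on the mussels of 1 dose alone, apoptosis inhibitor 1 passed at 100 and 200 nM (adjusted p = 0.0160 and 0.0355) and Myt01-008B03 at 200 nM (adjusted p = 0.0145, and 0.0823 at 100 nM). With 50 nM replicate 3 turned both passed, at adjusted p = 0.00120 and 0.0131 at 100 nM and 0.00605 and 0.00726 at 200 nM.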

Overall, these data are consistent with the increased frequency of cells with MN and NA observed in the same mussel gill samples.

The hierarchical clustering (Pearson correlation, complete linkage) of the expression data averaged per dose point (i.e. 3 individual mussel gills) greatly supported the interpretation of the transcriptional trends per functional gene category whereas the interindividual variability of the metal-induced modulation of gene expression can be appreciated in the Tables S2, S3, S4 (the differentially expressed genes modulated in more than one treatment dose were extracted in the Table S5). 

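The heat shock cognate HSC71 had log2 ratios of 0.54 ± 0.65 (SD, n = 3 mussels) at 50 nM, 0.46 ± 0.39 at 100 nM and 0.59 ± 0.43 at 200 nM. The multidrug exporter MRP had -0.18 ± 0.30, -0.49 ± 0.24 and -0.41 ± 0.03, and the stress kinase MEKK5 had 0.06 ± 0.14, 0.28 ± 0.20 and 0.34 ± 0.23. None of the 3 passed at any dose, with adjusted p from limma at 200 nM of 0.216, 0.155 and 0.226. Turning the sign of 50 nM replicate 3 gave 0.58, -0.28 and -0.08 at 50 nM. Across all 1920 probes, the dose means correlated at 0.579 between 100 and 200 nM, 0.317 between 50 and 100 nM and 0.224 between 50 and 200 nM. Over the 39 probes called at 200 nM, which were selected for their change, the correlation between 100 and 200 nM was 0.936. With that mussel turned, the 2 correlations with 50 nM were 0.494 and 0.536. Probes are not independent replicates, and the shared control pool alone correlates the doses. In 100 simulations of unchanged groups against 1 pool, that correlation was 0.371 on average and ranged from 0.217 to 0.510. The value between 100 and 200 nM lay above this range. The simulated probes were independent of each other, unlike real ones, so the range may be too narrow and the pool is not excluded as the source. The correlation between 100 and 200 nM fell to 0.509 and 0.501 without 100 nM replicate 2 or 3. The range was simulated with 3 mussels per dose, so it cannot place these 2 values. With the sign turned, the value between 50 and 200 nM was above the range as well. That range has the spread as labelled, and the turned mussel was picked for its negative correlations, so this comparison decides nothing.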

As depicted in Figure 4 (upper dendogram and related heat map), the transcriptional responses to the 100 and 200 nM doses are more similar to each other than to the 50 nM metal dose. The Principal Component Analysis performed on the median expression values per dose point revealed two main factors explaining together 92.1% of the total variance, with the factor 1 explaining 74.35% variance and including many over-expressed probes (data not shown). 

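SQSTM1 had the highest and Myt01-008B03 the lowest mean log2 ratio of both upper doses. Over the medians of all 1920 probes, the first component took 64.7% of the variance and the first 2 took 84.8%. Its loadings were 0.276 for 50 nM, 0.558 for 100 nM and 0.783 for 200 nM, all of 1 sign. Over the 434 probes of Tables S2 to S4, chosen by the study for their changes, the shares were 77.8% and 91.8%.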

In Figure 4, the transcript list of the genes differentially expressed at least at one dose point, with the associated individual trends and transcript descriptions has been reorganized by functional category, according to sequence similarity and protein domain searches, GO terms and KEGG pathways (see also Tables S2, S3, S4, S5). Whilst assigning a single transcript to one functional category to simplify the elucidation of the transcriptional profiles, we are not forgetting that eukaryotic proteins are often featured by multiple functional domains and roles.

**Figure 4:**
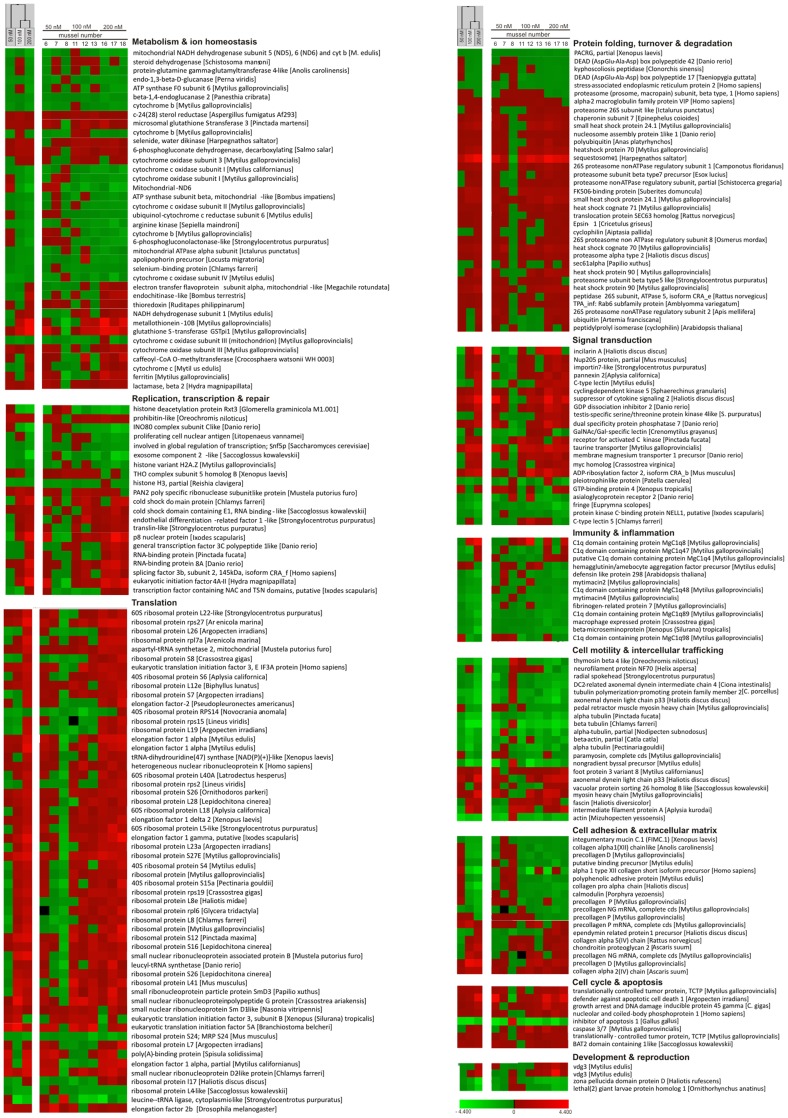
Unsupervised hierarchical clustering and relative expression trends of annotated genes differentially expressed in the mussel gills at least in one treatment dose. Clustering of median values per dose point (left), individual trends (middle) and transcript description (right) have been reorganized by functional category.

The annotation process revealed the overall complexity of the gill cell response (Figure 5). Actually, the metal mixture modulated the expression of many ribosomal proteins and translation factors including EL1 and EL2 (Translation 12%), ubiquitin and proteasome related proteins (Protein folding, turnover and degradation 9%), mitochondrial respiratory proteins and various enzymes (Metabolism and ion homeostasis 9%), cytoskeleton and collagen components (Cell motility and intracellular trafficking 6%; Cell adhesion and extracellular matrix 5%). 

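At 200 nM ribosomal protein rpl7a rose, with a log2 ratio of 0.57 ± 0.04 (SD, n = 3 mussels, adjusted p = 0.0406 from limma), the only 1 of 56 probes in the category Translation to pass. When adjusted over the list alone, 25 of the 56 were higher and 2 lower. In Protein folding, turnover and degradation, 7 of 33 probes rose and 1 fell, kyphoscoliosis peptidase, with -0.68 ± 0.07 (adjusted p = 0.0447). Adjusted over the list alone, 21 were higher and 2 lower. Of 38 probes of Metabolism and ion homeostasis, 1 fell, the mitochondrial transcript with ND5, ND6 and cytochrome b, with -0.68 ± 0.14 (adjusted p = 0.0422), and adjusted over the list alone 3 were higher and 7 lower. None of the 21 probes of Cell motility and intracellular trafficking passed, while 1 was higher and 9 were lower when adjusted over the list alone. Of 18 probes of Cell adhesion and extracellular matrix, which holds the calmodulin probe, that 1 fell, with 2 higher and 8 lower when adjusted over the list alone. The categories are the study's and cover the probes it selected on these samples.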

Relevant transcriptional changes were also evident in other functional gene categories, and in the large fraction of transcripts having still unknown function (Unknown, 45%) also reported separately in the Figure S2.

**Figure 5:**
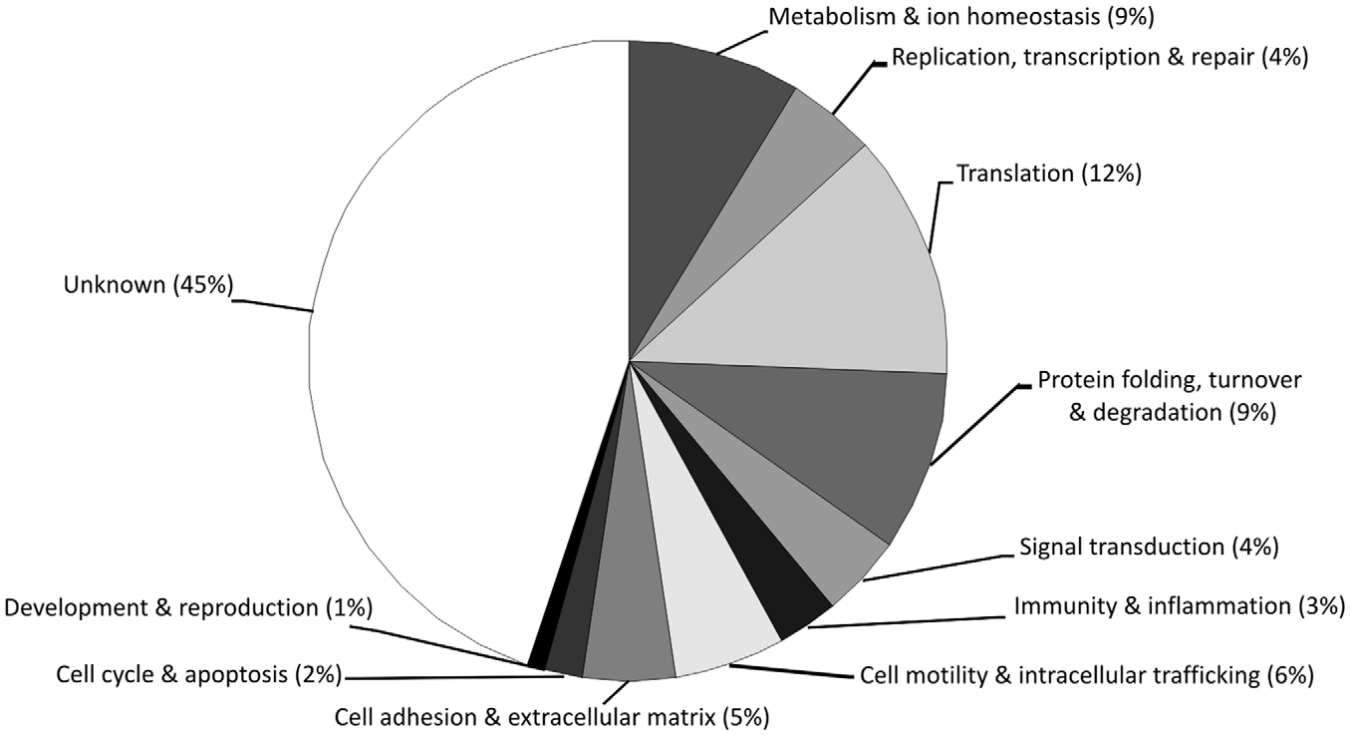
Distribution of all differentially expressed genes in different functional categories.

### Validation of Microarray Data by qRT-PCR

Quantitative RT-PCR analysis was performed to validate the expression patterns of the significantly modulated transcripts for MT10B, ferritin, GADD45 gamma, small HSP24.1, HSC70, HSP90, SQSTM1 and MT20IV, the latter involved in the mussel response to heavy metals but not present in the MytArray 1.0. Overall, we confirmed the expression patterns detected on DNA microarray since the quantitative expression values of the selected transcripts increased with the metal dose more or less markedly in all cases (Figure 6 A–C, Table S6). On average, the relative expression of MT20 transcripts increased up to 17.2 RQ (relative quantification value) at the 200 nM metal dose, nearly 5.7 times more than those of MT10, while the transcripts for small HSP24.1 and SQSTM1 showed the highest expression levels (58.0 and 29.0 RQ at the 100 nM dose, respectively) and those for HSP70, HSP90, ferritin and GADD45 were in the range of 3.7–10.8 RQ.

**Figure 6:**
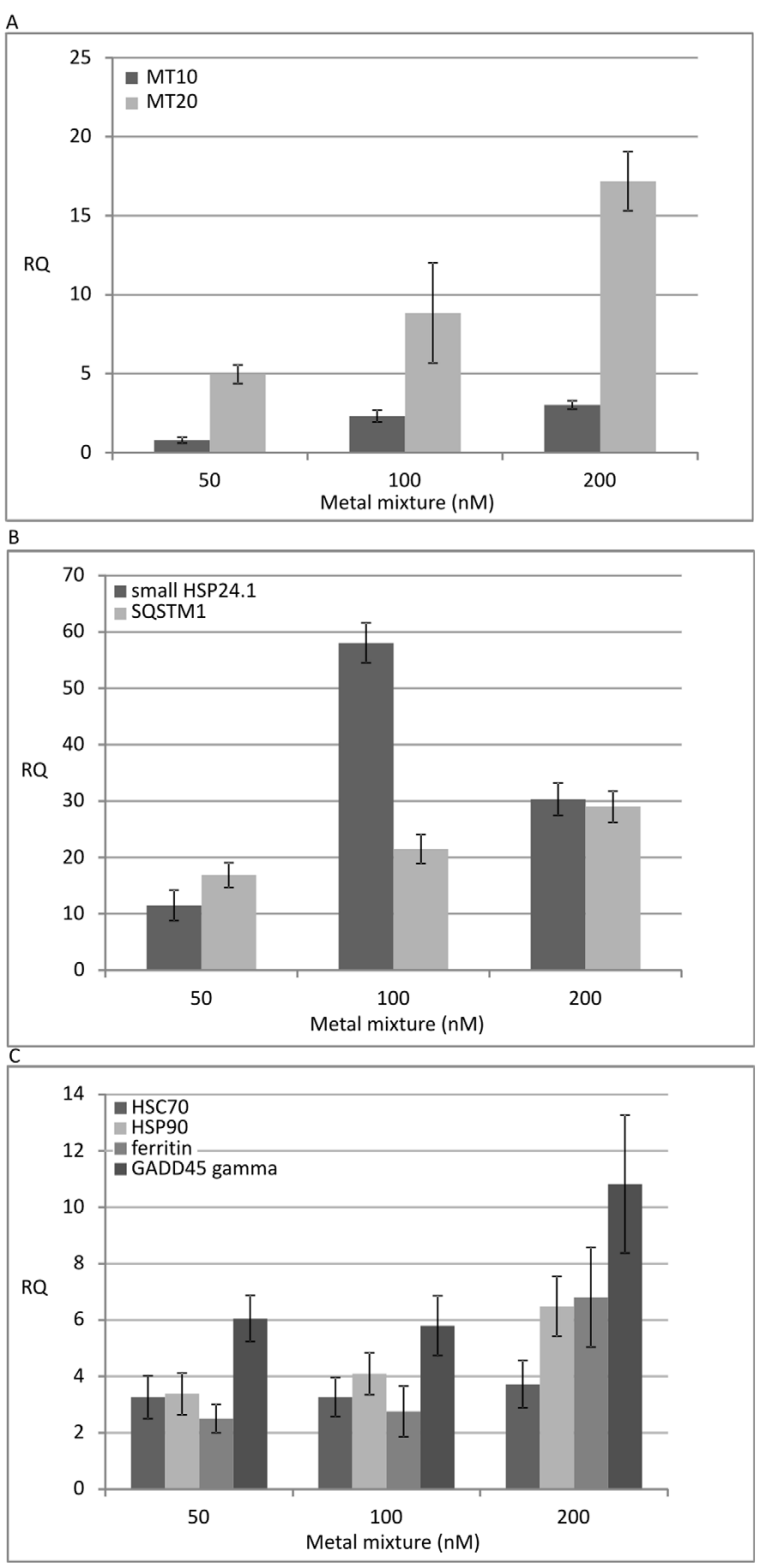
Relative quantification levels (RQ) of selected mussel transcripts significantly modulated after exposure to the combined metals. Pooled gill RNAs from both treated and control mussels were tested in triplicate according to the 2−ΔΔCt method and considering 18S rRNA as endogenous control gene.

### Modelling the Transcriptional Response of the Mussel Gill Cells to the Metal Mixture

One main advantage of the DNA microarray analysis is to provide an integrated view of the functional cell response to a given stimulus. According to the available knowledge, we used the lists of the differentially expressed genes to prepare a schematic, though not exhaustive, view of the molecules, organelles and pathways involved in the acute mussel gill response to equimolar mixtures of Cd, Cu and Hg, delivered as soluble metal salts. In Figure 7, we depicted a gill cell as functional element between the external environment and haemolymph. Influx, trafficking and extrusion of Cd, Cu and Hg metal ions is mediated by transporters and channel proteins, metal binding peptides and chaperones, apoproteins and metal insertases as well as endocytic/exocytic mechanisms. When escaping their proper ligands and regulatory mechanisms, free metal ions can negatively influence the cell functioning at different compartments, from the external membrane to the endo-lysosomal system and mitochondria, and in the cell nucleus. The acronyms of specific molecules are in bold when putatively/certainly identified by a cDNA probe of MytArray 1.0. Transcripts up-regulated or down-regulated in the gills of metal-treated mussels are reported in red and green, respectively (in brown those showing contrasting trends at the tested metal doses). For more details see the Abbreviation list below in the text (Section 7) and Tables S2, S3, S4, S5.

**Figure 7:**
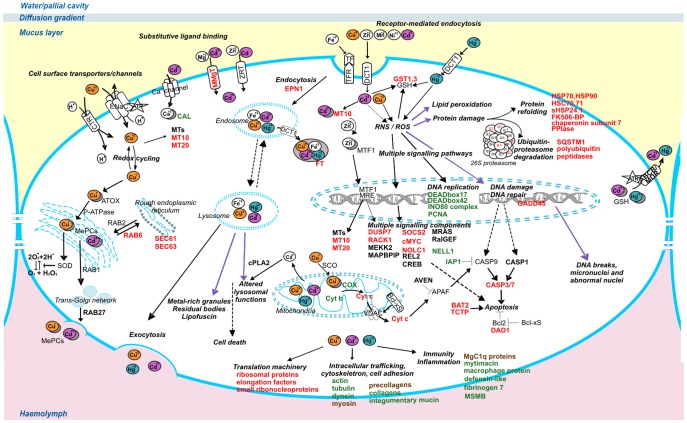
Representation of the gill cell response at 48 hours from the mussel exposure to the combined metals. Cd, Cu and Hg ions can enter the cytosol across various transporters or channels, also by endocytosis, with potential inhibition of physiological membrane import processes. Contaminant metal ions can bind small molecules (e.g. GSH), transporters and chaperons (e.g. ferritin, MTs), and apoproteins (e.g. superoxide dismutase, cytochrome c oxidase). Hence, they may compete with endogenous cations, substitute their natural ligands, disturb Ca^++^ homeostasis, and accumulate also in metal-rich or mineralized granules. Redox reactions with sulfur groups and direct/indirect formation of ROS/RNS can trigger multiple signalling pathways, disrupt the regulated expression of many genes and deplete the antioxidant cell defences. The unbalance towards the oxidative stress associated to extensive damage to organelles such as mytochondria and lysosomes, macromolecules and their precursors may lead to cell death either by necrosis or apoptosis. Deregulation of genes involved in the cell cycle homeostasis might also lead to uncontrolled replication and tumour development. Based on the experimental data, we have exemplified genes up-regulated (red), down-regulated (green) and contrasting (brown) expression trends, altogether outlining the enhancement or depression of specific cellular processes. Transcripts represented in the MytArray are reported in bold. Related abbreviations are the following. α: 26S proteasome subunit α (α1: Myt01-003G03; α2: Myt01-007D11, Myt01-013D06). ABCB: ATP binding cassette p-glycoprotein (Myt01-004E12, Myt01-018G06). APAF: Apoptotic Peptidase Activating Factor. ATP: Adenosine-5'-TriPhosphate. ATOX: AnTiOXdant protein AVEN: Caspase Activation Inhibitor (Myt01-018H01). β: proteasome subunit beta type (β1: Myt01-002G08; β5: Myt01-007H02; β7: Myt01-016F07). BAT2: HLA-B-associated Transcript 2 (BAT2 domain containing 1-like: Myt01-012B10). Bcl-xS: B cell lymphoma X apoptosis regulator. Bcl2: B cell lymphoma 2-like protein 1. CAL: Calmodulin (Myt01-003H01). CASP: Caspase (CASP3/7: Myt01-011F10; CASP1: Myt01-014F12). cMyc: cellular Myelocytomatosis proto-oncogene (Myt01-003C05). COX: Cytochrome c Oxidase (subunit I: Myt01-006G10, Myt01-019B06; subunit II: Myt01-019B11; subunit III: Myt01-004F10, Myt01-019B03, Myt01-016F03; subunit IV: Myt01-007E11). CREB: C-amp-Responsive Element-Binding (Myt01-009E09). cPLA2: cytoplasmic Ca2+-dependent PhosphoLipase A2 (Myt01-014H05). CTR: Cell surface Transporter. Cytb: Cytochrome b (Myt01-019B12, Myt01-011C05). Cytc: Cytochrome c (Myt01-005A03). DAD1: Defender Against apoptotic cell Death 1 (Myt01-017B11). DCT1: Divalent Cation Transporter 1. DEAD box: DEAD (Asp-Glu-Ala-Asp) box polypeptide 17, Myt01-007F09; polypeptide 42 (Myt01-017E11). DUSP7: Dual Specificity protein Phosphatase 7 (Myt01-016G07). ENaC; Epithelial Na Channel. EPN1: Epsin1 (Myt01-014H03). Fk506-BP: FK506-binding protein (Myt01-012A04). FT: Ferritin (Myt01-013D11). GSH: Glutathione. GST: Glutathione S-Transferase (GST3: Myt01-012G04; GSTpi1: Myt01-010C12). IAP1: Inhibitor of APoptosis 1 (Myt01-007H08). INO80: INO80 complex subunit C-like (Myt01-003G12). MAPBPIP: mitogen-activated protein-binding protein-interacting protein (Myt01-015D08). MEKK5: Mitogen activated protein Kinase Kinase Kinase 5 (Myt01-006H07). MePCs: Metal Protein Complexes. MgC1q: *M galloprovincialis* C1q domain containing protein (MgC1q8: Myt01-015F11; MgC1q4: Myt01-015C12; MgC1q48: Myt01-018E07; MgC1q89: Myt01-015H10). MMgT: Membrane Magnesium Transporter (Myt01-002C12). MRAS: Ras-related protein M-Ras (Myt01-005E12). MRE: Metal Response Element. MRP: Multidrug Resistance-associated Protein (Myt01-010D05). MSMB: MicroSeMinoprotein Beta (Myt01-016C09). MT: Metallothionein (MT10: Myt01-016C08). MTF: MRE-binding Transcription Factor. NELL1: protein kinase C-binding protein, Neural Epidermal growth factor-Like 1 (Myt01-015F09). NOLC1: Nucleolar and Coiled-body phosphoprotein 1 (Myt01-015B10). P-ATPase: P-type ATPase. PCNA: Proliferating Cell Nuclear Antigen (Myt01-016A01). PPIase: PeptidylProlyl Isomerase (cyclophilin-like) (Myt01-009D06). RAB: Ras-related GTP-binding protein (Rab6 subfamily protein: Myt01-002B09; RAB27: Myt01-018A11). RACK: Receptor for Activated C-Kinase (Myt01-007H10). RalGEF: Ral Guanine nucleotide Exchange Factor (Myt01-009C10). RNS : Reactive Nitrogen Species. ROS: Reactive Oxygen Species. SEC: *S. cerevisiae* endoplasmic reticulum membrane protein translocator (SEC61: Myt01-011C12; SEC63: Myt01-018G07). SCO: Synthesis of Cytochrome c Oxidase SOCS2: Suppressor Of Cytokine Signaling 2 (Myt01-012D01). SOD: SuperOxide Dismutase. TCTP: Translationally Controlled Tumor Protein (Myt01-007H05, Myt01-010H05). TF: TransFerrin. TFR: TransFerrin Receptor. VDAC: mitochondrial Voltage-Dependent Anion membrane Channel. ZRT: Zinc-Regulated Transporter.

## Discussion

### Mussels Significantly Accumulate Metals Present in the Surrounding Water Phase

According to the NOAA Mussel Watch Program, conducted in the Unites States in the years 1986-2005, the highest concentrations for both metal and organic contaminants are typically found near to urban and industrial areas of estuarine and coastal systems. Many of the chemical contaminants included in such wide investigation are indicated as Priority Pollutants by the US Environmental Protection Agency: most of them are toxic to aquatic organisms, some of them having the potential to be taken up, magnified along the food chain and transferred to humans [16]. Two decades of NOAA Mussel Watch data allowed the classification of low, medium and high concentration ranges of trace metals in *Mytilus* species: in particular, the concentration ranges of cadmium, copper and mercury were 0–3/4–9/10–20 (Cd), 5–16/17–39/40–857 (Cu) and 0.00–0.17/0.18–0.35/0.36–1.28 (Hg) ppm dw, respectively. The same study made also evident differences of bioaccumulation between coastal bivalves since for instance oysters relative to mussels showed 10 times higher copper concentrations [16].

The metal mixture selected in this study is just one of the potential cocktails occurring in coastal waters. Purposely, we expanded the dose range of the same metal mixture (50–200 nM chloride salts of each Cd, Cu and Hg) to extend previous transcriptional data and compare the transcription profiles of digestive gland and gills, and to anchor the multiple gene expression changes to more stable indicators of structural damage such as the occurrence of MN and other NA. The selected dose range of metal salts is equivalent to 5.6–22.5, 3.2–12.7 and 10.0–40.1 µg/L of Cd, Cu and Hg, respectively. The exposure time of 48 h reproduces an acute exposure, useful to recognize the early changes induced by the metal mixture, in the general aim to dissect the complexity and inconstancy of contaminant levels in the natural environment into more simple questions. Long-lasting exposure to toxic metals may be associated to more complex biokinetics also because of adaptive organism responses [30].

The metal amounts determined by atomic absorption spectrometry in the mussel tissues suggested significant metal uptake from the contaminated sea water, with bioconcentration factors (BCFs) estimated to increase in the following order: Cd<Cu<Hg. Excluding Hg, the metal body burdens measured in this study are consistent with concentration ranges reported elsewhere, for instance those concerning mussels from the Galitian and Cantabrian coasts in Spain [57]. Body burdens and empirical BCFs suggest more efficient absorption of the essential metal Cu compared to the non-regulated Cd (29.9 vs. 15.2 µg/g dw) whereas the visibly high concentration of Hg (219.2 µg/g dw) likely reflects the high absolute mass of Hg delivered to mussels in the time of two days and, possibly, the overwhelming of sequestration/extrusion mechanisms. Greater BCFs reported elsewhere for Cd and Hg (761–3000 and 1000 L/Kg ww, respectively, with the latter referred to sediment-bound Hg bioavailability [37]. Since hundreds of ppm of Hg have been recently reported in lagoon sludges, especially close to industrial sites, significant bioconcentration of Hg in autochthonous bivalve species is a factual hypothesis [41].

In mussels exposed to Ag, Cu, Hg and Pb for 94 days, the bioconcentration of Hg was particularly evident in the abfrontal gill filament region [26] and significant increase of both Cu and Hg levels were detected in the mussel gills after some days of co-exposure of *M. galloprovincialis* to 0.08 mg/L of Cu and 0.08 mg/L Hg (126 and 40 nM, respectively) [58]. In the latter study, pronounced metal accumulation was observed in the frontal part of the gill filaments and, specifically, Hg significantly increased in the gills of mussels co-exposed to Cu and Hg for 11 days during additional 4 and 7 days of depuration. For the benefit of information, Hg has an higher covalent index than Cd and Cu (4.08 vs. 2.71 and 2.64, respectively), being the covalent index a parameter reflecting the tendency of metals to bind ligands with S-donor atoms [37].

### Significant Levels of Gill DNA Damage Appear after 48 h Exposure to the Metal Mixture

The gill tissue is mostly composed by ciliated and not ciliated epithelial cells, and active cell proliferation has been demonstrated throughout the gill filaments [25]. Epithelial-like gill cells are sensitive to micronucleus formation and the frequency of cells with MN or with other NA, a complementary parameter of chromosomal damage, is widely used to measure genotoxic effects in marine mussels [43], [59]. The frequency of both MN and NA significantly increased in the mussels exposed to 50–200 nM doses of combined metals, and reached values comparable to those detected in metal polluted sites along the Spanish Mediterranean coast [60] and higher than those registered in the industrial area of the Venice lagoon [43]–[44].

In a previous study, the exposure of mussels for 5 days to the same metals indicated Hg>Cu>Cd in decreasing order of genotoxic potency when tested as single compounds at the maximum doses of 184, 80 and 32 µg/L as Cd, Cu and Hg chlorides, respectively. In detail, the mussel exposure to these metals combined at 18.4, 10 and 32 µg as chlorides, respectively, caused a significant increase of micronucleated gill cells (6.73±2.3 ‰ vs. 2.8±1.4 ‰ control values) [31]. Such equimolar (∼100 nM) metal mixture also induced significant MT increase and decreased stability of the lysosomal membranes in the mussel digestive gland.

In our case, the overall higher frequency of MN and NA recorded in the offshore (late spring) mussels related to the marketed (winter) mussels with ripe gametes or depleted gonads suggests better functional state and higher cell replication rates in the former group. Significant chromosomal damage was evident already at the 50 nM dose, irrespective of the season and mussel condition, hence, the measure of MN and NA appears to be a robust biomarker of exposure, scarcely biased by the fluctuations of the external and internal environment under the applied experimental conditions. The diverse amounts of granulocytes observed in gill cell preparations of the treated vs. control mussels (data not shown) suggests hemocytic infiltration and modulation of the haemocyte functions in response to the metal cocktail, in agreement with previous hypotheses [25], [44].

### Increasingly Complex Transcriptional Changes Occur in the Gills of the Metal-treated Mussels

To detect the gene expression changes induced by the combined metals in the mussel gills, we used a previously defined cDNA microarray [32] whose reliability is supported by a number of recently reviewed studies [61]–[62]. 

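SQSTM1, the receptor for ubiquitinated proteins, had the largest positive difference between doses, 2.53 on the log2 scale between 100 and 50 nM and 3.67 between 200 and 50 nM (adjusted p = 0.998 and 0.385 from limma, 3 mussels against 3). Between 200 and 100 nM the largest was that of GSTpi1, 1.26 (adjusted p = 0.794). Myt01-016D12 had the largest negative difference between 200 and 50 nM, -2.07 (adjusted p = 0.304). When the sign of 50 nM replicate 3 was turned, the differences of SQSTM1 from 50 nM were 0.91 and 2.05 (adjusted p = 0.975 and 0.506) and no longer the largest, and that of Myt01-016D12 was -1.27 (adjusted p = 0.506). No probe differed between 2 doses at the adjusted threshold. At an unadjusted p under 0.05 there were 85 probes between 100 and 50 nM, 195 between 200 and 50 nM and 113 between 200 and 100 nM, or 91, 140 and 123 with the sign turned, where chance gives 96 each time. In simulated data with this spread and 200 probes changed at 200 nM, 74.2% of differences of log2 1 between 200 and 100 nM were found. This share depends on the number of changed probes, so it does not give the power in these data. A model of the 18 single arrays with mussels as random block called 6 probes between 200 and 50 nM. The control pool cancels in these differences, but each dose had its own tank, so a tank effect does not.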

The transcriptional profiles obtained from three mussels per dose point revealed a dose-related increase of significantly modulated probes: 161 and 369 transcriptional changes characterized the mussels treated with 100 and 200 nM metal dose whereas the 27 significant changes detected at the 50 nM dose are affected by 3% probability of false positives. Also the magnitude of the observed changes increased with the metal dose (the genes up-regulated at 50, 100 and 200 nM metal doses reached an expression fold change of 1.6, 9.2 and 19.5, respectively). 

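Polyubiquitin, a precursor of the tag that marks proteins for degradation, had log2 ratios of 0.10 ± 0.63 (SD, n = 3 mussels), 0.39 ± 0.52 and 1.00 ± 0.88 at 50, 100 and 200 nM. Subunit 1 of the 26S proteasome had 0.40 ± 1.03, 0.72 ± 0.47 and 0.98 ± 0.73. Neither passed at 200 nM (adjusted p = 0.102 and 0.151 from limma), and with 50 nM replicate 3 turned their 50 nM ratios were 0.50 and 0.92 and both passed at 200 nM (adjusted p = 0.0464 and 0.0296). Over all 1920 probes the SD of the mean ratios was 0.20 at 50 nM, 0.28 at 100 nM and 0.35 at 200 nM. A mean beyond 0.5 in either direction was found for 2.14, 5.89 and 11.0% of probes, and beyond 1 for 4, 14 and 28 probes. These sizes include the spread between mussels and were not tested between doses. A mean over mussels that run in opposite directions, as at 50 nM, is smaller than 1 over mussels that run together.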

According to the consistent fraction of over-expressed probes, the applied metal doses did not massively reduce the cell functioning; moreover, the 104 transcripts probes modulated at both 100 and 200 nM doses suggested common functional adjustments in response to such metal concentrations. The hierarchical clustering of the normalized fluorescence data confirmed the similarity of the gill cell response to the 100 and 200 nM doses. As in the case of the chromosomal damage (individual frequencies of gill cells with MN and NA), the DNA microarray analysis highlighted consistent, though reasonable, levels of inter-individual variability of the gene expression levels.

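At 50 nM, SQSTM1 had log2 ratios of 4.32, 1.54 and -2.43 in the 3 mussels and Myt01-008B03, without similarity, had -3.72, -2.78 and 4.48. Apoptosis inhibitor 1 had -1.80, -1.99 and 1.42. In each case the third value is that of 50 nM replicate 3. At 200 nM, MT10B, a metal-binding metallothionein, had 2.48, 0.59 and 1.93, GADD45 gamma 1.71, 0.52 and 0.90 and HSP90 (Myt01-016G09) between 1.20 and 1.31. The median SD of a probe between the mussels of a dose was 0.27 at 50 nM, 0.24 at 100 nM and 0.23 at 200 nM. The mean correlation between mussels of a dose, across probes, was -0.129 at 50 nM, 0.228 at 100 nM and 0.458 at 200 nM. For 50 nM replicate 3 the correlations with the other 8 mussels ran from -0.418 to -0.165, with a mean of -0.276.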

The gill gene expression profiles presented in this study appear more informative than those obtained with MytArray 1.0 from the digestive gland of mussels treated with the same metal mixture [32]. Updated functional annotation of the transcripts represented in the DNA microarray platform, greater number of differentially expressed genes (161 vs. 104 detected in gills vs. digestive gland at the 100 nM dose) and expanded metal dose range are the likely explanations. The comparison also confirms the mussel gills as target of toxic metals, hence tissue of priority for measuring exposure biomarkers.

The functional annotation and re-organization of the differentially expressed transcripts by gene category made evident a global modulation of the cellular processes, with many still unknown transcripts also recruited in response to the metal mixture. The resulting gene expression signatures relate the composition of the MytArray platform (1712 cDNA probes which cover the basic functions of the main mussel tissues) with dose-related expression changes exemplified by SQSTM1 (Myt01-007D04; 2, 10 and 21-fold up-regulation) and apoptosis inhibitor 1 (Myt01-007H08; 1.7, 2.9- and 2.4 fold down-regulation).

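SQSTM1 had ratios of 2.21-fold at 50 nM, 12.7-fold at 100 nM and 28.2-fold at 200 nM (mean log2 ratio of 3 mussels each, SE 0.87). It passed at 200 nM alone, and its adjusted p from limma at 50 nM was 0.992. Apoptosis inhibitor 1, which blocks the caspases that dismantle a cell, was 1.73-fold lower at 50 nM, a log2 ratio of -0.79 (SE 0.49, SD 1.91, adjusted p = 0.992), 2.94-fold lower at 100 nM and 2.37-fold lower at 200 nM, without passing at any dose. The direction of 50 nM replicate 3 decides the lowest dose. With its sign turned the 50 nM ratio of SQSTM1 was 2.76 on the log2 scale (adjusted p = 0.0126) and that of apoptosis inhibitor 1 was -1.74 (adjusted p = 5.70e-04). Both then also passed at 100 nM (adjusted p = 0.00120 for each) and apoptosis inhibitor 1 at 200 nM (adjusted p = 0.00605). Both probes are among those where that mussel ran against the others, so turning it lowers their spread and these passes decide nothing.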

In agreement with current concepts on the metal toxicity, the gene categories most abundantly differentially expressed in the gills of the treated mussels were Translation, Protein folding-turnover-degradation and Metabolism-ion homeostasis. 

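At 200 nM the 56 probes of the category Translation were higher than the other described probes, with a median log2 ratio of 0.38 (camera, adjusted p = 2.70e-06), and so were the 33 of Protein folding, turnover and degradation, with a median of 0.53 (adjusted p = 2.13e-04). Among them HSC70, a chaperone present without stress, had 1.26 ± 0.46 (SD, n = 3 mussels, adjusted p = 0.0519 from limma, and 0.0102 with 50 nM replicate 3 turned) and eIF5A had 0.50 ± 0.18 (adjusted p = 0.0980). The 38 probes of Metabolism and ion homeostasis had a median of -0.27 and did not differ as a set (adjusted p = 0.147). At 100 nM both former categories were higher (adjusted p = 0.0273 for Translation, lost without 100 nM replicate 3, and 0.00602 for Protein folding). At 50 nM Protein folding was higher (adjusted p = 0.00531, lost without 50 nM replicate 1, and 9.69e-04 with replicate 3 turned). Translation lay lower there without passing (adjusted p = 0.240) and was higher with the sign turned (adjusted p = 0.00529). With an estimated correlation between genes no set passed, as labelled or turned, at adjusted p = 0.309 for both categories at 200 nM and, turned, at 0.605 for Translation and 0.299 for Protein folding at 50 nM.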

The complex modulation of genes involved in the metabolism of carbohydrates, aminoacids and lipoproteins, and in the mitochondrial respiration, suggest enhanced turnover of many gill cell components. Accordingly, global protein synthesis alteration and accumulation of non-translated mRNAs have been reported in the digestive gland of mussels exposed to Cd for 15 days, with initial reduction and subsequent significant increases of the polysome levels [63].

Several transcripts for ribosome proteins, heat shock proteins (HSP90, HSP70, small HSP24.1 and chaperonin subunit 7), putative proteinases and proteinase inhibitors (e.g. alpha-2 macroglobulin), proteasome subunits, ubiquitin, were over-expressed in the treated mussels. Such evidence supports the occurrence of oxidative stress with consequent boost of protein synthesis, folding and degradation. 

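Proteasome alpha type 2, part of the core that degrades tagged proteins, rose at 200 nM, with a log2 ratio of 0.82 ± 0.31 (SD, n = 3 mussels, SE 0.17, adjusted p = 0.0372 from limma). Subunit 2 of the 26S proteasome had 0.85 ± 0.23 (adjusted p = 0.0831) and ubiquitin 0.63 ± 0.43 (adjusted p = 0.0766), and both passed with 50 nM replicate 3 turned (adjusted p = 0.0193 and 0.0479). The proteinase inhibitor alpha-2 macroglobulin had 0.19 ± 0.13 at 100 nM and 0.02 ± 0.10 at 200 nM (adjusted p = 0.591 and 0.940). Of 13 probes of proteasome and ubiquitin in the study's tables, SQSTM1 and proteasome alpha type 2 rose at 200 nM, 7 when adjusted over the list alone, and the set was higher (camera, adjusted p = 0.0133, and 0.309 with an estimated correlation). The 35 ribosomal proteins had a median of 0.34 at 200 nM. 1 of them rose, or 15 with 1 lower when adjusted over the list alone, and the set was higher (adjusted p = 1.79e-04, and 0.309 with an estimated correlation). At 50 nM the ribosomal set was lower (adjusted p = 0.00785), which was lost without 50 nM replicate 3 (adjusted p = 0.892) and with an estimated correlation (adjusted p = 0.666). It lay higher, without passing, with that mussel turned (adjusted p = 0.180). From the over-expression of these groups, the paper reasons that there is support for oxidative stress, followed by more protein synthesis, folding and degradation.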

Actually, the highest up-regulated mussel transcript at the 100 and 200 nM doses was SQSTM1, a multifunctional protein induced by oxidative damage which can bind ubiquitin and activate the NF-kB pathway in response to upstream signals. Likewise, the highest doses of the metal mixture induced a significant over-expression of a mussel transcript denoting an FK506 binding protein. 

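SQSTM1 had the highest mean log2 ratio of the 1920 probes at 100 and at 200 nM. The next highest called at 200 nM, small HSP24.1, was 3.90-fold higher. In the 3 mussels at 200 nM SQSTM1 had 5.67, 4.47 and 4.32. Its spots were above background in both channels on all 6 arrays of the dose and saturated on none. The fold ratio at 200 nM depended on the correction. It was 18.5 without background subtraction, 23.1 with plain subtraction, 21.3 in the authors' normalized values and 30.5 with loess in each print-tip block.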

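FK506-binding protein, an immunophilin that turns proline bonds during protein folding, rose at 200 nM, with a log2 ratio of 1.06 ± 0.06 (SD, n = 3 mussels), 2.09-fold (SE 0.21, adjusted p = 0.0372 from limma). The 3 mussels lay between 1.00 and 1.12. At 100 nM it was 2.37-fold higher without passing (adjusted p = 0.0855, and 0.00120 with 50 nM replicate 3 turned), and the doses differed by -0.18 (SE 0.30, adjusted p = 0.928). At 50 nM it had 0.10 ± 0.67, or 0.53 with that mussel turned. The cyclophilin probe Myt01-009D06, of another family of such isomerases, had -0.07 ± 0.20 at 100 nM and 0.27 ± 0.16 at 200 nM (adjusted p = 0.908 and 0.363).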

Immunophilins with peptidylprolyl cis/trans isomerase –PPIase- domains are expected to regulate many biological processes such as receptor signalling and protein folding through protein–protein interactions. The over-expression of the mammalian FK506 binding protein 51 and its atypical mitochondrial localization has been reported to protect the cells against oxidative damage [64]. 

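SEC63, which pulls new proteins through the channel of the endoplasmic reticulum, had a log2 ratio of 0.60 ± 0.11 (SD, n = 3 mussels) at 200 nM and missed the threshold (SE 0.15, adjusted p = 0.0601 from limma, and 0.0297 with 50 nM replicate 3 turned). SEC61, the channel itself, had 0.35 ± 0.30 (SE 0.19, adjusted p = 0.361). At 100 nM the values were 0.08 ± 0.31 and 0.02 ± 0.32. At 200 nM both ratios were above the SD of the 3 mussels, which is weak evidence with so few.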

At the 200 nM metal dose, we also found significantly over-expressed transcripts denoting SEC 61 and SEC 63. In the endoplasmic reticulum, the Sec 61 multimeric complex allows the protein translocation across lipid bilayers, the backward transport of proteins destined to ubiquitination and proteosomal degradation, and it modulates the intracellular trafficking and cytotoxicity of cisplatin and copper, elements whose divalent ions display similar sulfur-binding properties [65].

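MT10B, a metallothionein whose cysteines bind Cd, Cu and Hg, had log2 ratios of -0.52 ± 1.05 (SD, n = 3 mussels) at 50 nM, 0.58 ± 0.63 at 100 nM and 1.67 ± 0.98 at 200 nM. It missed the threshold at 200 nM (3.17-fold, SE 0.40, adjusted p = 0.0529 from limma), with all 3 mussels above 0. With 50 nM replicate 3 turned, the 50 nM ratio was 0.59 and MT10B passed at 200 nM (adjusted p = 0.0237). It also passed in the authors' normalized values (adjusted p = 0.0247). GSTpi1, which joins glutathione to toxic compounds, had 0.20 ± 1.77 at 50 nM, or 1.27 with the sign turned. Its ratio at 200 nM was 4.20-fold, in the same direction in all 3 mussels (adjusted p = 0.0556, and 0.00726 with the sign turned). Of 7 probes for metal binding and antioxidant proteins in the study's tables, none passed at 200 nM and 3 were higher when adjusted over the list alone. As a set they did not pass (camera, adjusted p = 0.0935, and 0.370 with an estimated correlation), but were higher with all probes as background, chosen after the data were seen (adjusted p = 0.00104). The list was selected for change and that background mostly was not, so this pass carries no weight.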

Unsurprising, the metal mixture significantly induced the expression of MT10B and GST transcripts. In mammalian tissues, millimolar concentrations of glutathione (GSH) account for more than 90% of the total non-protein sulfur and the metal-induced GSH depletion (GSSG) is expected to increase the ROS formation and the oxidation of other cell thiols [66]. Metallothioneins are small thiol-rich metal-binding proteins which contribute to the homeostasis of essential metals, radical scavenging and protection against non-essential metal ions; hence, they are of general importance also in the cell proliferation and differentiation processes [67]. Differential metal binding affinity explains both the displacement of essential elements from MT (Hg^2+^>Cu^+^>Cd^2+^>Zn^2+^) and enhanced MT expression via the metal-regulatory transcription factor 1, MTF1, a nucleocytoplasmic shuttling protein which accumulates in the nucleus upon metal exposure and binds to promoters containing a metal-responsive element [68]–[69]. Different MT isoforms exist in *Mytilus* species and mussels from metal-contaminated sites commonly display increased MT levels [70]–[71]. MT10 isoforms are constitutively expressed but also induced by Cu, Zn, Cd and, partly, Hg whereas MT20 has very low basal expression, markedly increased after exposure to Cd and, somewhat, Hg and Cu [56], [72]–[74]. The DNA microarray and qRT-PCR analyses of MT expression performed in the gills of the treated mussels are consistent with the current knowledge and confirmed isoform-specific expression patterns.

The dose-related increases of MT10 and MT20 transcripts, and the over-expression of ferritin at the 200 nM dose, furthermore suggest enhanced scavenging of free metal ions from the cytosol. 

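Ferritin, which stores iron and keeps it from forming radicals, had log2 ratios of -0.20 ± 0.88 (SD, n = 3 mussels) at 50 nM, -0.14 ± 0.23 at 100 nM and 0.88 ± 0.37 at 200 nM (SE 0.26, adjusted p = 0.0905 from limma). With 50 nM replicate 3 turned, its 50 nM ratio was 0.61 and it passed at 200 nM (adjusted p = 0.0220). The mean of MT10B was 2.19 higher at 200 than at 50 nM (SE 0.56, adjusted p = 0.315) and 1.09 higher at 200 than at 100 nM (adjusted p = 0.794). With the sign turned the former difference was 1.08 (adjusted p = 0.702). For ferritin the difference between 200 and 100 nM was 1.03 (SE 0.37, adjusted p = 0.794). None of these differences passed over the 1920 probes. The array holds no MT20 probe, as the paper states.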

Ferritin is an ubiquitous multimeric protein with large metal storage capacity and, likewise MTs, its metal-induced expression depends on metal response elements located upstream the transcribed region. Atypical ferritins with signal peptides were detected in some molluscs and iron-withholding via ferritin up-regulation is supposed to improve the bivalve immune responses against microbial infections [75]. In the Baltic blue mussel Mytilus trossulus, the highest ferritin content was recorded in the hepatopancreas followed by the gills [76]: the large amounts of Cd and Fe associated to ferritin detected in mussels from metal-contaminated sites support the influence of toxic metals on the intracellular cycling of redox metals such as iron and copper.

On the other hand, transcripts grouped in the gene categories of Cell motility and intracellular trafficking, Cell adhesion and extracellular matrix, Immunity and inflammation were frequently under-expressed in the treated mussels. 

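Alpha tubulin (Myt01-006H12), of the ciliary microtubules, had a log2 ratio of -0.57 ± 0.30 (SD, n = 3 mussels) at 100 nM and -0.74 ± 0.20 at 200 nM (adjusted p = 0.454 and 0.100 from limma), and actin had -0.57 ± 0.35 at 200 nM (adjusted p = 0.251). Of 7 tubulin and actin probes in the study's tables none passed, while 5 at 100 nM and 6 at 200 nM were lower when adjusted over the list alone. As a set they were lower at 100 nM (camera, adjusted p = 0.00241) and at 200 nM (adjusted p = 0.0133). The set was lower at 50 nM as well (adjusted p = 0.0169, lost without 50 nM replicate 1, and 0.00321 with replicate 3 turned). The 21 probes of Cell motility and intracellular trafficking were lower as a set at 100 nM (adjusted p = 0.0177) and at 200 nM (adjusted p = 0.0248, and 0.0568 without 200 nM replicate 2). The 13 of Immunity and inflammation were lower at 100 nM (adjusted p = 0.0273, lost without 100 nM replicate 1 or 3, at up to 0.0887, and in the authors' processed values) and at 200 nM (adjusted p = 0.0248, and 0.0792 without 200 nM replicate 2). The 18 of Cell adhesion and extracellular matrix did not pass at 200 nM (adjusted p = 0.0935), nor did 5 probes of cilia or 15 of collagen and byssus (adjusted p = 0.0935 and 0.147). With all probes as background, chosen after the data were seen, cell adhesion and cilia passed as well (adjusted p = 0.0262 and 0.00928, against 0.309 and 0.319 with an estimated correlation). The lists were selected for change and that background mostly was not, so these 2 passes carry no weight. With an estimated correlation none of the sets that were lower passed, at adjusted p = 0.666 at 50 nM, 0.661 to 0.666 at 100 nM and 0.309 at 200 nM, nor did tubulin and actin at 50 nM with the sign turned (adjusted p = 0.299).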

Deleterious effects of Cu and Cd on the cytoskeleton of mussel haemocytes have been reported and are likely associated to the depletion of antioxidant cell defenses (e.g. total thiols) and direct protein damage [77]–[78]. 

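MgC1q89 (Myt01-015H10), a C1q protein that binds microbial surfaces, fell at 200 nM, with a log2 ratio of -0.66 ± 0.10 (SD, n = 3 mussels, SE 0.14, adjusted p = 0.0422 from limma). Beta-microseminoprotein (MSMB), which the study places among immune genes, fell by 0.75 on the log2 scale (SD 0.11, SE 0.12, adjusted p = 0.0247). The pore-forming macrophage expressed protein had -0.65 ± 0.37 (adjusted p = 0.0529) and the antimicrobial peptide mytimacin-4 -0.55 ± 0.10 (adjusted p = 0.0574), and both passed with 50 nM replicate 3 turned (adjusted p = 0.0296 and 0.0362). The defensin-like protein Myt01-004D04, fibrinogen-related protein 7, hemagglutinin/amebocyte aggregation factor and mytimacin-2 had -0.64, -0.42, -0.54 and -0.39 (adjusted p = 0.155, 0.177, 0.419 and 0.447). MgC1q47 had -0.73 ± 0.41 at 100 nM (adjusted p = 0.360) and -0.09 ± 0.69 at 200 nM. Of 14 immune probes named in the paper, 2 fell and none rose at 200 nM, and 10 lay below 0. The 11 haemocyte effectors in the study's tables were lower as a set at 100 nM (camera, adjusted p = 0.0422, and 0.297 with an estimated correlation). That call was lost without 50 nM replicate 1 or 3, or 100 nM replicate 1 or 3, with 50 nM replicate 3 turned (adjusted p = 0.0826) and in the authors' normalized values.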

As regards the immune-related genes, transcripts denoting mytimacin-2 and 4, defensin-like protein 298, a macrophage expressed protein, fibrinogen-related protein 7, hemagglutinin/amebocyte aggregation factor precursor and the C1q domain containing proteins (MgC1q89, MgC1q47, MgC1q98) were under-expressed in the treated mussels, a fact confirming the weakening of the immune defenses in bivalves naturally or experimentally contaminated [79]–[80].

Gene categories less represented in these transcriptional profiles are not of minor importance, for instance those of Replication, transcription and repair, Signal transduction, Cell cycle and apoptosis, as they group DNA/RNA-interacting proteins, histones and several molecules essential to cross-talking biochemical pathways. At the highest metal dose, we found over-expressed some putative MAPK signalling elements (e.g. DUSP7 and RACK1), nucleolar p130 (NOLC1) and suppressor of cytokine signalling (SOCS2) whereas a possible protein kinase C binding protein (NELL1) was under-expressed. 

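Calmodulin (Myt01-003H01), the calcium sensor of many kinases, fell at 200 nM, with a log2 ratio of -0.84 ± 0.35 (SD, n = 3 mussels, SE 0.17, adjusted p = 0.0372 from limma). The MAPK phosphatase DUSP7 had 0.64 ± 0.34 (adjusted p = 0.134) and the scaffold protein RACK1 0.24 ± 0.26 (adjusted p = 0.550), against 0.49 ± 0.34 at 100 nM. NELL1, a binding partner of protein kinase C, had -0.55 ± 0.38 (adjusted p = 0.109), and cMyc, a transcription factor of growth, 0.51 ± 0.16 (adjusted p = 0.196). None of these 4 passed, and DUSP7 did with 50 nM replicate 3 turned (adjusted p = 0.0244). Of 22 probes in the category Signal transduction none passed over all probes, and 10 were higher and 2 lower when adjusted over the list alone. As a set they did not pass (camera, adjusted p = 0.0935, and 0.319 with an estimated correlation), but were higher with all probes as background, chosen after the data were seen (adjusted p = 5.13e-04). The list was selected for change and that background mostly was not, so this pass carries no weight.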

Besides, the under-expression of transcripts with DEAD motifs or denoting proteins involved in cell cycle regulation (INO80, PCNA) was associated to the over-expression of transcripts such as GADD45, CASP3, CASP7 and TCTP among others, in agreement with the evidence of MN and NA and suggestive of unbalance toward cell death and cell replacement.

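DEAD box polypeptide 17 (Myt01-007F09), an RNA helicase, had a log2 ratio of -0.62 ± 0.22 (SD, n = 3 mussels) at 200 nM (adjusted p = 0.132 from limma), and DEAD box polypeptide 42 had -0.40 ± 0.11 (adjusted p = 0.147). PCNA, the clamp of the replication fork, had -0.36 ± 0.14 (adjusted p = 0.167). All 3 missed the threshold. The SD was below the size of the ratio, which is weak evidence with n = 3. Of 9 probes for cell cycle and apoptosis found by keyword in the study's tables, INO80 fell and none rose. When adjusted over the list alone, GADD45 gamma, DAD1, both TCTP probes and cyclin-dependent kinase 5 were higher and INO80, PCNA and apoptosis inhibitor 1 were lower. The list holds probes the study had already picked for their change, so passing within it is not evidence. As a set, whose members go both ways, the 9 probes did not pass (camera, adjusted p = 0.441).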

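At 100 nM in the gills, DEAD box polypeptide 17 (Myt01-007F09), an RNA helicase, had a log2 ratio of -0.84 ± 0.51 (SD, n = 3 mussels, SE 0.21, adjusted p = 0.179 from limma). Alpha tubulin (Myt01-016D09) had -0.68 ± 0.14 (SE 0.15, adjusted p = 0.161), actin (Myt01-015H12) -0.63 ± 0.10 (SE 0.25, adjusted p = 0.434) and MgC1q89 (Myt01-015H10) -0.31 ± 0.32 (SE 0.14, adjusted p = 0.532). None passed over the 1920 probes. Only for MgC1q89 was the SD of the 3 mussels as large as the ratio, but an SD below it is weak evidence with n = 3.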

A number of genes differentially expressed in the present study (individual mussel gills) showed expression trends similar to those previously detected in the digestive gland of mussels exposed to the 100 nM metal dose [32]: the up-regulated MT10B and GST and, conversely, the down-regulated DEAD-box protein Myt01-007F09, apoptosis inhibitor Myt01-007H08, alpha tubulin Myt01-016D09, actin Myt01-015H12 and C1q domain containing protein Myt01-015H10, among others. Not forgetting the tissue specificity of gene transcription, these expression changes exemplify common elements of the molecular signature induced by the toxic metals.

We have also confirmed selected expression trends by quantitative real time PCR. The expression values of probes for the mussel elongation factors EF1/2 were differentially expressed in our expression data sets and, therefore, not appropriate as endogenous reference genes. 

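The 3 probes of EF1 alpha, which brings aminoacyl-tRNA to the ribosome, had log2 ratios of 0.64 ± 0.17, 0.68 ± 0.19 and 0.71 ± 0.07 (SD, n = 3 mussels) at 200 nM, with adjusted p = 0.0831, 0.0715 and 0.0647 from limma. EF1 gamma had 0.57 ± 0.27 (adjusted p = 0.0529) and EF1 delta 0.43 ± 0.23 (adjusted p = 0.118). The 2 probes of EF2, which moves the ribosome along the mRNA, had 0.15 ± 0.14 and 0.40 ± 0.30 (adjusted p = 0.673 and 0.160). None of the 7 passed over all probes, and all lay above 0. The 3 of EF1 alpha and EF1 gamma passed with 50 nM replicate 3 turned (adjusted p = 0.0169, 0.0228, 0.0219 and 0.0375). Of the 12 translation factors in the study's tables, which include these, 8 were higher and none was lower when adjusted over the list alone. The set was higher at 200 nM (camera, adjusted p = 0.0133), but not with an estimated correlation (adjusted p = 0.334).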

According to earlier experience, we used the ribosomal 18S gene as reference gene to calculate the relative expression values of two MT isoforms, ferritin, three heat shock proteins, SQSTM1 and GADD45 gamma sequences (with suitable proportions of 18S competimers to reduce the abundance of r18S sequences into the same scale of the transcripts under testing).

### Overview of the Gill Cell Response to Equi(nano)molar Combinations of Cd, Cu and Hg

Based on the empirical lists of differentially expressed genes, the model proposed in Figure 7 outlines the structural and functional impairments determined by the metal mixtures in the mussel gill cells. In the living organisms, specialized mechanisms govern the uptake, compartmentalization and extrusion of essential metal elements whereas the toxicity of non-essential metals often depends on molecular mimicry, competition for ligand binding and intrinsic ability to induce oxidative stress. In excessive amounts, both essential and non-essential metals can cause cell damage: disturbance to the calcium homeostasis, intracellular signalling and transcription factor regulation as well as boosted oxidative damage to various cell components are common determinants of the metal ion toxicity.

In normal conditions, the metal trafficking between and within the cells is tightly regulated by a complex network of potential metal ligands whose binding constants are of critical importance for many biological processes. For instance, the Ca sensor calmodulin takes part to signalling pathways relevant for cell excitability, exocytosis and motility, and depend on cytosolic increases of Ca at least ten folds the ∼100 nM resting levels [81]. The interplay of GSH and thiol-rich proteins, apoproteins, and organic molecules such as porphyrins and pterins, assures the proper intracellular concentrations of each element, surprisingly close to zero for free metal ions of essential metals such as Cu and Zn [69]. The excessive presence of metal ions can lead to competitive inhibition, saturation or inactivation of metal binding proteins whereas excessive production of reactive species may impair reactive oxygen/nitrogen species (ROS/RNS) signalling, cause untargeted oxidative lesions, and possibly increase the turnover of specific molecules such as MTs [34], [82]–[84].

Divalent Cu ions can enter the cells through CTR and proton-coupled DCT (high-affinity copper transporters and low-affinity divalent cation transporters, respectively) or by exploiting epithelial Na channels (ENaC). In the ascidian *A. sydneiensis* samea, a DCT-like membrane transporter has been reported to mediate vanadium accumulation at exceptional levels in the vacuoles of the signet ring cells, a specific haemocyte subpopulation [85]. ENaC mediates the apical ion entry in kidney tubules and is tightly regulated in humans [86] whereas in the cnidarian *H. magnipapillata* a similar protein channel, directly gated by *Hydra* neuropeptides, surprisingly displayed high Ca ion permeability [87]. Cadmium, and Hg likewise, can enter the cells via substitutive binding to voltage-dependent Ca channels, zinc/iron-regulated transporters (Z/I-RT), Cu transporters, or by receptor-mediated endocytosis via DCT and transferrin systems [69], [88]. Moreover, ATP-dependent uptake of methyl Hg/cysteine complexes can occur via neutral amino acid transporters such as ASCT2 by molecular mimicry of methionine [34].

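The taurine transporter, which imports this osmolyte, had log2 ratios of 0.80 ± 0.21 (SD, n = 3 mussels) at 100 nM and 0.78 ± 0.19 at 200 nM (SE 0.24, adjusted p = 0.312 and 0.104 from limma). The membrane magnesium transporter MMgT1 had 0.41 ± 0.07 and 0.37 ± 0.30 (SE 0.15, adjusted p = 0.427 and 0.226). Epsin 1 (EPN1), an adaptor of endocytosis, had 0.36 ± 0.33 and 0.51 ± 0.14 (SE 0.16, adjusted p = 0.513 and 0.102). None passed over the 1920 probes, while the taurine transporter passed at both doses with 50 nM replicate 3 turned (adjusted p = 0.0404 and 0.0169). Each ratio was larger than the spread between mussels, which is weak evidence with n = 3.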

In the gills of mussels exposed to the highest metal doses, a membrane magnesium transporter (MMgT1) and a taurine transporter were significantly over-expressed, likewise an epsin 1-related transcript (EPN1) at the 200 nM metal dose. Epsins are adaptor molecules involved in both transporter/receptor endocytosis and intracellular signalling whereas distinct epsin-like proteins participate in the trans-Golgi network/endosomes transport [89]. Regarding the intracellular metal trafficking, Cu ions for instance can be passed to chaperones which escort them into the Golgi (ATOX1, P-type ATPases), to apo-SOD1 (CCS) or to the mitochondria. In the latter case, Cu^+^ can be incorporated into the cytochrome c oxidase (COX). Transcripts denoting COX and cytochrome b were mostly down-regulated in the gills of the treated mussels, and suggest impaired functioning of the respiratory chain. 

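At 200 nM, subunits I and II of cytochrome c oxidase, which passes electrons to oxygen, had log2 ratios of -0.40 ± 0.15 and -0.51 ± 0.27 for the 2 subunit I probes and -0.56 ± 0.28 for subunit II (SD, n = 3 mussels, adjusted p = 0.307, 0.130 and 0.114 from limma). Subunit III had 0.50 ± 0.34, -0.26 ± 0.51 and -0.10 ± 0.24 on 3 probes and subunit IV -0.44 ± 0.45. The 3 probes of cytochrome b had -0.57 ± 0.45, -0.36 ± 0.14 and -0.11 ± 0.10, and cytochrome c had 0.32 ± 0.23. None of these 11 passed, and 9 lay below 0. Of 18 probes of the mitochondrial genome, 1 fell at 200 nM, and 2 when adjusted over the list alone. The set, with a median of -0.30, was lower (camera, adjusted p = 0.0248). That call was lost without 200 nM replicate 3 (adjusted p = 0.0627) and with an estimated correlation (adjusted p = 0.309).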

Inserted in metalloprotein complexes, Cu^+^ can be released from the basolateral membrane via trans-Golgi network by Cu/Cl symporters, Cu^+^ATPase and exocytosis or, instead, be moved forward the endoplasmic reticulum [69], [90]. The trafficking between these membranous cell compartments is regulated by Rab members of the small GTPase superfamily, and by components of Sec complexes which translocate proteins across and within the endoplasmic reticulum. In addition to SEC 61 and 63, mussel transcripts similar to RAB 6 were significantly up-regulated at the 200 nM metal dose.

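RAB6, a GTPase of transport through the Golgi, had a log2 ratio of 0.52 ± 0.18 (SD, n = 3 mussels) at 200 nM and did not pass (SE 0.15, adjusted p = 0.0831 from limma). At 100 nM it had 0.24 ± 0.09. RAB27, a GTPase of secretion, had 0.08 ± 0.22 at 200 nM (adjusted p = 0.872). Of the 10 transport probes named in the paper, 8 lay above 0 at 200 nM and none passed. RAB6, SEC63 and the taurine transporter did with 50 nM replicate 3 turned (adjusted p = 0.0367, 0.0297 and 0.0169).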

Even weakly genotoxic metals such as Cd can indirectly contribute to oxidative cell stress by displacing Fe and Cu ions from ferritin and other proteins whereas metal-induced disruption of interconnected signalling cascades largely depend on to the displacement of Ca ions from calmodulin, membrane Ca^++^-ATPase and protein kinases centrally involved in the regulation of cell cycle, survival responses and also carcinogenesis [33], [81]. Cadmium can displace Zn from MTs or mimic Zn in the active sites of enzymes (e.g. metallo-proteinases, lyases, dehydrogenases, SOD) and, therefore, impair the catalytic, inhibitory, or accessory Zn functions in kinases/phosphatases and zinc-finger proteins [84]. *In vitro* incubation of mussel haemocytes with divalent Hg and Cu ions (50 µM) rapidly increased the cytosolic Ca levels and caused lysosomal membrane destabilization via activation of Ca(2+)-dependent phospholipase A2 (cPLA2) [91]. Different dose range and exposure conditions or potential antagonist effects among the tested metals may explain why the mussel probe related to cPLA2 (Myt01-014H05) was not significantly modulated in the gills of mussels exposed to the metal mixture.

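The cPLA2 probe (Myt01-014H05), for an enzyme that frees fatty acids from membranes when calcium rises, had log2 ratios of 0.52 ± 0.24 (SD, n = 3 mussels) at 50 nM, 0.02 ± 0.08 at 100 nM and 0.00 ± 0.28 at 200 nM. It did not pass at any dose (adjusted p = 0.992, 0.981 and 0.991 from limma). All 3 mussels lay above 0 at 50 nM. With 50 nM replicate 3 turned that ratio was 0.33. In simulated data at this spread, 200 probes were changed at 200 nM. There limma found 95.3% of changes of log2 1 and 36.8% of changes of log2 0.5. In the data, 14 probes had a mean beyond log2 1 at 100 nM and none passed. The simulated shares therefore do not tell how large a change of this probe would have been missed.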

According to the Fenton reaction, any excessive availability of Fe and Cu ions generates hydroxyl radicals (^•^OH) and secondary reactive species which amplify the oxidative damage to lipids, carbohydrates, proteins, nucleic acids and possibly trigger the so called nitrosative stress [92]–[93]. For instance, the reaction of the superoxide radical (O_2_^•−^) with nitric oxide (NO^•^) produces the short-lived oxidant peroxynitrite anion (ONOO^−^). Inside the nucleus, oxidative lesions and DNA strand breaks increase the probability of mutagenic effects [94]. Typical lipid peroxidation products such as malondialdehyde and 4-hydroxy-2-nonenal have also been associated to the formation of DNA adducts, mutations and degenerative diseases [95]. Antioxidant enzymes (SOD, catalases, glutathion peroxidases and reductases), radical scavengers (e.g. glutathion, melatonin) and physiological metal ligands mentioned above represent the main defence line against the metal-induced ROS/RNS. Actually, the genes mostly up-regulated in the gill of the treated mussels (protein chaperones, MT isoforms and GST, among others) and increased DNA damage levels support the evidence of metal-induced oxidative stress. 

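Of the 103 probes named in the paper, 8 rose and 5 fell at 200 nM. The 8 were 4 of 8 heat shock probes, with small HSP24.1, HSP70 and 2 of HSP90, then SQSTM1, FK506-binding protein, proteasome alpha type 2 and Myt01-014C10. The 5 were calmodulin, INO80, MgC1q89, MSMB and Myt01-016D12. None of the 4 probes for metal binding and detoxification passed, at a median log2 ratio of 1.28, and none of the named probes passed at 50 or 100 nM. Calls depend on 50 nM replicate 3: with its sign turned MT10B, GSTpi1 and ferritin passed at 200 nM (adjusted p = 0.0237, 0.00726 and 0.0220), and SQSTM1 at 50 and 100 nM (adjusted p = 0.0126 and 0.00120). That mussel was turned because of its opposite ratios, so these passes decide nothing. The median over the heat shock probes was 0.40 at 50 nM, 0.62 at 100 nM and 1.26 at 200 nM. All 8 means lay above 0 at each dose.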

Though not investigated in this study, somatic mutations possibly resulting from misreplication and misrepair at diffused lesion sites are expected to reduce the efficiency of the body processes and reproductive capacity, and might also impact subsequent generations.

### Conclusions

The present study has essentially described early transcriptional changes induced *in vivo* in the mussel gills by a reference combination of toxic and genotoxic metals, namely Cd, Cu and Hg, delivered as water-soluble metal salts at equal nanomolar concentration. We anchored the interpretation of the gene expression profiles to the occurrence of DNA damage measured in the same gill samples in parallel, and added some confirmatory elemental metal analyses. The whole results substantiate previous findings and point to a large number of mussel gene functions whose identity and functional characterization requires future investigation. In perspective, the study of combined metal toxicity and toxicity thresholds could be extended by pointing to the most promising candidate markers, especially those bridging different aspects of the cell and organism response to common pollutants, and to the understanding of synergistic or antagonistic effects of single mixture components.

### Expression Data and Supporting Information

The raw MytArray expression data described above are deposited at the www.ncbi.nlm.nih.gov/geo repository (series GSE41218).

## Supporting Information

Figure S1 **Hierarchical clustering of the normalized fluorescence data referred to three mussels per treatment dose (Pearson correlation).** Twin datasets (e.g. 6A and 6B) derive from the hybridization of the same sample, e.g. gill RNA processed from mussel number six, with dye reversal on Mytarray 1.0.
(TIF)

Figure S2 **Unsupervised hierarchical clustering and relative expression trends of unknown genes differentially expressed in the mussel gills at least in one treatment dose (extension of** **Figure 4** **, identity codes refers to the MytArray probes).**
(TIF)

Table S1 **Individual frequency of gill cells with MN or NA in offshore mussels collected in late spring (A) and marketed mussels collected in winter (B) following 48 h exposure to 0–200 nM doses of combined metals.** Mean (N = 5) and standard deviation per dose point are reported in bold (* and *** indicate significant increases at p<0.05 and 0.001 compared to the control mussels).
(PDF)

Table S2 **Expression values of genes differentially expressed in the gills of individual mussels treated with the 50 nM metal dose (SAM, One class).** Identity codes, best sequence similarity, assigned functional category, relative expression values (log2 test/reference ratio) and inter-individual medians are reported.
(PDF)

Table S3 **Expression values of genes differentially expressed in the gills of individual mussels exposed to the 100 nM metal dose (SAM, One class).** Identity codes, best sequence similarity, assigned functional category, relative expression values (log2 test/reference ratio) and interindividual medians are reported.
(PDF)

Table S4 **Expression values of genes differentially expressed in the gills of individual mussels exposed to the 200 nM metal dose (SAM, One class).** Identity codes, best sequence similarity, assigned functional category, relative expression values (log2 test/reference ratio) and interindividual medians are reported.
(PDF)

Table S5 **Identity and expression values of genes differentially expressed in the gills of individual mussels exposed to the combined metals (genes in common between doses, extracted from Tables S2, S3, S4).**
(PDF)

Table S6 **Relative quantification values (RQ) of selected mussel transcripts significantly modulated after exposure to the combined metals.** Pooled gill RNAs from both treated and control mussels were tested in triplicate according to the 2−ΔΔCt method and considering 18S rRNA as endogenous control gene.
(PDF)

# Supplementary material for: DNA Damage and Transcriptional Changes in the Gills of Mytilus galloprovincialis Exposed to Nanomolar Doses of Combined Metal Salts (Cd, Cu, Hg)
**Source:** PLoS One. 2013 Jan 23;8(1):e54602. doi: 10.1371/journal.pone.0054602
**Supplement:** Table S1 — Individual frequency of gill cells with MN or NA in offshore mussels collected in late spring (A) and marketed mussels collected in winter (B) following 48 h exposure to 0–200 nM doses of combined metals. Mean (N = 5) and standard deviation per dose point are reported in bold (* and *** indicate significant increases at p<0.05 and 0.001 compared to the control mussels).

Table S1. Individual frequency of gill cells with MN or NA in offshore mussels collected in late spring (A) and marked mussels collected in winter (B) following 48 h exposure to 0-200 nM doses of combined metals.

**A**				**B**			
Dose	Mussel No.	% frequency of		Dose	Mussel No.	% frequency of	
		MN	NA			MN	NA
0 nM	1	3.29	4.19	0 nM	21	0.94	2.83
	2	2.21	7.36		22	0.94	2.83
	3	2.65	7.37		23	0.98	0.98
	4	1.02	6.44		24	0.72	2.15
	5	0.34	7.38		25	0.45	1.59
		**1.90 ± 1.21**	**6.55 ± 1.38**			**0.81 ± 0.22**	**2.08 ± 0.80**
50 nM	6	2.99	1.20	50 nM	26	1.13	4.91
	7	2.81	10.67		27	1.52	5.32
	8	2.79	18.74		28	2.67	4.13
	9	3.39	14.81		29	1.95	6.51
	10	3.90	7.02		30	3.14	6.77
		*3.18 ± 0.47	***10.49 ± 6.80			***2.08 ± 0.82	***5.53 ± 1.10
100 nM	11	5.56	12.32	100 nM	31	3.27	7.54
	12	7.22	11.28		32	1.71	10.02
	13	8.31	7.00		33	2.02	9.19
	14	2.21	8.49		34	2.93	8.56
	15	4.49	14.36		35	2.68	8.75
		***5.56 ± 2.38	***10.69 ± 2.95			***2.52 ± 0.64	***8.813 ± 0.91
200 nM	16	5.76	7.82	200 nM	36	3.52	6.81
	17	4.88	10.20		37	2.53	10.37
	18	11.73	21.32		38	3.08	5.50
	19	5.98	9.96		39	2.96	5.18
	20	9.30	27.29		40	2.14	6.41
		***7.53 ± 2.89	***15.32 ± 8.52			***2.85 ± 0.53	***6.86 ± 2.07

Mean (N=5) and standard deviation per dose point are reported in bold (* and *** indicate significant increases at $p < 0.05$ and 0.001 compared to the control mussels).

# Supplementary material for: DNA Damage and Transcriptional Changes in the Gills of Mytilus galloprovincialis Exposed to Nanomolar Doses of Combined Metal Salts (Cd, Cu, Hg)
**Source:** PLoS One. 2013 Jan 23;8(1):e54602. doi: 10.1371/journal.pone.0054602
**Supplement:** Table S2 — Expression values of genes differentially expressed in the gills of individual mussels treated with the 50 nM metal dose (SAM, One class). Identity codes, best sequence similarity, assigned functional category, relative expression values (log2 test/reference ratio) and inter-individual medians are reported.

Table S2. Expression values of genes differentially expressed in the gills of individual mussels treated with the 50 nM metal dose (SAM, One Class).
Identity codes, best sequence similarity, assigned functional category, relative expression values (log2 test/reference ratio) and inter-individual medians are reported.

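Table S2 gives for each of its probes the log2 test/reference ratio of the 3 mussels and their median, as normalized by the authors. For the 27 probes, which include HSP90, small HSP24.1 and eIF5A, the medians from the scanner files had the same sign in every case. Across these probes they correlated with the table's at 0.944 and had a slope of 1.23 on them. Of the 27, 15 had an unadjusted p under 0.05 from limma and none passed after adjustment.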

Mytarray 1.0 ID	Mytibase ID	Description	Functional category	Expression value (log2)				Fold change
				Mussel number:				
Over-expressed				6	7	8	Median	
Myt01-003A09	MGC01531	without similarity		0.65	0.71	-0.12	0.65	1.57
Myt01-016G09	MGC00670	heat shock protein 90 [Mytilus galloprovincialis]	protein folding, turnover & degradation	0.64	0.51	0.03	0.51	1.42
Myt01-011G05	MGC00301	small heat shock protein 24.1 [Mytilus galloprovincialis]	protein folding, turnover & degradation	0.78	0.05	0.50	0.50	1.42
Myt01-003C09	MGC00100	eukaryotic translation initiation factor 5A [Branchiostoma belcheri]	translation	0.50	0.53	0.00	0.50	1.42
Myt01-005D09	MGC01749	poly(A)-binding protein [Spisula solidissima]	translation	0.44	0.60	0.16	0.44	1.35
Myt01-015D04	MGC00261	hypothetical protein BRAFLDRAFT_100988 [Branchiostoma floridae]		0.26	0.42	2.76	0.42	1.34
Myt01-003F04	MGC01593	without similarity		0.41	0.71	0.04	0.41	1.33
Myt01-018G09	MGC03464	GTP-binding protein 4 [Xenopus tropicalis]	signal transduction	0.39	0.47	0.03	0.39	1.31
Myt01-014G05	MGC00222	C1q domain containing protein MgC1q98 [Mytilus galloprovincialis]	immunity & inflammation	0.39	0.15	0.46	0.39	1.31
Myt01-012B09	MGC02565	without similarity		0.37	0.57	0.09	0.37	1.29
Myt01-005H12	MGC00440	hypothetical protein CHLREDRAFT_181491 [Chlamydomonas reinhardtii]		0.93	-0.02	0.32	0.32	1.25
Myt01-003C01	MGC01553	without similarity		0.10	0.41	0.27	0.27	1.21
Myt01-008C07	MGC01455	elongation factor 2b [Drosophila melanogaster]	translation	0.27	0.79	0.08	0.27	1.20
Myt01-014B02	MGC02829	without similarity		0.21	0.34	0.26	0.26	1.20
Myt01-012D05	MGC02603	without similarity		0.53	0.24	0.18	0.24	1.18
Myt01-012B10	MGC02567	BAT2 domain containing 1-like [Saccoglossus kowalevskii]	cell cycle & apoptosis	0.41	0.21	0.21	0.21	1.16
Myt01-011G08	MGC02503	without similarity		0.13	0.19	0.42	0.19	1.14
Myt01-014D10	MGC01476	precollagen-P [Mytilus galloprovincialis]	cell adhesion & extracellular matrix	0.37	0.17	0.06	0.17	1.13
Under-expressed								
Myt01-015C02	MGC01307	alpha tubulin [Pinctada fucata]	cell motility & intracellular trafficking	-0.51	-0.10	-0.15	-0.15	1.11
Myt01-019B05	MGC10007	NADH dehydrogenase subunit 1 [Mytilus edulis]	metabolism & ion homeostasis	-0.19	-0.19	-0.54	-0.19	1.14
Myt01-010A03	MGC10011	cytochrome b [Mytilus galloprovincialis]	metabolism & ion homeostasis	-0.40	-0.23	-0.24	-0.24	1.18
Myt01-002D03	MGC01471	histone H3, partial [Reishia clavigera]	replication& transcription	-0.21	-0.26	-0.24	-0.24	1.18
Myt01-001C01	MGC01352	without similarity		-0.83	-0.25	-0.03	-0.25	1.19
Myt01-009H08	MGC00918	GalNAc/Gal-specific lectin [Crenomytilus grayanus]	signal transduction	-0.28	-0.31	-0.61	-0.31	1.24
Myt01-011C05	MGC10000	cytochrome b [Mytilus galloprovincialis]	metabolism & ion homeostasis	-0.23	-0.38	-0.45	-0.38	1.30
Myt01-016G10	MGC03163	without similarity		-0.46	-0.20	-0.59	-0.46	1.38
Myt01-015B09	MGC02960	incilarin A [Haliotis discus discus]	signal transduction	-0.67	-0.15	-0.86	-0.67	1.59

# Supplementary material for: DNA Damage and Transcriptional Changes in the Gills of Mytilus galloprovincialis Exposed to Nanomolar Doses of Combined Metal Salts (Cd, Cu, Hg)
**Source:** PLoS One. 2013 Jan 23;8(1):e54602. doi: 10.1371/journal.pone.0054602
**Supplement:** Table S3 — Expression values of genes differentially expressed in the gills of individual mussels exposed to the 100 nM metal dose (SAM, One class). Identity codes, best sequence similarity, assigned functional category, relative expression values (log2 test/reference ratio) and interindividual medians are reported.

Table S3. Expression values of genes differentially expressed in the gills of individual mussels treated with the 100 nM metal dose (SAM, One Class).

Identity codes, best sequence similarity, assigned functional category, relative expression values (log2 test/reference ratio) and inter-individual medians are reported.

Mytarray 1.0 ID	Mytibase ID	Description	Funtional category	Expression value (log2)				Fold change
				Mussel number:				
Over-expressed				11	12	13	Median	
Myt01-007D04	MGC00749	sequestosome-1 [Harpegnathos saltator]	protein folding, turnover & degradation	2.65	4.15	3.20	3.20	9.20
Myt01-012A04	MGC02534	FK506-binding protein [Suberites domuncula]	protein folding, turnover & degradation	1.24	1.08	0.88	1.08	2.12
Myt01-014C10	MGC02858	without similarity		0.50	1.20	1.06	1.06	2.09
Myt01-010C12	MGC02297	glutathione S-transferase GSTpi1 [Mytilus galloprovincialis]	metabolism & ion homeostasis	0.04	1.05	1.14	1.05	2.07
Myt01-013C12	MGC02733	small heat shock protein 24.1 [Mytilus galloprovincialis]	protein folding, turnover & degradation	-0.01	1.33	1.00	1.00	2.00
Myt01-005F03	MGC02733	without similarity		0.53	1.06	0.94	0.94	1.92
Myt01-011G05	MGC00301	small heat shock protein 24.1 [Mytilus galloprovincialis]	protein folding, turnover & degradation	0.06	1.04	0.90	0.90	1.87
Myt01-011H08	MGC02331	precollagen-D [Mytilus galloprovincialis]	cell adhesion & extracellular matrix	-0.01	0.85	1.10	0.85	1.80
Myt01-014B11	MGC01310	heat shock protein 70 [Mytilus galloprovincialis]	protein folding, turnover & degradation	1.10	0.85	0.74	0.85	1.80
Myt01-011E01	MGC02468	without similarity		0.62	0.76	0.97	0.76	1.69
Myt01-016C08	MGC01659	metallothionein-10B [Mytilus galloprovincialis]	metabolism & ion homeostasis	-0.04	0.88	0.74	0.74	1.67
Myt01-012F06	MGC02640	taurine transporter [Mytilus galloprovincialis]	signal transduction	0.73	0.75	0.52	0.73	1.66
Myt01-003C09	MGC00100	eukaryotic translation initiation factor 5A [Branchiostoma belcheri]	translation	0.72	0.42	0.86	0.72	1.65
Myt01-003E08	MGC01515	small nuclear ribonucleoprotein polypeptide G protein [Crassostrea ariakensis]	translation	0.66	0.74	0.42	0.66	1.58
Myt01-016G09	MGC00670	heat shock protein 90 [Mytilus galloprovincialis]	protein folding, turnover & degradation	-0.09	0.61	0.85	0.61	1.53
Myt01-002B06	MGC00093	without similarity		0.61	0.69	0.30	0.61	1.52
Myt01-001E02	MGC01380	without similarity		0.84	0.04	0.58	0.58	1.50
Myt01-003G03	MGC01604	26S proteasome non-ATPase regulatory subunit 1 [Camponotus floridanus]	protein folding, turnover & degradation	0.59	0.08	0.56	0.56	1.47
Myt01-001H12	MGC01429	ADP-ribosylation factor 2, isoform CRA_b [Mus musculus]	signal transduction	0.07	1.27	0.52	0.52	1.43
Myt01-017B08	MGC03195	without similarity		0.51	0.62	0.41	0.51	1.42
Myt01-011G07	MGC00126	without similarity		0.74	0.11	0.50	0.50	1.41
Myt01-015E03	MGC03027	without similarity		0.39	0.48	0.48	0.48	1.39
Myt01-010B03	MGC02267	heat shock cognate 70 [Mytilus galloprovincialis]	protein folding, turnover & degradation	0.27	0.95	0.47	0.47	1.39
Myt01-009C06	MGC02152	without similarity		0.53	0.21	0.47	0.47	1.38
Myt01-002A11	MGC01439	small nuclear ribonucleoprotein associated protein B [Mustela putorius furo]	translation	0.31	0.58	0.46	0.46	1.37
Myt01-011B06	MGC02420	precollagen-P mRNA, complete cds [Mytilus galloprovincialis]	cell adhesion & extracellular matrix	-0.02	0.45	0.99	0.45	1.37
Myt01-018H05	MGC01435	ribosomal protein S12 [Pinctada maxima]	translation	0.59	0.11	0.44	0.44	1.36
Myt01-017B01	MGC03187	selenide, water dikinase [Harpegnathos saltator]	metabolism & ion homeostasis	0.44	0.52	0.34	0.44	1.36
Myt01-014B07	MGC02839	without similarity		0.29	0.70	0.44	0.44	1.35
Myt01-014B06	MGC02837	chaperonin subunit 7 [Epinephelus coioides]	protein folding, turnover & degradation	0.43	0.51	0.40	0.43	1.35
Myt01-018F02	MGC01507	ribosomal protein S27E [Mytilus galloprovincialis]	translation	0.42	0.35	0.46	0.42	1.34
Myt01-012B08	MGC02496	ribosomal protein L41 [Mus musculus]	translation	0.76	0.19	0.41	0.41	1.33
Myt01-016B01	MGC00162	structure-specific recognition protein and HMG box [Caenorhabditis elegans]		0.23	0.39	0.39	0.39	1.31
Myt01-008B04	MGC02006	precollagen-NG mRNA, complete cds [Mytilus galloprovincialis]	cell adhesion & extracellular matrix	0.00	0.39	0.73	0.39	1.31
Myt01-007D02	MGC07760	proteasome non-ATPase regulatory subunit, partial [Schistocerca gregaria]	protein folding, turnover & degradation	0.36	0.42	0.38	0.38	1.31
Myt01-002C12	MGC01468	membrane magnesium transporter 1 precursor [Danio rerio]	signal transduction	0.22	0.43	0.37	0.37	1.30
Myt01-018G03	MGC03456	eukaryotic translation initiation factor 3, subunit B [Xenopus tropicalis]	translation	0.39	0.37	0.31	0.37	1.29

Myt01-004F11	MGC01693	without similarity		0.18	0.38	0.35	0.35	1.27
Myt01-008E03	MGC02063	without similarity		0.40	0.35	0.26	0.35	1.27
Myt01-017C08	MGC09187	without similarity		0.39	0.34	0.21	0.34	1.27
Myt01-003A09	MGC01531	without similarity		0.24	0.42	0.33	0.33	1.25
Myt01-007E03	MGC01901	PAN2 poly specific ribonuclease subunit-like protein [Mustela putorius furo]	replication, transcription & repair	0.32	0.37	0.23	0.32	1.25
Myt01-011H03	MGC02517	c-24(28) sterol reductase [Aspergillus fumigatus Af293]	metabolism & ion homeostasis	0.32	0.17	0.37	0.32	1.24
Myt01-018E06	MGC03417	without similarity		0.31	0.23	0.39	0.31	1.24
Myt01-015F10	MGC00476	cold shock domain protein [Chlamys farreri]	replication, transcription & repair	0.31	0.54	0.08	0.31	1.24
Myt01-005G07	MGC01775	uncharacterized protein LOC100869204 isoform 2 [Apis florea]		0.07	0.30	0.49	0.30	1.24
Myt01-011A01	MGC02390	without similarity		0.36	0.10	0.29	0.29	1.23
Myt01-017C03	MGC00105	without similarity		0.26	0.40	0.28	0.28	1.22
Myt01-010G09	MGC02371	without similarity		0.28	0.18	0.37	0.28	1.21
Myt01-017H04	MGC02446	small nuclear ribonucleoprotein Sm D1-like [Nasonia vitripennis]	translation	0.27	0.18	0.30	0.27	1.21
Myt01-002G11	MGC01510	without similarity		0.55	0.21	0.27	0.27	1.21
Myt01-012F11	MGC01731	elongation factor 1 gamma, putative [Ixodes scapularis]	translation	0.27	0.30	0.16	0.27	1.21
Myt01-010H10	MGC02388	without similarity		0.26	0.27	0.41	0.27	1.20
Myt01-011C01	MGC02429	high mobility group protein D [Glossina morsitans morsitans]		0.23	0.62	0.26	0.26	1.20
Myt01-011C02	MGC02430	p8 nuclear protein [Ixodes scapularis]	replication, transcription & repair	0.10	0.42	0.26	0.26	1.20
Myt01-015A05	MGC00706	ribosomal protein S26 [Lepidochitona cinerea]	translation	0.37	0.26	0.17	0.26	1.20
Myt01-002G09	MGC01508	without similarity		0.56	0.26	0.23	0.26	1.20
Myt01-017B11	MGC00983	defender against apoptotic cell death 1 [Argopecten irradians]	cell cycle & apoptosis	0.24	0.26	0.44	0.26	1.20
Myt01-007H10	MGC01969	receptor for activated C-kinase [Pinctada fucata]	signal transduction	0.66	0.25	0.20	0.25	1.19
Myt01-018E09	MGC03425	THO complex subunit 5 homolog B [Xenopus laevis]	replication, transcription & repair	0.25	0.24	0.24	0.24	1.18
Myt01-007G05	MGC01939	without similarity		0.58	0.23	0.15	0.23	1.18
Myt01-007H02	MGC00848	proteasome subunit beta type-5-like [Strongylocentrotus purpuratus]	protein folding, turnover & degradation	0.47	0.23	0.16	0.23	1.17
Myt01-006H09	MGC04493	fascin [Haliotis diversicolor]	cell motility & intracellular trafficking	0.23	0.29	0.15	0.23	1.17
Myt01-001D03	MGC04135	ribosomal protein S26 [Ornithodoros parkeri]	translation	0.31	0.22	0.13	0.22	1.16
Myt01-001D01	MGC01366	without similarity		0.38	0.15	0.22	0.22	1.16
Myt01-001H07	MGC01424	without similarity		0.47	0.22	0.19	0.22	1.16
Myt01-012G04	MGC02654	microsomal glutathione S-transferase 3 [Pinctada martensi]	metabolism & ion homeostasis	0.13	0.62	0.22	0.22	1.16
Myt01-018E05	MGC03415	without similarity		0.16	0.21	0.47	0.21	1.16
Myt01-014G01	MGC02914	ribosomal protein rps27 [Arenicola marina]	translation	0.17	0.41	0.19	0.19	1.14
Myt01-009B08	MGC00336	hypothetical protein BRAFLDRAFT_74514 [Branchiostoma floridae]		0.35	0.16	0.18	0.18	1.13
Myt01-001D10	MGC01376	C-type lectin 5 [Chlamys farreri]	signal transduction	0.14	0.73	0.18	0.18	1.13
Myt01-016F03	MGC03147	cytochrome oxidase subunit 3 [Mytilus galloprovincialis]	metabolism & ion homeostasis	0.28	0.17	0.18	0.18	1.13
Myt01-004C05	MGC02203	alpha-2 macroglobulin family protein VIP [Homo sapiens]	protein folding, turnover & degradation	0.16	0.18	0.33	0.18	1.13
Myt01-006F10	MGC01826	without similarity		0.93	0.06	0.17	0.17	1.13
Myt01-010E12	MGC02332	without similarity		0.16	0.79	0.10	0.16	1.12
**Under-expressed**								
Myt01-017F04	MGC01209	ribosomal protein S24; MRP S24 [Mus musculus]	translation	-0.14	-0.14	-0.54	-0.14	1.10
Myt01-012G09	MGC02660	vacuolar protein sorting 26 homolog B-like [Saccoglossus kowalevskii]	cell motility & intracellular trafficking	-0.16	-0.11	-0.37	-0.16	1.12
Myt01-016C09	MGC00117	beta-microseminoprotein [Xenopus (Silurana) tropicalis]	immunity & inflammation	-0.16	-0.18	-0.50	-0.18	1.14
Myt01-015F12	MGC01896	without similarity		-0.17	-0.19	-0.47	-0.19	1.14

Myt01-013H06	MGC00358	without similarity		-0.39	-0.21	-0.20	-0.21	1.16
Myt01-006H01	MGC01796	40S ribosomal protein RPS14 [Novocrania anomala]	translation	-0.18	-0.61	-0.22	-0.22	1.16
Myt01-006A07	MGC03983	peptidylprolyl isomerase protein, cyclophilin [Crassostrea gigas]	protein folding, turnover & degradation	-0.68	-0.07	-0.22	-0.22	1.16
Myt01-001A04	MGC01325	PACRG, partial [Xenopus laevis]	protein folding, turnover & degradation	-0.15	-0.22	-0.45	-0.22	1.16
Myt01-015A11	MGC00019	6-phosphogluconolactonase-like [Strongylocentrotus purpuratus]	metabolism & ion homeostasis	-0.22	-0.42	-0.17	-0.22	1.16
Myt01-014D10	MGC01476	precollagen-P [Mytilus galloprovincialis]	cell adhesion & extracellular matrix	-0.73	-0.09	-0.22	-0.22	1.17
Myt01-015H10	MGC03114	C1q domain containing protein MgC1q89 [Mytilus galloprovincialis]	immunity & inflammation	-0.23	-0.08	-0.52	-0.23	1.17
Myt01-015G01	MGC03065	ubiquitin [Artemia franciscana]	protein folding, turnover & degradation	-0.59	-0.03	-0.24	-0.24	1.18
Myt01-016A08	MGC00131	zona pellucida domain protein D [Haliotis rufescens]	development & reproduction	-0.13	-0.24	-0.59	-0.24	1.18
Myt01-006A03	MGC01810	without similarity		-0.24	-0.16	-0.44	-0.24	1.18
Myt01-009F04	MGC01541	ribosomal protein l17 [Haliotis discus discus]	translation	-0.45	-0.11	-0.24	-0.24	1.18
Myt01-018H06	MGC03479	multiple C2 and transmembrane domain-containing protein 1-like [Strongylocentrotus purpuratus]		-0.16	-0.24	-0.51	-0.24	1.18
Myt01-015B05	MGC02494	without similarity		-0.25	-0.18	-0.66	-0.25	1.19
Myt01-010D02	MGC02053	hypothetical protein BRAFLDRAFT_67696 [Branchiostoma floridae]		-0.25	-0.22	-0.53	-0.25	1.19
Myt01-006G12	MGC01838	without similarity		-0.10	-0.26	-0.37	-0.26	1.20
Myt01-016C12	MGC00089	without similarity		-0.07	-0.27	-0.43	-0.27	1.21
Myt01-013B09	MGC00050	selenium-binding protein [Chlamys farreri]	metabolism & ion homeostasis	-0.32	-0.18	-0.28	-0.28	1.21
Myt01-011B08	MGC01829	paramyosin, complete cds [Mytilus galloprovincialis]	cell motility & intracellular trafficking	-0.15	-0.28	-0.38	-0.28	1.21
Myt01-011G08	MGC02503	without similarity		-0.68	-0.28	-0.01	-0.28	1.22
Myt01-006A06	MGC00023	without similarity		-0.60	-0.19	-0.30	-0.30	1.23
Myt01-018G11	MGC00860	Integumentary mucin C.1 (FIM-C.1) [Xenopus laevis]	cell adhesion & extracellular matrix	-0.30	-0.24	-0.34	-0.30	1.23
Myt01-006E12	MGC04318	predicted protein-like [Saccoglossus kowalevskii]		-0.16	-0.30	-0.34	-0.30	1.23
Myt01-001G04	MGC01408	arginine kinase [Sepiella maindroni]	metabolism & ion homeostasis	-0.31	-0.26	-0.46	-0.31	1.24
Myt01-016C11	MGC03129	without similarity		-0.32	-0.30	-0.64	-0.32	1.25
Myt01-016A12	MGC00159	without similarity		-0.10	-0.33	-0.35	-0.33	1.25
Myt01-017F02	MGC01802	collagen alpha-1(XII) chain-like [Anolis carolinensis]	cell adhesion & extracellular matrix	-0.33	-0.01	-0.67	-0.33	1.25
Myt01-017H10	MGC03327	without similarity		-0.33	-0.19	-0.45	-0.33	1.26
Myt01-003G05	MGC01606	universal stress protein MSMEG_3950 [Clonorchis sinensis]		-0.56	-0.27	-0.33	-0.33	1.26
Myt01-015G12	MGC02989	precollagen-D [Mytilus galloprovincialis]	cell adhesion & extracellular matrix	-0.34	-0.64	-0.04	-0.34	1.26
Myt01-010D11	MGC02596	without similarity		-0.35	-0.17	-0.34	-0.34	1.27
Myt01-014G05	MGC00222	C1q domain containing protein MgC1q98 [Mytilus galloprovincialis]	immunity & inflammation	-0.85	-0.10	-0.34	-0.34	1.27
Myt01-003G12	MGC01613	INO80 complex subunit C-like [Danio rerio]	replication, transcription & repair	-0.16	-0.34	-0.40	-0.34	1.27
Myt01-002E12	MGC01488	without similarity		-0.10	-0.35	-0.71	-0.35	1.27
Myt01-012A02	MGC02531	without similarity		-0.36	-0.26	-0.50	-0.36	1.28
Myt01-013G09	MGC02798	without similarity		-0.59	-0.36	-0.18	-0.36	1.28
Myt01-019B03	MGC10004	cytochrome c oxidase subunit III (mitochondrion) [Mytilus galloprovincialis]	metabolism & ion homeostasis	-0.47	-0.38	-0.15	-0.38	1.30
Myt01-011H07	MGC02521	axonemal dynein light chain p33 [Haliotis discus discus]	cell motility & intracellular trafficking	-0.38	-0.21	-0.59	-0.38	1.30
Myt01-004B07	MGC01642	without similarity		-0.12	-0.39	-0.46	-0.39	1.31
Myt01-002H11	MGC01523	without similarity		-0.39	-0.27	-0.81	-0.39	1.31
Myt01-012F09	MGC01399	without similarity		-0.56	-0.24	-0.40	-0.40	1.32
Myt01-007E02	MGC00455	without similarity		-0.47	-0.27	-0.40	-0.40	1.32
Myt01-019B08	MGC02110	Mitochondrial-ND6 [Mytilus galloprovincialis]	metabolism & ion homeostasis	-0.21	-0.88	-0.41	-0.41	1.32
Myt01-012G05	MGC00349	transcription factor containing NAC and TS-N domains, putative [I. scapularis]	replication, transcription & repair	-0.48	-0.33	-0.41	-0.41	1.33

Myt01-008E07	MGC00055	pleiotrophin-like protein [Patella caerulea]	signal transduction	-0.74	-0.02	-0.41	-0.41	1.33
Myt01-014E05	MGC02886	collagen pro alpha-chain [Haliotis discus]	cell adhesion & extracellular matrix	-0.25	-0.41	-0.42	-0.41	1.33
Myt01-014A03	MGC05861	hypothetical protein BRAFLDRAFT_270517 [Branchiostoma floridae]		-0.15	-0.46	-0.42	-0.42	1.34
Myt01-017B09	MGC03196	without similarity		-0.42	-0.08	-0.81	-0.42	1.34
Myt01-005B05	MGC00027	without similarity		-0.43	-0.46	-0.39	-0.43	1.34
Myt01-014E06	MGC02887	mytimacin-4 [Mytilus galloprovincialis]	immunity & inflammation	-0.09	-0.43	-0.52	-0.43	1.35
Myt01-009B04	MGC02140	without similarity		-0.02	-0.44	-0.60	-0.44	1.36
Myt01-011E07	MGC02476	stress-associated endoplasmic reticulum protein 2 [Homo sapiens]	protein folding, turnover & degradation	-0.45	-0.52	-0.38	-0.45	1.37
Myt01-007F09	MGC01920	DEAD (Asp-Glu-Ala-Asp) box polypeptide 17 [Taeniopygia guttata]	replication, transcription & repair	-0.94	-0.46	-0.33	-0.46	1.38
Myt01-011H01	MGC02512	C1q domain containing protein MgC1q47 [Mytilus galloprovincialis]	immunity & inflammation	-0.62	-0.10	-0.49	-0.49	1.40
Myt01-014B12	MGC01827	hypothetical protein BRAFLDRAFT_86469 [Branchiostoma floridae]		-0.50	-0.71	-0.20	-0.50	1.41
Myt01-014F09	MGC02906	CG10903-PA [Strongylocentrotus purpuratus]		-0.50	-0.39	-0.60	-0.50	1.41
Myt01-018G01	MGC00020	without similarity		-0.85	-0.50	0.00	-0.50	1.42
Myt01-010H11	MGC02389	without similarity		-0.47	-0.59	-0.51	-0.51	1.43
Myt01-009G02	MGC02210	histone deacetylation protein Rxt3 [Glomerella graminicola M1.001]	replication, transcription & repair	-0.64	-0.22	-0.51	-0.51	1.43
Myt01-015H01	MGC02998	without similarity		-0.74	-0.54	-0.38	-0.54	1.45
Myt01-015C02	MGC01307	alpha tubulin [Pinctada fucata]	cell motility & intracellular trafficking	-0.32	-0.55	-0.66	-0.55	1.46
Myt01-010B10	MGC02276	alpha 1 type XII collagen short isoform precursor [Homo sapiens]	cell adhesion & extracellular matrix	-0.59	-2.63	0.34	-0.59	1.50
Myt01-015H12	MGC00110	actin [Mizuhopecten yessoensis]	cell motility & intracellular trafficking	-0.57	-0.59	-0.77	-0.59	1.50
Myt01-006H12	MGC00243	alpha-tubulin, partial [Nodipecten subnodosus]	cell motility & intracellular trafficking	-0.75	-0.23	-0.59	-0.59	1.51
Myt01-001C01	MGC01352	without similarity		-1.19	-0.61	-0.21	-0.61	1.52
Myt01-016D09	MGC00176	alpha tubulin [Pectinaria gouldii]	cell motility & intracellular trafficking	-0.34	-0.61	-0.63	-0.61	1.53
Myt01-001E08	MGC01385	without similarity		-0.94	-0.39	-0.63	-0.63	1.54
Myt01-011E05	MGC02473	without similarity		-0.64	-0.58	-0.88	-0.64	1.56
Myt01-006A04	MGC02476	without similarity		-0.42	-0.64	-0.68	-0.64	1.56
Myt01-002H12	MGC01524	leucine--tRNA ligase, cytoplasmic-like [Strongylocentrotus purpuratus]	translation	-0.14	-0.75	-0.68	-0.68	1.60
Myt01-016D12	MGC00084	without similarity		-0.57	-0.75	-0.71	-0.71	1.63
Myt01-003D04	MGC01543	without similarity		0.07	-0.71	-1.03	-0.71	1.64
Myt01-002C11	MGC01465	without similarity		-0.74	-1.36	-0.76	-0.76	1.69
Myt01-013C05	MGC02449	nongradient byssal precursor [Mytilus edulis]	cell motility & intracellular trafficking	-0.23	-1.29	-0.79	-0.79	1.73
Myt01-011E03	MGC02470	without similarity		-0.80	-0.46	-0.83	-0.80	1.75
Myt01-011C11	MGC02439	Q/N-rich domain Prion like protein PQN-75 (pqn-75) [Caenorhabditis elegans]		-0.83	-0.65	-1.01	-0.83	1.78
Myt01-003E07	MGC00175	beta tubulin [Chlamys farreri]	cell motility & intracellular trafficking	-1.04	-0.71	-0.87	-0.87	1.82
Myt01-001C12	MGC01365	hypothetical protein BRAFLDRAFT_68569 [Branchiostoma floridae]		-1.05	-0.17	-0.92	-0.92	1.89
Myt01-005H11	MGC06190	without similarity		-1.06	-0.93	-0.92	-0.93	1.90
Myt01-018B03	MGC03362	without similarity		-1.65	-1.08	-0.58	-1.08	2.12
Myt01-013C10	MGC01399	without similarity		-1.74	-0.43	-1.42	-1.42	2.68
Myt01-007H08	MGC01966	inhibitor of apoptosis 1 [Gallus gallus]	cell cycle & apoptosis	-1.27	-1.71	-1.65	-1.65	3.14
Myt01-008B03	MGC02005	without similarity		-1.69	-0.88	-2.08	-1.69	3.23

# Supplementary material for: DNA Damage and Transcriptional Changes in the Gills of Mytilus galloprovincialis Exposed to Nanomolar Doses of Combined Metal Salts (Cd, Cu, Hg)
**Source:** PLoS One. 2013 Jan 23;8(1):e54602. doi: 10.1371/journal.pone.0054602
**Supplement:** Table S4 — Expression values of genes differentially expressed in the gills of individual mussels exposed to the 200 nM metal dose (SAM, One class). Identity codes, best sequence similarity, assigned functional category, relative expression values (log2 test/reference ratio) and interindividual medians are reported.

Table S4. Expression values of genes differentially expressed in the gills of individual mussels treated with the 200 nM metal dose (SAM, One Class).

Identity codes, best sequence similarity, assigned functional category, relative expression values (log2 test/reference ratio) and inter-individual medians are reported.

Mytarray 1.0 ID	Mytibase ID	Description	Funtional category	Expression value (log2)				Fold change
				Mussel number:				
Over-expressed				16	17	18	Median	
Myt01-007D04	MGC00749	sequestosome-1 [Harpegnathos saltator]	protein folding, turnover & degradation	5.19	4.28	3.77	4.28	19.49
Myt01-010C12	MGC02297	glutathione S-transferase GSTpi1 [Mytilus galloprovincialis]	metabolism & ion homeostasis	1.95	1.77	1.11	1.77	3.42
Myt01-016C08	MGC01659	metallothionein-10B [Mytilus galloprovincialis]	metabolism & ion homeostasis	2.19	0.77	1.75	1.75	3.35
Myt01-014C10	MGC02858	without similarity		1.19	1.73	1.81	1.73	3.31
Myt01-017B11	MGC00983	defender against apoptotic cell death 1 [Argopecten irradians]	cell cycle & apoptosis	1.51	0.74	1.46	1.46	2.76
Myt01-014B07	MGC02839	without similarity		1.35	1.38	0.30	1.35	2.55
Myt01-016G09	MGC00670	heat shock protein 90 [Mytilus galloprovincialis]	protein folding, turnover & degradation	1.28	1.28	1.19	1.28	2.42
Myt01-011G05	MGC00301	small heat shock protein 24.1 [Mytilus galloprovincialis]	protein folding, turnover & degradation	2.26	1.16	1.26	1.26	2.39
Myt01-014B11	MGC01310	heat shock protein 70 [Mytilus galloprovincialis]	protein folding, turnover & degradation	1.56	1.14	1.22	1.22	2.33
Myt01-004F11	MGC01693	without similarity		1.17	0.92	1.20	1.17	2.26
Myt01-015B09	MGC02960	incilarin A [Haliotis discus discus]	signal transduction	1.14	1.23	-0.20	1.14	2.20
Myt01-005F03	MGC01411	without similarity		1.81	1.11	0.89	1.11	2.17
Myt01-012D01	MGC00857	suppressor of cytokine signaling 2 [Haliotis discus discus]	signal transduction	1.42	0.52	1.09	1.09	2.13
Myt01-015D01	MGC00464	heat shock protein 90 [Mytilus galloprovincialis]	protein folding, turnover & degradation	1.47	1.08	0.97	1.08	2.12
Myt01-015F11	MGC03064	C1q domain containing protein MgC1q8 [Mytilus galloprovincialis]	immunity & inflammation	1.07	-0.19	1.16	1.07	2.10
Myt01-013C12	MGC02733	small heat shock protein 24.1 [Mytilus galloprovincialis]	protein folding, turnover & degradation	1.70	1.03	0.57	1.03	2.05
Myt01-012A04	MGC02534	FK506-binding protein [Suberites domuncula]	protein folding, turnover & degradation	1.03	1.01	0.90	1.01	2.01
Myt01-015F03	MGC03051	eukaryotic initiation factor 4A-II [Hydra magnipapillata]	replication, transcription & repair	0.97	0.69	1.08	0.97	1.96
Myt01-017B08	MGC03195	without similarity		1.23	0.67	0.92	0.92	1.89
Myt01-010B03	MGC02267	heat shock cognate 70 [Mytilus galloprovincialis]	protein folding, turnover & degradation	1.44	0.88	0.89	0.89	1.85
Myt01-011C02	MGC02430	p8 nuclear protein [Ixodes scapularis]	replication, transcription & repair	0.52	1.35	0.85	0.85	1.81
Myt01-015H01	MGC02998	without similarity		0.83	0.29	0.83	0.83	1.77
Myt01-015G04	MGC03070	without similarity		0.96	0.46	0.82	0.82	1.77
Myt01-018C10	MGC01375	without similarity		0.80	-0.75	1.35	0.80	1.74
Myt01-014B06	MGC02837	chaperonin subunit 7 [Epinephelus coioides]	protein folding, turnover & degradation	0.89	0.75	0.41	0.75	1.68
Myt01-012F06	MGC02640	taurine transporter [Mytilus galloprovincialis]	signal transduction	1.05	0.74	0.68	0.74	1.67
Myt01-001G11	MGC01415	RNA-binding protein 8A [Danio rerio]	replication, transcription & repair	0.72	0.89	0.39	0.72	1.64
Myt01-012D02	MGC00060	endochitinase-like [Bombus terrestris]	metabolism & ion homeostasis	0.24	0.71	0.74	0.71	1.63
Myt01-002B06	MGC00093	without similarity		0.90	0.71	0.66	0.71	1.63
Myt01-011H08	MGC02331	precollagen-D [Mytilus galloprovincialis]	cell adhesion & extracellular matrix	0.32	0.90	0.71	0.71	1.63
Myt01-006E09	MGC09113	axonemal dynein light chain p33 [Haliotis discus discus]	cell motility & intracellular trafficking	0.60	0.74	0.70	0.70	1.62
Myt01-003G03	MGC01604	26S proteasome non-ATPase regulatory subunit 1 [Camponotus floridanus]	protein folding, turnover & degradation	1.18	0.69	0.21	0.69	1.61
Myt01-018A07	MGC02814	without similarity		0.35	0.68	0.73	0.68	1.61
Myt01-013D11	MGC00220	ferritin [Mytilus galloprovincialis]	metabolism & ion homeostasis	1.22	0.64	0.66	0.66	1.58
Myt01-010E12	MGC02332	without similarity		0.66	0.57	0.69	0.66	1.58
Myt01-012A10	MGC02543	myosin heavy chain [Mytilus galloprovincialis]	cell motility & intracellular trafficking	0.77	0.66	0.06	0.66	1.58
Myt01-007D11	MGC01897	26S proteasome non-ATPase regulatory subunit 2 [Apis mellifera]	protein folding, turnover & degradation	0.73	0.66	0.48	0.66	1.58

Myt01-001H12	MGC01429	ADP-ribosylation factor 2, isoform CRA_b [Mus musculus]	signal transduction	1.10	0.65	0.41	0.65	1.57
Myt01-018B10	MGC03356	without similarity		1.41	0.36	0.64	0.64	1.56
Myt01-014G01	MGC02914	ribosomal protein rps27 [Arenicola marina]	translation	0.60	0.72	0.64	0.64	1.56
Myt01-003B01	MGC01535	without similarity		0.28	1.04	0.63	0.63	1.55
Myt01-002G11	MGC01510	without similarity		0.63	0.87	0.31	0.63	1.55
Myt01-015F10	MGC00476	cold shock domain protein [Chlamys farreri]	replication, transcription & repair	-0.07	0.63	0.74	0.63	1.55
Myt01-012D05	MGC02603	without similarity		0.65	0.18	0.62	0.62	1.54
Myt01-014G06	MGC02922	elongation factor 1 alpha [Mytilus edulis]	translation	0.62	0.62	0.70	0.62	1.54
Myt01-012G07	MGC02656	caffeoyl-CoA O-methyltransferase [Crocospaera watsonii WH 0003]	metabolism & ion homeostasis	0.62	0.19	1.23	0.62	1.54
Myt01-016C03	MGC00112	without similarity		0.61	0.21	0.65	0.61	1.53
Myt01-001G12	MGC01416	without similarity		0.76	0.60	0.38	0.60	1.52
Myt01-002A11	MGC01439	small nuclear ribonucleoprotein associated protein B [Mustela putorius furo]	translation	0.52	0.69	0.60	0.60	1.51
Myt01-008C11	MGC02032	GDP dissociation inhibitor 2 [Danio rerio]	signal transduction	0.86	0.59	0.24	0.59	1.50
Myt01-012F11	MGC01731	elongation factor 1 gamma, putative [Ixodes scapularis]	translation	0.38	0.59	1.00	0.59	1.50
Myt01-005G07	MGC01775	uncharacterized protein LOC100869204 isoform 2 [Apis florea]		0.58	0.77	0.08	0.58	1.49
Myt01-015G01	MGC03065	ubiquitin [Artemia franciscana]	protein folding, turnover & degradation	0.69	0.24	0.57	0.57	1.48
Myt01-016G07	MGC00326	dual specificity protein phosphatase 7 [Danio rerio]	signal transduction	0.98	0.56	0.24	0.56	1.48
Myt01-015E03	MGC03027	without similarity		0.56	0.11	0.89	0.56	1.47
Myt01-012H08	MGC02672	without similarity		0.73	0.56	0.54	0.56	1.47
Myt01-014A02	MGC02814	elongation factor 1 alpha, partial [Mytilus californianus]	translation	0.52	0.54	0.70	0.54	1.46
Myt01-017A01	MGC03177	without similarity		0.78	0.54	0.40	0.54	1.45
Myt01-002D04	MGC01472	without similarity		0.89	0.54	0.22	0.54	1.45
Myt01-011G07	MGC00126	without similarity		0.21	0.53	0.61	0.53	1.44
Myt01-018F02	MGC01507	ribosomal protein S27E [Mytilus galloprovincialis]	translation	0.67	0.53	0.44	0.53	1.44
Myt01-018H05	MGC01435	ribosomal protein S12 [Pinctada maxima]	translation	0.15	0.52	0.71	0.52	1.44
Myt01-013D06	MGC02744	proteasome alpha type 2 [Haliotis discus discus]	protein folding, turnover & degradation	0.69	0.52	0.43	0.52	1.43
Myt01-011H11	MGC02526	without similarity		0.35	0.52	0.97	0.52	1.43
Myt01-014H12	MGC02947	pannexin 2 [Aplysia californica]	signal transduction	0.57	0.20	0.51	0.51	1.42
Myt01-012F02	MGC02637	without similarity		0.76	0.23	0.51	0.51	1.42
Myt01-012C06	MGC00759	splicing factor 3b, subunit 2, 145kDa, isoform CRA_f [Homo sapiens]	replication, transcription & repair	0.51	0.58	0.10	0.51	1.42
Myt01-010C09	MGC00153	ribosomal protein rpl7a [Arenicola marina]	translation	0.46	0.52	0.51	0.51	1.42
Myt01-012E08	MGC02625	small nuclear ribonucleoprotein D2-like protein [Chlamys farreri]	translation	0.51	0.66	0.36	0.51	1.42
Myt01-006C05	MGC01801	Growth arrest and DNA-damage-inducible protein 45 gamma [C. gigas]	cell cycle & apoptosis	1.10	0.40	0.50	0.50	1.42
Myt01-007F08	MGC01300	C-type lectin [Mytilus edulis]	signal transduction	0.38	0.50	0.50	0.50	1.41
Myt01-004F10	MGC03846	cytochrome oxidase subunit III [Mytilus galloprovincialis]	metabolism & ion homeostasis	0.21	0.71	0.50	0.50	1.41
Myt01-013F06	MGC02770	without similarity		1.13	0.33	0.49	0.49	1.41
Myt01-006B11	MGC00665	polyubiquitin [Anas platyrhynchos]	protein folding, turnover & degradation	1.67	0.38	0.49	0.49	1.40
Myt01-011G02	MGC00145	elongation factor 1 alpha [Mytilus edulis]	translation	0.32	0.49	0.58	0.49	1.40
Myt01-014H10	MGC00351	without similarity		0.54	0.48	0.41	0.48	1.40
Myt01-001C09	MGC01362	without similarity		0.48	0.64	-0.05	0.48	1.40
Myt01-012C07	MGC02586	cycling-dependent kinase 5 [Sphaerechinus granularis]	signal transduction	0.78	0.47	0.33	0.47	1.39
Myt01-006F10	MGC01826	without similarity		0.21	0.46	0.52	0.46	1.38
Myt01-005D09	MGC01749	poly(A)-binding protein [Spisula solidissima]	translation	0.46	0.62	-0.10	0.46	1.37

Myt01-013G01	MGC01774	without similarity		-0.03	0.58	0.46	0.46	1.37
Myt01-008E03	MGC02063	without similarity		0.58	0.46	0.10	0.46	1.37
Myt01-011E01	MGC02468	without similarity		0.41	0.46	0.77	0.46	1.37
Myt01-015H09	MGC00123	without similarity		0.05	0.43	0.47	0.43	1.34
Myt01-015B01	MGC01913	chondroitin proteoglycan 2 [Ascaris suum]	cell adhesion & extracellular matrix	0.02	0.43	0.43	0.43	1.34
Myt01-014H01	MGC02930	lactamase, beta 2 [Hydra magnipapillata]	metabolism & ion homeostasis	0.32	0.42	0.44	0.42	1.34
Myt01-013B10	MGC00157	ribosomal protein p0 [Mytilus galloprovincialis]	translation	0.42	0.29	0.88	0.42	1.34
Myt01-009H02	MGC02229	without similarity		0.42	0.79	0.19	0.42	1.34
Myt01-006C06	MGC00060	without similarity		0.01	0.63	0.42	0.42	1.34
Myt01-003G09	MGC00118	without similarity		0.41	0.50	0.13	0.41	1.33
Myt01-001E07	MGC00177	ribosomal protein L23a [Argopecten irradians]	translation	0.41	0.37	0.43	0.41	1.33
Myt01-001G09	MGC01413	testis-specific serine/threonine-protein kinase 4-like [Strongylocentrotus purpuratus]	signal transduction	0.40	0.41	0.25	0.40	1.32
Myt01-019B05	MGC10007	NADH dehydrogenase subunit 1 [Mytilus edulis]	metabolism & ion homeostasis	0.02	0.40	0.51	0.40	1.32
Myt01-012H02	MGC01908	60S ribosomal protein L22-like [Strongylocentrotus purpuratus]	translation	0.40	0.16	0.43	0.40	1.31
Myt01-015G11	MGC00678	without similarity		0.48	0.39	0.31	0.39	1.31
Myt01-013D10	MGC02748	nucleosome assembly protein 1-like 1 [Danio rerio]	protein folding, turnover & degradation	0.39	0.44	0.20	0.39	1.31
Myt01-010C06	MGC02286	without similarity		0.28	0.77	0.39	0.39	1.31
Myt01-009D06	MGC00234	cyclophilin [Aiptasia pallida]	protein folding, turnover & degradation	0.38	0.19	0.42	0.38	1.31
Myt01-011C12	MGC02440	sec61alpha [Papilio xuthus]	protein folding, turnover & degradation	0.38	-0.04	0.43	0.38	1.30
Myt01-004H07	MGC00608	without similarity		0.46	0.10	0.38	0.38	1.30
Myt01-017B01	MGC03187	selenide, water dikinase [Harpegnathos saltator]	metabolism & ion homeostasis	0.37	0.52	0.10	0.37	1.30
Myt01-018G07	MGC03462	translocation protein SEC63 homolog [Rattus norvegicus]	protein folding, turnover & degradation	0.37	0.44	0.29	0.37	1.29
Myt01-007D01	MGC01885	aspartyl-tRNA synthetase 2, mitochondrial [Mustela putorius furo]	translation	0.43	0.37	0.34	0.37	1.29
Myt01-015C01	MGC02987	general transcription factor 3C polypeptide 1-like [Danio rerio]	replication, transcription & repair	0.30	0.62	0.37	0.37	1.29
Myt01-014D12	MGC00411	ribosomal protein rps19 [Crassostrea gigas]	translation	0.36	0.29	0.44	0.36	1.29
Myt01-005C08	MGC00571	60S ribosomal protein L5-like [Strongylocentrotus purpuratus]	translation	0.21	0.70	0.36	0.36	1.28
Myt01-007E09	MGC01910	6-phosphogluconate dehydrogenase, decarboxylating [Salmo salar]	metabolism & ion homeostasis	0.36	0.43	0.10	0.36	1.28
Myt01-012E12	MGC02632	without similarity		-0.10	0.36	0.70	0.36	1.28
Myt01-007H05	MGC00183	translationally controlled tumor protein (TCTP) [Mytilus galloprovincialis]	cell cycle & apoptosis	0.34	0.35	0.69	0.35	1.28
Myt01-001D03	MGC04135	ribosomal protein S26 [Ornithodoros parkeri]	translation	0.30	0.37	0.35	0.35	1.28
Myt01-006B07	MGC01793	eukaryotic translation initiation factor 3, EIF3A protein [Homo sapiens]	translation	0.42	0.35	0.29	0.35	1.28
Myt01-012F04	MGC01598	ribosomal protein rpl6 [Glycera tridactyla]	translation	0.35	0.23	0.63	0.35	1.28
Myt01-002B09	MGC01449	Rab6 subfamily protein [Amblyomma variegatum]	protein folding, turnover & degradation	0.15	0.35	0.37	0.35	1.27
Myt01-015C12	MGC00409	putative C1q domain containing protein MgC1q4 [Mytilus galloprovincialis]	immunity & inflammation	0.50	0.34	0.03	0.34	1.27
Myt01-006F07	MGC01822	without similarity		0.11	0.50	0.34	0.34	1.27
Myt01-016H09	MGC03175	without similarity		0.21	0.34	0.38	0.34	1.26
Myt01-014H03	MGC02933	Epsin-1 [Cricetulus griseus]	protein folding, turnover & degradation	0.33	0.37	0.23	0.33	1.26
Myt01-012B08	MGC02496	ribosomal protein L41 [Mus musculus]	translation	0.08	0.33	0.59	0.33	1.26
Myt01-001C07	MGC00083	ribosomal protein L19 [Argopecten irradians]	translation	0.33	0.14	0.39	0.33	1.26
Myt01-005A03	MGC00648	cytochrome c [Mytilus edulis]	metabolism & ion homeostasis	0.38	0.02	0.33	0.33	1.26
Myt01-009D05	MGC02167	26S proteasome non-ATPase regulatory subunit 8 [Osmerus mordax]	protein folding, turnover & degradation	0.33	0.41	0.32	0.33	1.26
Myt01-006E07	MGC07232	thioredoxin [Ruditapes philippinarum]	metabolism & ion homeostasis	0.34	0.33	0.17	0.33	1.25
Myt01-013D09	MGC02360	peptidase 26S subunit, ATPase 5, isoform CRA_e [Rattus norvegicus]	protein folding, turnover & degradation	0.54	0.33	0.15	0.33	1.25

Myt01-012G02	MGC00047	elongation factor-2 [Pseudopleuronectes americanus]	translation	0.32	0.15	0.68	0.32	1.25
Myt01-016F07	MGC03150	proteasome subunit beta type-7 precursor [Esox lucius]	protein folding, turnover & degradation	0.91	0.32	0.31	0.32	1.25
Myt01-015E08	MGC03040	without similarity		0.32	0.38	0.20	0.32	1.25
Myt01-002B04	MGC01428	hypothetical protein XP_795472 [Strongylocentrotus purpuratus]		0.09	0.49	0.32	0.32	1.25
Myt01-016C10	MGC03127	vdg3 [Mytilus edulis]	development & reproduction	0.32	1.20	0.24	0.32	1.25
Myt01-014H08	MGC02940	without similarity		0.83	0.01	0.31	0.31	1.24
Myt01-012E03	MGC02620	collagen alpha-2(IV) chain [Ascaris suum]	cell adhesion & extracellular matrix	0.60	0.31	0.06	0.31	1.24
Myt01-013G06	MGC00556	60S ribosomal protein L40A [Latrodectus hesperus]	translation	0.42	0.13	0.31	0.31	1.24
Myt01-010C01	MGC00016	40S ribosomal protein S6 [Aplysia californica]	translation	0.29	0.40	0.30	0.30	1.23
Myt01-005H06	MGC00796	ribosomal protein rps15 [Lineus viridis]	translation	0.30	0.19	0.50	0.30	1.23
Myt01-015B10	MGC02984	nucleolar and coiled-body phosphoprotein 1; nucleolar protein p130; [Homo s	cell cycle & apoptosis	0.03	0.67	0.30	0.30	1.23
Myt01-007A08	MGC00146	ribosomal protein L8 [Chlamys farreri]	translation	0.12	0.36	0.30	0.30	1.23
Myt01-007E01	MGC01899	heat shock cognate 71 [Mytilus galloprovincialis]	protein folding, turnover & degradation	0.84	0.30	0.20	0.30	1.23
Myt01-008E05	MGC02065	40S ribosomal protein S4 [Mytilus edulis]	translation	0.27	0.30	0.53	0.30	1.23
Myt01-007D05	MGC01888	without similarity		0.15	0.29	0.33	0.29	1.22
Myt01-009H10	MGC02193	proteasome 26S subunit-like [Ictalurus punctatus]	protein folding, turnover & degradation	0.29	0.37	0.19	0.29	1.22
Myt01-014A05	MGC00753	ribosomal protein S7 [Argopecten irradians]	translation	0.41	0.29	0.27	0.29	1.22
Myt01-002C12	MGC01468	membrane magnesium transporter 1 precursor [Danio rerio]	signal transduction	0.29	0.51	0.12	0.29	1.22
Myt01-004B10	MGC01645	without similarity		0.51	0.01	0.29	0.29	1.22
Myt01-003C05	MGC01558	myc homolog [Crassostrea virginica]	signal transduction	0.11	0.29	0.37	0.29	1.22
Myt01-001B09	MGC00088	ribosomal protein L28 [Lepidochitona cinerea]	translation	0.29	0.09	0.37	0.29	1.22
Myt01-004C09	MGC00116	without similarity		0.05	0.70	0.29	0.29	1.22
Myt01-017A10	MGC00888	ribosomal protein L26 [Argopecten irradians]	translation	0.09	0.28	0.34	0.28	1.22
Myt01-002H06	MGC01518	without similarity		0.35	0.28	0.13	0.28	1.22
Myt01-015C04	MGC02996	without similarity		0.14	0.40	0.28	0.28	1.21
Myt01-011F10	MGC02493	caspase 3/7-3 [Mytilus galloprovincialis]	cell cycle & apoptosis	0.79	0.28	0.15	0.28	1.21
Myt01-005G09	MGC01186	without similarity		0.87	0.05	0.28	0.28	1.21
Myt01-012D06	MGC02604	Nup205 protein, partial [Mus musculus]	signal transduction	0.28	0.50	0.13	0.28	1.21
Myt01-018A06	MGC01843	RNA-binding protein [Pinctada fucata]	replication, transcription & repair	0.16	0.48	0.28	0.28	1.21
Myt01-005G02	MGC00007	without similarity		0.12	0.77	0.27	0.27	1.21
Myt01-018C11	MGC03382	ribosomal protein L12e [Biphyllus lunatus]	translation	0.23	0.27	0.46	0.27	1.21
Myt01-016H11	MGC00184	40S ribosomal protein S15a [Pectinaria gouldii]	translation	0.27	0.07	0.68	0.27	1.21
Myt01-002G05	MGC01505	without similarity		0.27	0.58	0.03	0.27	1.21
Myt01-006D07	MGC01807	translin-like [Strongylocentrotus purpuratus]	replication, transcription & repair	0.11	0.32	0.27	0.27	1.20
Myt01-005F12	MGC02425	without similarity		0.14	0.50	0.27	0.27	1.20
Myt01-010H05	MGC02377	translationally-controlled tumor protein (TCTP) [Mytilus galloprovincialis]	cell cycle & apoptosis	0.25	0.28	0.27	0.27	1.20
Myt01-008E06	MGC00482	ribosomal protein rps2 [Lineus viridis]	translation	0.20	0.26	0.42	0.26	1.20
Myt01-001E02	MGC01380	without similarity		0.22	0.66	0.26	0.26	1.20
Myt01-013B07	MGC02702	importin-7-like [Strongylocentrotus purpuratus]	signal transduction	0.26	0.52	0.25	0.26	1.20
Myt01-012D07	MGC02605	hypothetical protein DAPPUDRAFT_104151 [Daphnia pulex]		0.39	0.26	0.05	0.26	1.19
Myt01-007D02	MGC07760	proteasome non-ATPase regulatory subunit, partial [Schistocerca gregaria]	protein folding, turnover & degradation	0.25	0.50	0.16	0.25	1.19
Myt01-003B12	MGC01551	without similarity		0.32	0.16	0.25	0.25	1.19
Myt01-004D09	MGC01664	without similarity		0.21	0.25	0.26	0.25	1.19

Myt01-010E11	MGC00146	ribosomal protein L8e [<i>Haliotis midae</i>]	translation	0.19	0.34	0.25	0.25	1.19
Myt01-004H11	MGC01715	without similarity		0.33	0.25	0.07	0.25	1.19
Myt01-009A09	MGC02127	60S ribosomal protein L18 [<i>Aplysia californica</i>]	translation	0.28	0.20	0.25	0.25	1.19
Myt01-012B10	MGC02567	BAT2 domain containing 1-like [<i>Saccoglossus kowalevskii</i>]	cell cycle & apoptosis	0.10	0.25	0.32	0.25	1.19
Myt01-007H10	MGC01969	receptor for activated C-kinase [<i>Pinctada fucata</i>]	signal transduction	-0.02	0.65	0.25	0.25	1.19
Myt01-003E08	MGC01515	small nuclear ribonucleoprotein polypeptide G protein [<i>Crassostrea ariakensis</i>]	translation	0.13	0.63	0.25	0.25	1.19
Myt01-011B09	MGC02426	tRNA-dihydrouridine(47) synthase [NAD(P)(+)]-like [<i>Xenopus laevis</i>]	translation	0.36	0.18	0.25	0.25	1.19
Myt01-006D02	MGC01768	without similarity		0.24	0.22	0.51	0.24	1.19
Myt01-007F01	MGC01915	without similarity		0.24	0.59	0.24	0.24	1.18
Myt01-012F05	MGC02639	without similarity		0.13	0.24	0.33	0.24	1.18
Myt01-010C05	MGC02284	ribosomal protein [<i>Mytilus galloprovincialis</i>]	translation	0.24	0.23	0.35	0.24	1.18
Myt01-005A09	MGC06703	without similarity		0.16	0.24	0.54	0.24	1.18
Myt01-010C07	MGC02287	prohibitin-like [<i>Oreochromis niloticus</i>]	replication, transcription & repair	0.42	0.22	0.24	0.24	1.18
Myt01-001A10	MGC00191	elongation factor 1 delta 2 [<i>Xenopus laevis</i>]	translation	0.23	0.22	0.53	0.23	1.18
Myt01-001B08	MGC01348	without similarity		0.19	0.41	0.23	0.23	1.18
Myt01-001G10	MGC00308	ribosomal protein S16 [<i>Lepidochitona cinerea</i>]	translation	0.23	0.19	0.38	0.23	1.17
Myt01-003G10	MGC01611	collagen alpha-5(IV) chain [<i>Rattus norvegicus</i>]	cell adhesion & extracellular matrix	0.23	0.09	0.37	0.23	1.17
Myt01-005C09	MGC05413	without similarity		0.23	0.32	0.14	0.23	1.17
Myt01-018B12	MGC03371	foot protein 3 variant 8 [<i>Mytilus californianus</i>]	cell motility & intracellular trafficking	0.10	0.22	0.51	0.22	1.17
Myt01-014A06	MGC02785	endothelial differentiation-related factor 1-like [<i>Strongylocentrotus purpuratus</i>]	replication, transcription & repair	0.22	0.38	0.20	0.22	1.17
Myt01-001C02	MGC01354	small ribonucleoprotein particle protein SmD3 [<i>Papilio xuthus</i>]	translation	0.18	0.77	0.22	0.22	1.16
Myt01-016E03	MGC00094	without similarity		0.22	0.30	0.19	0.22	1.16
Myt01-012B01	MGC00653	without similarity		0.43	0.21	0.20	0.21	1.16
Myt01-005E10	MGC00002	vdg3 [<i>Mytilus edulis</i>]	development & reproduction	0.20	0.55	0.17	0.20	1.15
Myt01-011G10	MGC00136	ribosomal protein S8 [<i>Crassostrea gigas</i>]	translation	0.06	0.20	0.53	0.20	1.15
Myt01-012G04	MGC02654	microsomal glutathione S-transferase 3 [<i>Pinctada martensi</i>]	metabolism & ion homeostasis	0.89	0.10	0.20	0.20	1.15
Myt01-012B12	MGC02574	electron transfer flavoprotein subunit alpha, mitochondrial-like [<i>Megachile rotu</i>]	metabolism & ion homeostasis	0.48	0.10	0.20	0.20	1.15
Myt01-012A11	MGC00007	without similarity		0.00	0.95	0.19	0.19	1.14
Myt01-002G09	MGC01508	without similarity		0.64	0.08	0.18	0.18	1.13
Myt01-001A11	MGC01334	intermediate filament protein A [<i>Aplysia kurodai</i>]	cell motility & intracellular trafficking	0.18	0.15	0.76	0.18	1.13
Myt01-002D08	MGC01474	heterogeneous nuclear ribonucleoprotein K [<i>Homo sapiens</i>]	translation	0.14	0.40	0.18	0.18	1.13
Myt01-002H04	MGC00070	ependymin related protein-1 precursor [<i>Haliotis discus discus</i>]	cell adhesion & extracellular matrix	0.18	0.74	0.02	0.18	1.13
Myt01-012G03	MGC02513	without similarity		-0.05	0.93	0.18	0.18	1.13
Myt01-007F02	MGC01916	cold shock domain containing E1, RNA binding-like [<i>Saccoglossus kowalevsk</i>]	replication, transcription & repair	0.17	0.57	0.10	0.17	1.13
Myt01-004C08	MGC00116	without similarity		0.15	0.65	0.09	0.15	1.11
Myt01-007G05	MGC01939	without similarity		0.57	0.14	0.12	0.14	1.10
Myt01-003A02	MGC01526	leucyl-tRNA synthetase [<i>Danio rerio</i>]	translation	0.14	0.69	0.09	0.14	1.10
Myt01-011D10	MGC00399	ribosomal protein L7 [<i>Argopecten irradians</i>]	translation	0.09	0.10	0.82	0.10	1.07
**Under-expressed**								
Myt01-007E11	MGC01313	cytochrome c oxidase subunit IV [<i>Mytilus edulis</i>]	metabolism & ion homeostasis	-0.13	-0.92	-0.14	-0.14	1.11
Myt01-003B11	MGC00160	hemagglutinin/amebocyte aggregation factor precursor [<i>Mytilus edulis</i>]	immunity & inflammation	-0.15	-0.61	-0.16	-0.16	1.11
Myt01-017C08	MGC09187	without similarity		-0.84	-0.05	-0.18	-0.18	1.14
Myt01-004A06	MGC01630	putative binding precursor [<i>Mytilus edulis</i>]	cell adhesion & extracellular matrix	-0.19	-1.09	-0.10	-0.19	1.14

Myt01-012H05	MGC02667	without similarity		-0.61	-0.11	-0.20	-0.20	1.15
Myt01-018A04	MGC03266	without similarity		-0.20	-0.39	-0.19	-0.20	1.15
Myt01-012C12	MGC02597	hypothetical protein NEMVEDRAFT_v1g2616 [Nematostella vectensis]		-0.20	-0.16	-0.63	-0.20	1.15
Myt01-016D09	MGC00176	alpha tubulin [Pectinaria gouldii]	cell motility & intracellular trafficking	-0.22	-0.65	-0.09	-0.22	1.16
Myt01-004B11	MGC01646	unknown [Dendroctonus ponderosae]		-0.55	-0.10	-0.23	-0.23	1.17
Myt01-002C05	MGC00406	histone variant H2A.Z [Mytilus galloprovincialis]	replication, transcription & repair	-0.24	-0.55	-0.21	-0.24	1.18
Myt01-005H12	MGC00440	hypothetical protein CHLREDRAFT_181491 [Chlamydomonas reinhardtii]		-0.12	-0.52	-0.25	-0.25	1.19
Myt01-015E01	MGC03023	mitochondrial ATPase alpha subunit [Ictalurus punctatus]	metabolism & ion homeostasis	-0.50	-0.26	-0.07	-0.26	1.19
Myt01-007B10	MGC00473	without similarity		-0.17	-1.09	-0.26	-0.26	1.19
Myt01-009E02	MGC01706	ubiquinol-cytochrome c reductase subunit 6 [Mytilus edulis]	metabolism & ion homeostasis	-0.26	-0.23	-0.29	-0.26	1.19
Myt01-002C06	MGC01459	protein-glutamine gamma-glutamyltransferase 4-like [Anolis carolinensis]	metabolism & ion homeostasis	-0.26	-0.32	-0.20	-0.26	1.19
Myt01-017A03	MGC03179	without similarity		-0.26	-0.42	-0.06	-0.26	1.20
Myt01-014C04	MGC02851	ribosomal protein L4-like [Saccoglossus kowalevskii]	translation	-0.25	-0.26	-0.28	-0.26	1.20
Myt01-006F12	MGC01828	without similarity		-0.03	-0.55	-0.26	-0.26	1.20
Myt01-014E11	MGC02898	pedal retractor muscle myosin heavy chain [Mytilus galloprovincialis]	cell motility & intracellular trafficking	-0.27	-0.36	-0.22	-0.27	1.20
Myt01-003F11	MGC01599	without similarity		-0.27	-0.14	-0.84	-0.27	1.21
Myt01-017F04	MGC01209	ribosomal protein S24; MRP S24 [Mus musculus]	translation	-0.22	-0.46	-0.28	-0.28	1.21
Myt01-006F08	MGC01824	involved in global regulation of transcription; Snf5p [Saccharomyces cerevisia]	replication, transcription & repair	-0.19	-0.28	-0.31	-0.28	1.21
Myt01-016E07	MGC03139	beta-1,4-endoglucanase 2 [Panesthia cribrata]	metabolism & ion homeostasis	-0.44	-0.28	-0.27	-0.28	1.21
Myt01-015E06	MGC00387	ATP synthase subunit beta, mitochondrial-like [Bombus impatiens]	metabolism & ion homeostasis	-0.28	-0.51	-0.27	-0.28	1.21
Myt01-006C12	MGC04193	RWD domain-containing protein 1-like [Bombus impatiens]		-0.28	-0.12	-0.52	-0.28	1.21
Myt01-012A02	MGC02531	without similarity		-0.87	-0.23	-0.28	-0.28	1.22
Myt01-012D12	MGC00318	beta-actin, partial [Catla catla]	cell motility & intracellular trafficking	-0.28	-0.24	-0.61	-0.28	1.22
Myt01-014B12	MGC01827	hypothetical protein BRAFLDRAFT_86469 [Branchiostoma floridae]		-0.29	-0.84	-0.08	-0.29	1.22
Myt01-007H03	MGC01960	polyphenolic adhesive protein [Mytilus edulis]	cell adhesion & extracellular matrix	-0.70	-0.29	-0.21	-0.29	1.22
Myt01-001H09	MGC01426	without similarity		-0.29	-0.48	-0.28	-0.29	1.22
Myt01-016C12	MGC00089	without similarity		-0.41	-0.24	-0.29	-0.29	1.22
Myt01-012A08	MGC00931	mytimacin-2 [Mytilus galloprovincialis]	immunity & inflammation	-0.29	-0.34	-0.19	-0.29	1.22
Myt01-001D11	MGC01377	tetratricopeptide repeat protein 25-like [Danio rerio]		-0.29	-0.18	-0.38	-0.29	1.23
Myt01-015B04	MGC02977	without similarity		-0.30	-0.41	-0.17	-0.30	1.23
Myt01-016D10	MGC03133	without similarity		-0.30	-0.28	-0.35	-0.30	1.23
Myt01-005H07	MGC01780	without similarity		-0.21	-0.30	-0.33	-0.30	1.23
Myt01-018G11	MGC00860	Integumentary mucin C.1 (FIM-C.1) [Xenopus laevis]	cell adhesion & extracellular matrix	-0.24	-0.40	-0.30	-0.30	1.23
Myt01-014H06	MGC02938	without similarity		-0.45	-0.28	-0.30	-0.30	1.23
Myt01-017C07	MGC03205	without similarity		-0.53	-0.03	-0.30	-0.30	1.23
Myt01-008G11	MGC02102	without similarity		-0.30	-0.15	-0.33	-0.30	1.23
Myt01-006H12	MGC00243	alpha-tubulin, partial [Nodipecten subnodosus]	cell motility & intracellular trafficking	-0.30	-0.90	-0.30	-0.30	1.23
Myt01-003F09	MGC01596	precollagen-P [Mytilus galloprovincialis]	cell adhesion & extracellular matrix	-0.31	-0.19	-0.36	-0.31	1.24
Myt01-018E07	MGC03419	C1q domain containing protein MgC1q48 [Mytilus galloprovincialis]	immunity & inflammation	-0.15	-0.43	-0.31	-0.31	1.24
Myt01-012C01	MGC02576	without similarity		-0.25	-0.40	-0.31	-0.31	1.24
Myt01-016D06	MGC00161	apolipoprotein precursor [Locusta migratoria]	metabolism & ion homeostasis	-0.32	-0.46	-0.25	-0.32	1.25
Myt01-010D01	MGC02298	without similarity		-0.62	-0.18	-0.32	-0.32	1.25
Myt01-006D12	MGC02425	without similarity		-0.07	-0.51	-0.32	-0.32	1.25

Myt01-013B03	MGC02698	without similarity		-0.34	-0.32	-0.24	-0.32	1.25
Myt01-016A01	MGC03116	proliferating cell nuclear antigen [Litopenaeus vannamei]	replication, transcription & repair	-0.20	-0.40	-0.33	-0.33	1.26
Myt01-015F12	MGC01896	without similarity		-0.33	-0.47	-0.24	-0.33	1.26
Myt01-006C01	MGC07381	without similarity		-0.33	-0.29	-0.56	-0.33	1.26
Myt01-001A04	MGC01325	PACRG, partial [Xenopus laevis]	protein folding, turnover & degradation	-0.30	-0.48	-0.33	-0.33	1.26
Myt01-017F02	MGC01802	collagen alpha-1(XII) chain-like [Anolis carolinensis]	cell adhesion & extracellular matrix	-0.34	-0.38	-0.24	-0.34	1.26
Myt01-017G06	MGC03000	without similarity		-0.25	-0.35	-0.55	-0.35	1.27
Myt01-010H11	MGC02389	without similarity		-1.10	-0.35	-0.32	-0.35	1.27
Myt01-001E01	MGC01379	without similarity		-0.08	-0.36	-0.35	-0.35	1.28
Myt01-002B03	MGC01443	neurofilament protein NF70 [Helix aspersa]	cell motility & intracellular trafficking	-0.59	0.00	-0.36	-0.36	1.29
Myt01-017E11	MGC03246	DEAD (Asp-Glu-Ala-Asp) box polypeptide 42 [Danio rerio]	replication, transcription & repair	-0.46	-0.36	-0.28	-0.36	1.29
Myt01-014G10	MGC00910	steroid dehydrogenase [Schistosoma mansoni]	metabolism & ion homeostasis	-0.41	0.01	-0.37	-0.37	1.29
Myt01-003E06	MGC01585	without similarity		-0.39	-0.37	-0.22	-0.37	1.29
Myt01-011E11	MGC00081	without similarity		-0.38	-0.25	-0.37	-0.37	1.29
Myt01-013H01	MGC00821	without similarity		-0.34	-0.68	-0.37	-0.37	1.30
Myt01-016B08	MGC01743	endo-1,3-beta-D-glucanase [Perna viridis]	metabolism & ion homeostasis	-0.38	-0.43	-0.33	-0.38	1.30
Myt01-019B12	MGC10002	cytochrome b [Mytilus galloprovincialis]	metabolism & ion homeostasis	-0.22	-0.38	-0.70	-0.38	1.30
Myt01-006G09	MGC01835	macrophage expressed protein [Crassostrea gigas]	immunity & inflammation	-0.84	-0.30	-0.38	-0.38	1.30
Myt01-007H09	MGC05903	without similarity		-0.38	-1.13	-0.08	-0.38	1.30
Myt01-016D08	MGC03131	without similarity		-0.49	-0.39	-0.31	-0.39	1.31
Myt01-002E04	MGC00414	without similarity		-0.39	-0.86	-0.12	-0.39	1.31
Myt01-006E10	MGC00915	without similarity		-0.39	0.02	-1.02	-0.39	1.31
Myt01-010A03	MGC10011	cytochrome b [Mytilus galloprovincialis]	metabolism & ion homeostasis	-0.23	-0.45	-0.39	-0.39	1.31
Myt01-013G09	MGC02798	without similarity		-0.69	-0.34	-0.40	-0.40	1.32
Myt01-001E06	MGC01384	without similarity		-0.41	-0.40	-0.13	-0.40	1.32
Myt01-013B02	MGC02697	hypothetical protein BRAFLDRAFT_74509 [Branchiostoma floridae]		-0.40	-0.80	0.14	-0.40	1.32
Myt01-017G09	MGC03000	without similarity		-0.08	-0.62	-0.40	-0.40	1.32
Myt01-002B05	MGC01445	without similarity		-0.96	0.18	-0.41	-0.41	1.33
Myt01-016A05	MGC00125	fibrinogen-related protein 7 [Mytilus galloprovincialis]	immunity & inflammation	-0.36	-0.53	-0.41	-0.41	1.33
Myt01-006A03	MGC01810	without similarity		-0.66	-0.19	-0.41	-0.41	1.33
Myt01-017D06	MGC08512	without similarity		-0.55	-0.34	-0.41	-0.41	1.33
Myt01-013D08	MGC02747	without similarity		-0.41	-0.10	-1.05	-0.41	1.33
Myt01-006A11	MGC02779	precollagen-NG mRNA, complete cds [Mytilus galloprovincialis]	cell adhesion & extracellular matrix	-0.41	-0.83	-0.38	-0.41	1.33
Myt01-001F02	MGC01391	hypothetical protein BRAFLDRAFT_118794 [Branchiostoma floridae]		-0.42	-0.22	-0.54	-0.42	1.33
Myt01-019B11	MGC10002	cytochrome c oxidase subunit II [Mytilus galloprovincialis]	metabolism & ion homeostasis	-0.33	-0.42	-0.44	-0.42	1.34
Myt01-002G08	MGC00618	proteasome (prosome, macropain) subunit, beta type, 1, isoform CRA_c [Homo sapiens]	protein folding, turnover & degradation	-0.45	-0.16	-0.42	-0.42	1.34
Myt01-002H12	MGC01524	leucine--tRNA ligase, cytoplasmic-like [Strongylocentrotus purpuratus]	translation	-0.97	-0.06	-0.43	-0.43	1.34
Myt01-015G12	MGC02989	precollagen-D [Mytilus galloprovincialis]	cell adhesion & extracellular matrix	-0.63	-0.43	-0.21	-0.43	1.35
Myt01-003H01	MGC01614	calmodulin [Porphyra yezoensis]	cell adhesion & extracellular matrix	-0.43	-0.80	-0.32	-0.43	1.35
Myt01-011E07	MGC02476	stress-associated endoplasmic reticulum protein 2 [Homo sapiens]	protein folding, turnover & degradation	-0.43	-0.45	-0.39	-0.43	1.35
Myt01-015F09	MGC03058	protein kinase C-binding protein NELL1, putative [Ixodes scapularis]	signal transduction	-0.06	-0.43	-0.52	-0.43	1.35
Myt01-014A10	MGC02825	asialoglycoprotein receptor 2 [Danio rerio]	signal transduction	-0.63	-0.43	-0.10	-0.43	1.35
Myt01-010H04	MGC00490	without similarity		-0.44	-0.62	-0.14	-0.44	1.35

Myt01-016C01	MGC00114	without similarity		-0.44	-0.40	-0.49	-0.44	1.35
Myt01-001G04	MGC01408	arginine kinase [Sepiella maindroni]	metabolism & ion homeostasis	-0.44	-0.85	-0.29	-0.44	1.36
Myt01-016F06	MGC03149	without similarity		-0.26	-0.55	-0.45	-0.45	1.36
Myt01-012B04	MGC02555	kyphoscoliosis peptidase [Clonorchis sinensis]	protein folding, turnover & degradation	-0.45	-0.51	-0.36	-0.45	1.36
Myt01-014E01	MGC02881	without similarity		-0.01	-0.45	-0.50	-0.45	1.37
Myt01-002E12	MGC01488	without similarity		-0.45	-0.67	0.10	-0.45	1.37
Myt01-007F09	MGC01920	DEAD (Asp-Glu-Ala-Asp) box polypeptide 17 [Taeniopygia guttata]	replication, transcription & repair	-0.45	-0.48	-0.45	-0.45	1.37
Myt01-018G01	MGC00020	without similarity		-0.46	-0.68	-0.39	-0.46	1.37
Myt01-010G08	MGC02370	radial spokehead [Strongylocentrotus purpuratus]	cell motility & intracellular trafficking	-0.37	-0.49	-0.47	-0.47	1.38
Myt01-017F09	MGC03272	without similarity		-0.48	-0.50	-0.24	-0.48	1.40
Myt01-014E06	MGC02887	mytimacin-4 [Mytilus galloprovincialis]	immunity & inflammation	-0.38	-0.48	-0.60	-0.48	1.40
Myt01-004D12	MGC01669	without similarity		-0.18	-0.48	-0.53	-0.48	1.40
Myt01-019B01	MGC01938	without similarity		-0.38	-0.90	-0.49	-0.49	1.40
Myt01-002B12	MGC00417	without similarity		-1.01	-0.49	-0.04	-0.49	1.41
Myt01-017D09	MGC03213	without similarity		-0.49	-0.49	-0.21	-0.49	1.41
Myt01-015B05	MGC02494	without similarity		-0.49	-0.71	-0.36	-0.49	1.41
Myt01-004B07	MGC01642	without similarity		-0.29	-0.51	-0.63	-0.51	1.42
Myt01-015E05	MGC03031	lethal(2) giant larvae protein homolog 1 [Ornithorhynchus anatinus]	development & reproduction	-0.24	-0.64	-0.51	-0.51	1.43
Myt01-019B04	MGC10003	ATP synthase F0 subunit 6 [Mytilus galloprovincialis]	metabolism & ion homeostasis	-0.14	-0.52	-0.52	-0.52	1.43
Myt01-006G10	MGC10001	cytochrome oxidase subunit I [Mytilus galloprovincialis]	metabolism & ion homeostasis	-0.28	-0.55	-0.52	-0.52	1.44
Myt01-016D05	MGC00167	thymosin beta-4-like [Oreochromis niloticus]	cell motility & intracellular trafficking	-0.53	-0.69	-0.09	-0.53	1.44
Myt01-016C11	MGC03129	without similarity		-0.50	-0.61	-0.53	-0.53	1.45
Myt01-006E12	MGC04318	predicted protein-like [Saccoglossus kowalevskii]		-0.03	-0.80	-0.54	-0.54	1.45
Myt01-003B05	MGC01540	uncharacterized protein C5orf48 homolog [Strongylocentrotus purpuratus]		-0.61	-0.53	-0.54	-0.54	1.46
Myt01-018H06	MGC03479	multiple C2 and transmembrane domain-containing protein 1 [Strongylocentrotus purpuratus]		-0.40	-0.63	-0.54	-0.54	1.46
Myt01-017C11	MGC03207	without similarity		-0.24	-0.55	-0.56	-0.55	1.46
Myt01-017H10	MGC03327	without similarity		-0.78	-0.55	-0.42	-0.55	1.46
Myt01-013C05	MGC02449	nongradient byssal precursor [Mytilus edulis]	cell motility & intracellular trafficking	-0.55	-0.68	-0.28	-0.55	1.47
Myt01-016E11	MGC03142	without similarity		-0.50	-0.56	-0.63	-0.56	1.47
Myt01-006A09	MGC01789	without similarity		-0.82	-0.26	-0.56	-0.56	1.47
Myt01-017C05	MGC02472	DC2-related axonemal dynein intermediate chain 4 [Ciona intestinalis]	cell motility & intracellular trafficking an	-0.40	-0.68	-0.56	-0.56	1.47
Myt01-015C02	MGC01307	alpha tubulin [Pinctada fucata]	cell motility & intracellular trafficking	-0.33	-0.82	-0.56	-0.56	1.48
Myt01-003G05	MGC01606	universal stress protein MSMEG_3950 [Clonorchis sinensis]		-0.56	-0.65	-0.39	-0.56	1.48
Myt01-004D04	MGC00014	defensin-like protein 298 [Arabidopsis thaliana]	immunity & inflammation	-0.17	-0.69	-0.57	-0.57	1.48
Myt01-003D04	MGC01543	without similarity		-0.24	-0.64	-0.57	-0.57	1.49
Myt01-019B06	MGC10001	cytochrome c oxidase subunit I [Mytilus californianus]	metabolism & ion homeostasis	-0.57	-0.28	-0.79	-0.57	1.49
Myt01-003H07	MGC01296	without similarity		-0.65	-0.58	-0.01	-0.58	1.49
Myt01-018F04	MGC03442	hypothetical protein DDB_G0287291 [Dictyostelium discoideum AX4]		-0.55	-0.72	-0.58	-0.58	1.49
Myt01-015A11	MGC00019	6-phosphogluconolactonase-like [Strongylocentrotus purpuratus]	metabolism & ion homeostasis	-0.45	-0.58	-0.63	-0.58	1.50
Myt01-008B01	MGC01999	without similarity		0.02	-0.59	-1.07	-0.59	1.51
Myt01-017F12	MGC07381	without similarity		-0.67	-0.60	-0.32	-0.60	1.51
Myt01-011C11	MGC02439	Q/N-rich domain Prion like protein PQN-75 (pqn-75) [Caenorhabditis elegans]		-0.05	-0.60	-0.94	-0.60	1.51
Myt01-014G12	MGC02929	without similarity		-0.42	-0.61	-0.77	-0.61	1.52

Myt01-015H10	MGC03114	C1q domain containing protein MgC1q89 [Mytilus galloprovincialis]	immunity & inflammation	-0.77	-0.61	-0.32	-0.61	1.52
Myt01-017E02	MGC03224	neuron-specific stauferin [Aplysia californica]		-0.62	-0.42	-0.76	-0.62	1.53
Myt01-016A12	MGC00159	without similarity		-0.62	-0.39	-0.63	-0.62	1.53
Myt01-009G02	MGC02210	histone deacetylation protein Rxt3 [Glomerella graminicola M1.001]	replication, transcription & repair	-0.63	-0.78	-0.51	-0.63	1.55
Myt01-018F07	MGC03446	tubulin polymerization-promoting protein family member 2-like [Cavia porcellus]	cell motility & intracellular trafficking	-0.64	-0.84	-0.34	-0.64	1.56
Myt01-015H12	MGC00110	actin [Mizuhopecten yessoensis]	cell motility & intracellular trafficking	-0.37	-0.72	-0.64	-0.64	1.56
Myt01-006G12	MGC01838	without similarity		-0.24	-0.65	-0.81	-0.65	1.57
Myt01-014F11	MGC02911	fringe [Euprymna scolopes]	signal transduction	-0.41	-1.00	-0.66	-0.66	1.58
Myt01-011H07	MGC02521	axonemal dynein light chain p33 [Haliotis discus discus]	cell motility & intracellular trafficking	-0.66	-1.09	-0.32	-0.66	1.58
Myt01-016A08	MGC00131	zona pellucida domain protein D [Haliotis rufescens]	development & reproduction	-0.66	-0.69	-0.55	-0.66	1.58
Myt01-005F09	MGC10006	mitochondrial NADH dehydrogenase subunit 5 (ND5) and 6 (ND6) and cyt b [I]	metabolism & ion homeostasis	-0.83	-0.59	-0.68	-0.68	1.60
Myt01-014F09	MGC02906	CG10903-PA [Strongylocentrotus purpuratus]		-0.51	-0.76	-0.68	-0.68	1.60
Myt01-003G12	MGC01613	INO80 complex subunit C-like [Danio rerio]	replication, transcription & repair	-0.43	-0.87	-0.70	-0.70	1.62
Myt01-011E05	MGC02473	without similarity		-0.72	-0.94	-0.03	-0.72	1.65
Myt01-013C10	MGC01399	without similarity		-0.39	-0.73	-0.90	-0.73	1.66
Myt01-016C09	MGC00117	beta-microseminoprotein [Xenopus (Silurana) tropicalis]	immunity & inflammation	-0.51	-0.75	-0.74	-0.74	1.67
Myt01-014E05	MGC02886	collagen pro alpha-chain [Haliotis discus]	cell adhesion & extracellular matrix	-0.37	-0.89	-0.78	-0.78	1.72
Myt01-004D10	MGC01665	exosome component 2-like [Saccoglossus kowalevskii]	replication, transcription & repair	-0.13	-0.98	-0.81	-0.81	1.75
Myt01-011E03	MGC02470	without similarity		-1.23	-0.25	-0.83	-0.83	1.78
Myt01-014A03	MGC05861	hypothetical protein BRAFLDRAFT_270517 [Branchiostoma floridae]		-0.31	-0.84	-0.84	-0.84	1.78
Myt01-012D04	MGC00206	without similarity		-0.98	-0.87	0.12	-0.87	1.82
Myt01-003E07	MGC00175	beta tubulin [Chlamys farreri]	cell adhesion & extracellular matrix	-0.82	-1.12	-0.87	-0.87	1.83
Myt01-010B10	MGC02276	alpha 1 type XII collagen short isoform precursor [Homo sapiens]	cell adhesion & extracellular matrix	-2.29	0.16	-0.88	-0.88	1.84
Myt01-007D06	MGC00206	without similarity		-1.30	-0.89	0.21	-0.89	1.86
Myt01-019B08	MGC02110	Mitochondrial-ND6	metabolism & ion homeostasis	-0.13	-1.10	-0.95	-0.95	1.93
Myt01-016G11	MGC03164	without similarity		-1.27	-0.96	0.43	-0.96	1.95
Myt01-002H11	MGC01523	without similarity		-1.28	-1.11	-0.38	-1.11	2.16
Myt01-017B09	MGC03196	without similarity		-1.16	-1.12	-0.68	-1.12	2.18
Myt01-007H08	MGC01966	inhibitor of apoptosis 1 [Gallus gallus]	cell cycle & apoptosis	-1.13	-1.83	-0.92	-1.13	2.19
Myt01-002C11	MGC01465	without similarity		-0.13	-2.58	-1.14	-1.14	2.21
Myt01-016D12	MGC00084	without similarity		-2.28	-1.28	-1.21	-1.28	2.43
Myt01-008B03	MGC02005	without similarity		-1.90	-1.07	-1.58	-1.58	3.00

# Supplementary material for: DNA Damage and Transcriptional Changes in the Gills of Mytilus galloprovincialis Exposed to Nanomolar Doses of Combined Metal Salts (Cd, Cu, Hg)
**Source:** PLoS One. 2013 Jan 23;8(1):e54602. doi: 10.1371/journal.pone.0054602
**Supplement:** Table S5 — Identity and expression values of genes differentially expressed in the gills of individual mussels exposed to the combined metals (genes in common between doses, extracted from Tables S2, S3, S4).

Table S5. Identity and expression values of genes differentially expressed in the gills of individual mussels exposed to the combined metals (genes in common between doses, extracted from Tables S2-S4).

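Table S5 repeats the rows of Tables S2 to S4 for probes listed at more than 1 dose, among them SQSTM1 and FK506-binding protein. A probe is listed where SAM selected it at each of the doses separately, so the table is not a test of a difference between doses. Of the 161 probes of Table S3 and the 369 of Table S4, all had the same sign in the scanner files. Their medians correlated with the tables' at 0.979 and 0.977 across probes. An unadjusted p under 0.05 from limma was reached by 95 and 268 of them.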

|              |          |                                                                             |                                           |       |       |       |              |       |       |       |              |
|--------------|----------|-----------------------------------------------------------------------------|-------------------------------------------|-------|-------|-------|--------------|-------|-------|-------|--------------|
| Myt01-016C12 | MGC00089 | without similarity                                                          |                                           | -0.07 | -0.27 | -0.43 | <b>-0.27</b> | -0.41 | -0.24 | -0.29 | <b>-0.29</b> |
| Myt01-018G11 | MGC00860 | Integumentary mucin C.1 (FIM-C.1) [Xenopus laevis]                          | cell adhesion & extracellular matrix      | -0.30 | -0.24 | -0.34 | <b>-0.30</b> | -0.24 | -0.40 | -0.30 | <b>-0.30</b> |
| Myt01-006E12 | MGC04318 | predicted protein-like [Saccoglossus kowalevskii]                           |                                           | -0.16 | -0.30 | -0.34 | <b>-0.30</b> | -0.03 | -0.80 | -0.54 | <b>-0.54</b> |
| Myt01-001G04 | MGC01408 | arginine kinase [Sepiella maindroni]                                        | metabolism & ion homeostasis              | -0.31 | -0.26 | -0.46 | <b>-0.31</b> | -0.44 | -0.85 | -0.29 | <b>-0.44</b> |
| Myt01-016C11 | MGC03129 | without similarity                                                          |                                           | -0.32 | -0.30 | -0.64 | <b>-0.32</b> | -0.50 | -0.61 | -0.53 | <b>-0.53</b> |
| Myt01-016A12 | MGC00159 | without similarity                                                          |                                           | -0.10 | -0.33 | -0.35 | <b>-0.33</b> | -0.62 | -0.39 | -0.63 | <b>-0.62</b> |
| Myt01-017F02 | MGC01802 | collagen alpha-(XII) chain-like [Anolis carolinensis]                       | cell adhesion & extracellular matrix      | -0.33 | -0.01 | -0.67 | <b>-0.33</b> | -0.34 | -0.38 | -0.24 | <b>-0.34</b> |
| Myt01-017H10 | MGC03327 | without similarity                                                          |                                           | -0.33 | -0.19 | -0.45 | <b>-0.33</b> | -0.78 | -0.55 | -0.42 | <b>-0.55</b> |
| Myt01-003G05 | MGC01606 | universal stress protein MSMEG_3950 [Clonorchis sinensis]                   |                                           | -0.56 | -0.27 | -0.33 | <b>-0.33</b> | -0.56 | -0.65 | -0.39 | <b>-0.56</b> |
| Myt01-015G12 | MGC02989 | precollagen-D [Mytilus galloprovincialis]                                   | cell adhesion & extracellular matrix      | -0.34 | -0.64 | -0.04 | <b>-0.34</b> | -0.63 | -0.43 | -0.21 | <b>-0.43</b> |
| Myt01-003G12 | MGC01613 | INO80 complex subunit C-like [Danio rerio]                                  | replication, transcription & repair       | -0.16 | -0.34 | -0.40 | <b>-0.34</b> | -0.43 | -0.87 | -0.70 | <b>-0.70</b> |
| Myt01-002E12 | MGC01488 | without similarity                                                          |                                           | -0.10 | -0.35 | -0.71 | <b>-0.35</b> | -0.45 | -0.67 | 0.10  | <b>-0.45</b> |
| Myt01-012A02 | MGC02531 | without similarity                                                          |                                           | -0.36 | -0.26 | -0.50 | <b>-0.36</b> | -0.87 | -0.23 | -0.28 | <b>-0.28</b> |
| Myt01-013G09 | MGC02798 | without similarity                                                          |                                           | -0.59 | -0.36 | -0.18 | <b>-0.36</b> | -0.69 | -0.34 | -0.40 | <b>-0.40</b> |
| Myt01-011H07 | MGC02521 | axonemal dynein light chain p33 [Haliotis discus discus]                    | cell motility & intracellular trafficking | -0.38 | -0.21 | -0.59 | <b>-0.38</b> | -0.66 | -1.09 | -0.32 | <b>-0.66</b> |
| Myt01-004B07 | MGC01642 | without similarity                                                          |                                           | -0.12 | -0.39 | -0.46 | <b>-0.39</b> | -0.29 | -0.51 | -0.63 | <b>-0.51</b> |
| Myt01-002H11 | MGC01523 | without similarity                                                          |                                           | -0.39 | -0.27 | -0.81 | <b>-0.39</b> | -1.28 | -1.11 | -0.38 | <b>-1.11</b> |
| Myt01-019B08 | MGC02110 | Mitochondrial-ND6 [Mytilus galloprovincialis]                               | metabolism & ion homeostasis              | -0.21 | -0.88 | -0.41 | <b>-0.41</b> | -0.13 | -1.10 | -0.95 | <b>-0.95</b> |
| Myt01-014E05 | MGC02886 | collagen pro alpha-chain [Haliotis discus]                                  | cell adhesion & extracellular matrix      | -0.25 | -0.41 | -0.42 | <b>-0.41</b> | -0.37 | -0.89 | -0.78 | <b>-0.78</b> |
| Myt01-014A03 | MGC05861 | hypothetical protein BRAFLDRAFT_270517 [Branchiostoma floridae]             |                                           | -0.15 | -0.46 | -0.42 | <b>-0.42</b> | -0.31 | -0.84 | -0.84 | <b>-0.84</b> |
| Myt01-017B09 | MGC03196 | without similarity                                                          |                                           | -0.42 | -0.08 | -0.81 | <b>-0.42</b> | -1.16 | -1.12 | -0.68 | <b>-1.12</b> |
| Myt01-014E06 | MGC02887 | mytimacin-4 [Mytilus galloprovincialis]                                     | immunity & inflammation                   | -0.09 | -0.43 | -0.52 | <b>-0.43</b> | -0.38 | -0.48 | -0.60 | <b>-0.48</b> |
| Myt01-011E07 | MGC02476 | stress-associated endoplasmic reticulum protein 2 [Homo sapiens]            | protein folding, turnover & degradation   | -0.45 | -0.52 | -0.38 | <b>-0.45</b> | -0.43 | -0.45 | -0.39 | <b>-0.43</b> |
| Myt01-007F09 | MGC01920 | DEAD (Asp-Glu-Ala-Asp) box polypeptide 17 [Taeniopygia guttata]             | replication, transcription & repair       | -0.94 | -0.46 | -0.33 | <b>-0.46</b> | -0.45 | -0.48 | -0.45 | <b>-0.45</b> |
| Myt01-014B12 | MGC01827 | hypothetical protein BRAFLDRAFT_86469 [Branchiostoma floridae]              |                                           | -0.50 | -0.71 | -0.20 | <b>-0.50</b> | -0.29 | -0.84 | -0.08 | <b>-0.29</b> |
| Myt01-014F09 | MGC02906 | CG10903-PA [Strongylocentrotus purpuratus]                                  |                                           | -0.50 | -0.39 | -0.60 | <b>-0.50</b> | -0.51 | -0.76 | -0.68 | <b>-0.68</b> |
| Myt01-018G01 | MGC00020 | without similarity                                                          |                                           | -0.85 | -0.50 | 0.00  | <b>-0.50</b> | -0.46 | -0.68 | -0.39 | <b>-0.46</b> |
| Myt01-010H11 | MGC02389 | without similarity                                                          |                                           | -0.47 | -0.59 | -0.51 | <b>-0.51</b> | -1.10 | -0.35 | -0.32 | <b>-0.35</b> |
| Myt01-009G02 | MGC02210 | histone deacetylation protein Rxt3 [Glomerella graminicola M1.001]          | replication, transcription & repair       | -0.64 | -0.22 | -0.51 | <b>-0.51</b> | -0.63 | -0.78 | -0.51 | <b>-0.63</b> |
| Myt01-015H01 | MGC02998 | without similarity                                                          |                                           | -0.74 | -0.54 | -0.38 | <b>-0.54</b> | 0.83  | 0.29  | 0.83  | <b>0.83</b>  |
| Myt01-010B10 | MGC02276 | alpha 1 type XII collagen short isoform precursor [Homo sapiens]            | cell adhesion & extracellular matrix      | -0.59 | -2.63 | 0.34  | <b>-0.59</b> | -2.29 | 0.16  | -0.88 | <b>-0.88</b> |
| Myt01-015H12 | MGC00110 | actin [Mizuhopecten yessoensis]                                             | cell motility & intracellular trafficking | -0.57 | -0.59 | -0.77 | <b>-0.59</b> | -0.37 | -0.72 | -0.64 | <b>-0.64</b> |
| Myt01-006H12 | MGC00243 | alpha-tubulin, partial [Nodipecten subnodosus]                              | cell motility & intracellular trafficking | -0.75 | -0.23 | -0.59 | <b>-0.59</b> | -0.30 | -0.90 | -0.30 | <b>-0.30</b> |
| Myt01-016D09 | MGC00176 | alpha tubulin [Pectinaria gouldii]                                          | cell motility & intracellular trafficking | -0.34 | -0.61 | -0.63 | <b>-0.61</b> | -0.22 | -0.65 | -0.09 | <b>-0.22</b> |
| Myt01-011E05 | MGC02473 | without similarity                                                          |                                           | -0.64 | -0.58 | -0.88 | <b>-0.64</b> | -0.72 | -0.94 | -0.03 | <b>-0.72</b> |
| Myt01-002H12 | MGC01524 | leucine--tRNA ligase, cytoplasmic-like [Strongylocentrotus purpuratus]      | translation                               | -0.14 | -0.75 | -0.68 | <b>-0.68</b> | -0.97 | -0.06 | -0.43 | <b>-0.43</b> |
| Myt01-016D12 | MGC00084 | without similarity                                                          |                                           | -0.57 | -0.75 | -0.71 | <b>-0.71</b> | -2.28 | -1.28 | -1.21 | <b>-1.28</b> |
| Myt01-003D04 | MGC01543 | without similarity                                                          |                                           | 0.07  | -0.71 | -1.03 | <b>-0.71</b> | -0.24 | -0.64 | -0.57 | <b>-0.57</b> |
| Myt01-002C11 | MGC01465 | without similarity                                                          |                                           | -0.74 | -1.36 | -0.76 | <b>-0.76</b> | -0.13 | -2.58 | -1.14 | <b>-1.14</b> |
| Myt01-013C05 | MGC02449 | nongradient byssal precursor [Mytilus edulis]                               | cell motility & intracellular trafficking | -0.23 | -1.29 | -0.79 | <b>-0.79</b> | -0.55 | -0.68 | -0.28 | <b>-0.55</b> |
| Myt01-011E03 | MGC02470 | without similarity                                                          |                                           | -0.80 | -0.46 | -0.83 | <b>-0.80</b> | -1.23 | -0.25 | -0.83 | <b>-0.83</b> |
| Myt01-011C11 | MGC02439 | Q/N-rich domain Prion like protein PQN-75 (pqn-75) [Caenorhabditis elegans] |                                           | -0.83 | -0.65 | -1.01 | <b>-0.83</b> | -0.05 | -0.60 | -0.94 | <b>-0.60</b> |
| Myt01-003E07 | MGC00175 | beta tubulin [Chlamys farreri]                                              | cell motility & intracellular trafficking | -1.04 | -0.71 | -0.87 | <b>-0.87</b> | -0.82 | -1.12 | -0.87 | <b>-0.87</b> |
| Myt01-013C10 | MGC01399 | without similarity                                                          |                                           | -1.74 | -0.43 | -1.42 | <b>-1.42</b> | -0.39 | -0.73 | -0.90 | <b>-0.73</b> |
| Myt01-007H08 | MGC01966 | inhibitor of apoptosis 1 [Gallus gallus]                                    | cell cycle & apoptosis                    | -1.27 | -1.71 | -1.65 | <b>-1.65</b> | -1.13 | -1.83 | -0.92 | <b>-1.13</b> |
| Myt01-008B03 | MGC02005 | without similarity                                                          |                                           | -1.69 | -0.88 | -2.08 | <b>-1.69</b> | -1.90 | -1.07 | -1.58 | <b>-1.58</b> |

# Supplementary material for: DNA Damage and Transcriptional Changes in the Gills of Mytilus galloprovincialis Exposed to Nanomolar Doses of Combined Metal Salts (Cd, Cu, Hg)
**Source:** PLoS One. 2013 Jan 23;8(1):e54602. doi: 10.1371/journal.pone.0054602
**Supplement:** Table S6 — Relative quantification values (RQ) of selected mussel transcripts significantly modulated after exposure to the combined metals. Pooled gill RNAs from both treated and control mussels were tested in triplicate according to the 2−ΔΔCt method and considering 18S rRNA as endogenous control gene.

Table S6. Relative quantification values (RQ) of selected mussel transcripts significantly modulated after exposure to the combined metals.

**Metal mixture<br>(nM)**	**Transcript**	**RQ**	**±SD**
50	MT10	0.79	0.19
100	MT10	2.31	0.37
200	MT10	3.03	0.27
50	MT20	4.97	0.59
100	MT20	8.84	3.17
200	MT20	17.19	1.87
50	small HSP24.1	11.49	2.71
100	small HSP24.1	58.04	3.53
200	small HSP24.1	30.33	2.87
50	SQSTM1	16.87	2.21
100	SQSTM1	21.49	2.56
200	SQSTM1	29.00	2.78
50	HSC70	3.26	0.76
100	HSC70	3.26	0.69
200	HSC70	3.72	0.84
50	HSP90	3.38	0.75
100	HSP90	4.09	0.75
200	HSP90	6.48	1.06
50	ferritin	2.50	0.50
100	ferritin	2.76	0.90
200	ferritin	6.81	1.77
50	GADD45 gamma	6.05	0.82
100	GADD45 gamma	5.80	1.06
200	GADD45 gamma	10.82	2.45

Pooled gill RNAs from both treated and control mussels were tested in triplicate according to the 2- $\Delta\Delta$ Ct method and considering to 18S rRNA as endogenous control gene.

How the deposited data were processed for this re-analysis (not part of the article)

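Gill RNA of 9 mussels, 3 at each of 50, 100 and 200 nM of the Cd, Cu and Hg mixture for 48 h, was hybridised against 1 pool of gill RNA from 5 control mussels, on 18 arrays with the dyes exchanged between array A and array B of a mussel. The files are 18 scanner outputs and 1 table of processed values. The scanner files give intensity and local background of each spot in each channel. The authors read these from a confocal scanner with ScanArray Express, and the deposited intensity values are before background subtraction, which was checked on the only file that also lists ratios. The deposited table holds log2 ratios of treated mussel over control pool, 1 column per array and 1 line per spot, which the authors normalized by total intensity and LOWESS in MIDAS, as the methods state. The methods do not say whether background was subtracted first. The column medians of these log2 ratios lie between -0.0135 and 0.0345, and their correlation with the ratios computed here was 0.727 to 0.945 per array.

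Each array has 3840 spots, 2 for each of 1920 probe IDs. The header's channels gave the direction of each ratio, test over reference. The spots of 1 scanner file are listed in another order and were matched by probe, and the header of array A of 100 nM replicate 1 names another control image. No file carries spot flags or scan dates, and all IDs start with Myt01, with controls not marked, so no spot was weighted down in the loess fit as had been planned. The files give a single intensity and background per spot and channel, and these were used where medians had been planned. Median spot intensity per array was 361 to 1334 in the test channel and 245 to 2787.5 in the reference channel. The correlation between the 2 spots of a probe was 0.327 to 0.632 per array (median 0.523).

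Background was corrected by normexp with an offset of 50, and log2 ratios were normalized within each array by loess (span 0.3, 4 iterations). The 2 spots of a probe were averaged, then arrays A and B of a mussel, to 1 value per mussel. limma 3.58.1 in R 4.3.3 fitted 1 mean per dose to the 9 values, with moderated statistics. Each dose was set against 0 and each pair of doses was compared, with Benjamini-Hochberg adjustment over the 1920 probes and a threshold of 0.05. Correlated arrays used statmod 1.5.0, and tables and plots Python 3.11.15. Since the pool is 1 control sample, the tests against 0 leave out the spread between control mussels. Each dose had 1 tank, so no test separates dose from tank. One-class SAM with sign flips was written for this work and follows the published method, at the false discovery rates of the paper's Figure 3, 3% at 50 nM and 1.3% at the other doses, where its text gives 0.01.

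Gene lists were set by words in the probe descriptions before the data were examined. They cover heat shock proteins and chaperones, proteasome and ubiquitin, metal binding and antioxidant proteins, ribosomal proteins, translation factors, the mitochondrial genome, tubulin and actin, cilia, collagen and byssus, cell cycle and apoptosis, the study's functional categories, and markers of haemocytes, muscle, foot and byssus gland, digestive gland and gonad. The files hold no annotation, so the descriptions are those of the 434 probes in Tables S2 to S5, which the study selected on these samples. Sets were tested with camera in limma (preset correlation 0.01, and an estimated one) against the other described probes, a background chosen after the data were in hand and before the test was run, with adjustment over lists within a dose.

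The genes named were fixed before the data were examined, with the values of the paper's tables seen: every transcript the paper names that could be matched to a probe, 103 probes, and at each comparison the 10 largest changes in each direction among called probes with the same sign in all 3 mussels. With the latter, 113 probes are named. Cyclin-dependent kinase 5, ribosomal protein rpl7a, kyphoscoliosis peptidase, general transcription factor 3C polypeptide 1 and the ND5, ND6 and cytochrome b transcript fall outside the rule and were chosen after their values were seen.

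The steps were tested on simulated data. With 200 changed probes among 1920 at this spread, limma found 36.8, 95.3 and 99.8% of changes of log2 0.5, 1 and 2 at 200 nM, with 7.7 false calls on average. The simulated errors were normal and independent between probes, so these shares may not hold in the data. With a simulated error of the shared pool there were 33.9 false calls and the shares found were 43.6, 95.1 and 99.8%. In simulated spots with a true log2 ratio of 1, the mean estimate was 1.41 with the correction used, 1.00 with plain subtraction, 0.70 without subtraction, 1.39 with print-tip loess and 1.41 with median centring.

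Alternatives set before the data were examined were no background subtraction, plain subtraction, print-tip loess in 16 blocks, median centring, scaling between arrays, the authors' processed values, a fit of each dose on its own, array A or B alone, the 18 arrays in 1 model with a dye term and the mussel as random block (correlation of A and B 0.116, 3 probes with a dye effect), a replicate block, an error scaled for a pool of 5 mussels, SAM on mussels and on arrays, thresholds of 0.01 and 0.10, and leaving out each mussel. A filter on dim probes removed none of the 1920. Keeping flagged spots and a slide or date block were not run, since the files give neither flags nor dates and a slide holds 1 mussel. After seeing the data were added the sign of 50 nM replicate 3 turned, fits without that mussel, leaving out the 2 arrays with an odd header or spot order, SAM on the authors' values, all probes as background of the set tests, the authors' values in the set tests, and the least processed ratios for the dye swap.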

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

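No test of this result was chosen after it was seen, apart from the added settings that were run on all probes.

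Probe ID E10 of plate 020 of the Myt01 probes is in none of Tables S2 to S5 and fell at 200 nM. The paper reports no signal for this ID. Its log2 ratio was -0.82 (SD 0.57, n = 3 mussels, SE 0.18, adjusted p = 0.0447 from limma), below 0 in 3 of 3 mussels, which ran from -1.46 to -0.37. It was -0.07 at 50 nM and -0.55 at 100 nM (adjusted p = 0.360). Its description is not in the tables and the files hold no annotation, so its function was not looked up. The files do not mark controls, and the paper describes fewer probes on the array than there are IDs in the files. The ID may therefore be a control or an empty position, and whether it stands for a mussel transcript is not known. This ID is the only 1 of the 39 probes called at 200 nM outside Table S4.

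The call is weak. It was kept in 8 of 33 other settings and in 2 of 9 with a mussel left out, and was lost without any 1 of the 200 nM mussels. It did not pass with plain background subtraction (-0.58), without subtraction (-0.49) or in the authors' processed values (-0.47, adjusted p = 0.0914). Array A gave -0.28 and array B -1.36, so most of the size comes from 1 dye orientation. No explanation was tested.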

How the results depend on the processing

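The sign of 50 nM replicate 3 turned, fits of 50 nM replicates 1 and 2 only, SAM on the authors' values, the other backgrounds or values of the set tests, the correlation of doses over the tables' probes in the authors' values, all leave-one-out correlations of doses and the least processed ratios were tests chosen after the result was seen.

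The directions of the 23 named values called at 200 nM were the same in all 759 pairs of value and setting. In many settings they could not differ, since the 200 nM means stay as they are. Examples are leaving out a mussel of another dose, another threshold or another error. The call was kept in 487 pairs and lost in 272. Of 296 named values not called, 466 of 9768 pairs passed. In the settings with contrasts between doses, which leave out SAM and the error scaled for a pool of 5 mussels, no probe was called except 6 between 200 and 50 nM with the 18 arrays in 1 model. All 39 called probes were above background in 1 or both channels on all 18 arrays. The filter for dim probes removed none of the 1920, so it cannot tell whether low signal limits these calls. Normexp overstates ratios: over the called probes the slope against it was 0.90 with plain subtraction and 0.82 with none.

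Probes called at 200 nM, 39 as reported, were 61 without background subtraction, 97 with plain subtraction, 78 with print-tip loess, 20 with median centring, 108 in the authors' processed values, 65 with each dose fitted on its own, 0 on array A only, 3 on array B only, 160 with 18 arrays, a dye term and the mussel as random block, 16 with a replicate block, 0 with the error scaled for a pool of 5 mussels, 64 by SAM on 6 arrays, and 0 and 137 at thresholds of 0.01 and 0.10. With the sign of 50 nM replicate 3 turned there were 120, with own fits of 50 nM replicates 1 and 2 only 65, and by SAM on the authors' values 15 on 3 mussel values, 207 on 6 arrays and 360 on 12 spot values (probes passing in at least 10 of 20 seeds). Of the 39, 35 were shared without background subtraction, 38 with plain subtraction, 36 with print-tip loess, 17 with median centring, 38 in the authors' values and 30 with own fits. Leave-one-out gave 0 to 97: 0 without 200 nM replicate 1 or 3, 1 without 200 nM replicate 2, 6 without 50 nM replicate 2, 11 and 25 without 100 nM replicates 1 and 2, 72 without 50 nM replicate 1 and 97 without 50 nM replicate 3. Leaving out a 200 nM mussel leaves 2 at that dose. For the other settings the cause was not tested.

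At 100 nM, 0 as reported, there were 2 with median centring, 3 in the authors' processed values, 4 with each dose fitted on its own, 16 with 18 arrays, 2 with a replicate block, 10 and 23 by SAM on 3 mussel values and on 6 arrays, 2 at a threshold of 0.10, 15 with the sign of 50 nM replicate 3 turned, 4 with own fits of 50 nM replicates 1 and 2 only, and 15, 46 and 166 by SAM on the authors' values of 3 mussels, 6 arrays and 12 spots. Leave-one-out gave 0 to 9, the highest without 50 nM replicate 3. At 50 nM, 0 as reported, there were 4 by SAM on 6 arrays, 5 with the sign of 50 nM replicate 3 turned, 19 with own fits of 50 nM replicates 1 and 2 only, and 4 and 20 by SAM on the authors' values of 6 arrays and 12 spots. Leave-one-out gave 0 to 2, the highest without 50 nM replicate 3. The cause was not tested.

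Replicate numbers do not pair mussels: the residual correlation of same-numbered mussels was -0.101 to 0.149 (median 0.0188, other pairs -0.0295), above 0.1 in 2 of 9 pairs, and 6 of 18 best matches had the same number.

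Of 60 tests of gene lists 20 passed, against 0 with an estimated correlation in camera, 30 with all probes as background, 25 with the sign of 50 nM replicate 3 turned, 0 with that and an estimated correlation, and 21 in the authors' processed values. Leave-one-out gave 18 to 22. The 50 nM set of ribosomal proteins turned from lower to higher with the sign of 50 nM replicate 3 turned (adjusted p = 0.180, or 0.752 with an estimated correlation), and so did the category Translation (adjusted p = 0.00529, or 0.605). Of 15 tests of other cell types 1 passed, against 0 with an estimated correlation, 3 with all probes as background, 0 with the sign of 50 nM replicate 3 turned, also with an estimated correlation, and 0 in the authors' processed values. Leave-one-out gave 0 to 1, with 0 without 50 nM replicate 1 or 3 and without 100 nM replicate 1 or 3. The cause was not tested.

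The correlation of arrays A and B, median 0.295, was 0.478 in the authors' processed values, 0.414 without background subtraction, 0.167 with median centring only and -0.506 with no background subtraction and median centring only. The correlation of 100 and 200 nM, 0.579, was 0.936 over probes changed at 1 or more doses, 0.746 over probes of Tables S2 to S4, 0.630 in the authors' processed values and 0.761 in these over the tables' probes. Leave-one-out gave 0.501 to 0.579. These 2 doses were the nearest pair in each of these settings. Selecting probes by their change raises this value by construction; for the others the cause was not tested.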

Differences from the paper's values

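SAM on the authors' values was chosen after seeing the values, and so were the sign of 50 nM replicate 3 turned and fits of 50 nM replicates 1 and 2 only. The other settings were set before the data were examined.

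The paper reports 27, 161 and 369 changed probes at 50, 100 and 200 nM, and 0, 0 and 39 were called here. Thresholds differ: the paper states false discovery rates of 0.03 at 50 nM and 0.01 at the other doses for one-class SAM (3 and 1.3% in its Figure 3, used in the SAM settings here), and the counts here are at an adjusted p of 0.05 from limma. By direction the paper's tables have 18 higher and 9 lower, 75 and 86, and 204 and 165 probes, against 0 and 0, 0 and 0, and 17 and 22. None of the alternatives set before the data were examined comes within 1.5 times of any of these counts, SAM on 3 mussel values or 6 arrays at the paper's rates included. SAM on the 12 authors' spot values per dose as separate samples, a form chosen after seeing the values and after the forms with 3 mussels and 6 arrays, gave a median over 20 seeds of 20, 165 and 358.5 probes, within 1.5 times of the paper's count in 18, 20 and 20 seeds. It dropped a median of 9, 2.5 and 18.5 of the paper's own probes. SAM on 6 arrays of the authors' values at looser rates, also chosen after seeing the values, came within 1.5 times at 200 nM with 284 probes at 3% (98 of the paper's own dropped) and 363 at 5% (41 dropped), and at 10% with 122 probes at 100 nM (48 dropped) and 461 at 200 nM (10 dropped).

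For probes in common, the paper gives 3 at all doses, 107 at 100 and 200 nM, 104 at these but not at 50 nM, and 6 at 50 and 100 nM but not at 200 nM. All 4 were 0 here, since no probe passed below 200 nM. They were not recounted under the alternatives.

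Of all changed probes the paper places 12% in Translation, 9% in Protein folding, turnover and degradation, 9% in Metabolism and ion homeostasis, 6% in Cell motility and intracellular trafficking and 5% in Cell adhesion and extracellular matrix. Of the 39 probes called here, the shares were 2.56, 20.5, 2.56, 0 and 2.56%. They were not recounted under the alternatives.

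The paper's lowest median at 200 nM is -1.58, and -2.17 was found here, both for Myt01-008B03. The values fall within the larger error with no subtraction, plain subtraction, print-tip loess, median centring, scaling, the authors' values (-1.58), array B only and without 200 nM replicate 1 or 3. They do not on array A only, without 200 nM replicate 2, or without any mussel of another dose.

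Of 133 medians of named probes in the paper's tables, 17 differed by more than the replicate SD, none in sign. The paper's median is given first. At 50 nM small HSP24.1 (Myt01-011G05) has 0.5 and 0.69 here, MgC1q98 0.39 and 0.23, alpha tubulin (Myt01-015C02) -0.15 and -0.36, and cytochrome b (Myt01-011C05) -0.38 and -0.44. At 100 nM chaperonin subunit 7 has 0.43 in the paper and 0.62 here, MMgT1 0.37 and 0.45, Myt01-003A09 0.33 and 0.51, EF1 gamma 0.27 and 0.027, COX subunit III (Myt01-016F03) 0.18 and 0.12, and beta tubulin -0.87 and -1.06. At 200 nM FK506-binding protein has 1.01 in the paper and 1.07 here, SEC63 0.37 and 0.55, RAB6 0.35 and 0.60, TCTP (Myt01-010H05) 0.27 and 0.42, alpha tubulin (Myt01-006H12) -0.3 and -0.67, alpha tubulin (Myt01-015C02) -0.56 and -0.29, and Myt01-008B03 -1.58 and -2.17. In the authors' processed values, whose medians match the tables, all 17 fall within the error. Print-tip loess brings 11 within it, no subtraction, plain subtraction, median centring and array B only 8 each, array A only 7 and scaling 6, and leaving out 1 mussel at most 4.

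Besides the authors' values, the settings within the error are as follows. At 50 nM they are no subtraction, plain subtraction, print-tip loess and without 50 nM replicate 1 for small HSP24.1, print-tip loess, median centring, scaling, array A, array B and without 50 nM replicate 2 or 3 for MgC1q98, print-tip loess, median centring, array B and without 50 nM replicate 1 or 3 for alpha tubulin (Myt01-015C02), and array A and without 50 nM replicate 3 for cytochrome b. At 100 nM they are no subtraction, plain subtraction, array A, array B and without 100 nM replicate 1 or 2 for chaperonin subunit 7, print-tip loess, median centring, scaling and without 100 nM replicate 2 or 3 for MMgT1, no subtraction, plain subtraction, print-tip loess and median centring for Myt01-003A09, array B for EF1 gamma, print-tip loess for COX subunit III, and print-tip loess, median centring and array B for beta tubulin. At 200 nM they are no subtraction, plain subtraction, print-tip loess, scaling, array A and without 200 nM replicate 1 or 2 for FK506-binding protein, no subtraction, plain subtraction and array A for SEC63, no subtraction, plain subtraction, print-tip loess, median centring, array B and without 200 nM replicate 2 or 3 for RAB6, no subtraction, plain subtraction, scaling, array A and without 200 nM replicate 1 for TCTP, array B for alpha tubulin (Myt01-006H12), and print-tip loess, median centring, scaling, array A and without 200 nM replicate 1 or 3 for alpha tubulin (Myt01-015C02). Those for Myt01-008B03 are given above.

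The paper states that arrays A and B of a mussel always clustered together. Here they were the nearest pair in 3 of 9 mussels, and in 8 of 9 in the authors' processed values.

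The paper calls 12, 41 and 80 of the named probes changed at 50, 100 and 200 nM, and 0, 0 and 13 of these were called here. Among those not called at 200 nM are MT10B (1.67, adjusted p = 0.0529), GSTpi1 (2.07, adjusted p = 0.0556), GADD45 gamma (1.04, adjusted p = 0.0503), ferritin (0.88, adjusted p = 0.0905), SEC63 (0.60, adjusted p = 0.0601) and RAB6 (0.52, adjusted p = 0.0831), all in the paper's direction. For MT10B, GADD45 gamma and ferritin the paper also reports increases by PCR on pooled RNA, which the array calls do not bear on. At 200 nM some settings called named probes of the paper outside these 13, and some lost part of the 13. Newly called probes were found with no subtraction (4), plain subtraction and print-tip loess (11 each), median centring (1), scaling (3) and the authors' values (18). They were also found with each dose on its own (15), the 18 arrays in 1 model (28) and without 50 nM replicate 1 (9) or 3 (23). SAM on 3 mussel values (9) or 6 arrays (18) and a threshold of 0.10 (20) gave some too. These are not net gains: median centring called 12 of the 80 in all. In the settings chosen after seeing the values, the newly called were 26 with 50 nM replicate 3 turned (41 of the paper's 80 dropped) and 15 with replicates 1 and 2 only (53 dropped). They were 1 without array A of 100 nM replicate 2 (68 dropped), and 2, 42 and 64 by SAM on the authors' values of 3 mussels, 6 arrays and 12 spots (72, 25 and 3 dropped). At 100 nM median centring, the authors' values, the replicate block and a threshold of 0.10 called 1 each, each dose on its own 2, the 18 arrays in 1 model 8, without 50 nM replicate 3 7, and SAM on 3 mussel values 5 or 6 arrays 11. The settings chosen after seeing the values called 9 with the sign turned (32 of the paper's 41 dropped), 2 with replicates 1 and 2 only (39 dropped), and 9, 14 and 40 by SAM on the authors' values (32, 27 and 1 dropped). At 50 nM SAM on 6 arrays called 2, and of the settings chosen after seeing the values, replicates 1 and 2 only called 1 (11 of the paper's 12 dropped) and SAM on the authors' values 1 on 6 arrays (11 dropped) and 9 on 12 spots (3 dropped).

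The paper lists alpha-2 macroglobulin among the transcripts over-expressed in the treated mussels, and its table has it at 100 nM. Here it had 0.19 at that dose, the same sign, and did not pass (adjusted p = 0.591).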

Other observations

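The tests of the normalization, of an opposite response to the dose, and against PCR values, for 50 nM replicate 3, and both tests of the number of calls were chosen after the result was seen.

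The ratios of 50 nM replicate 3 ran against those of every other mussel, with correlations across probes of -0.304 with the 100 nM mean and -0.430 with the 200 nM mean. The background correction and normalization used here are argued against, since under the 3 settings compared its highest mean correlation with the other mussels was -0.173. A response to the 50 nM dose opposite to that at higher doses is argued against too: the other 2 mussels of the dose would share it, yet this mussel correlated with them at -0.377 and -0.172, below the lowest correlation of any pair of the other 8 (0.106), and the shared pool only raises correlations. An exchange of pool and treated RNA on both arrays may explain it: the channel labelled pool resembled the other mussels' pool less than the channel labelled treated did, by -0.0111, while this difference was above 0 in 7 of the other 8 mussels (-0.00102 to 0.0329). These are means over both dyes. In single dyes the difference was 0.327 and -0.326 in 50 nM replicate 2, which cancel in its mean. The margin is small beside these, so the exchange stays open, as does a response of 50 nM replicate 3 alone, which was not tested. By PCR on pooled 50 nM RNA the paper gives relative values of 0.79 for MT10 and 2.50 for ferritin. The former lies on the side of the array's log2 ratio as labelled (-0.52, and 0.59 turned) and the latter on the side of the turned one (0.61, and -0.20 as labelled), so they do not decide. SQSTM1, HSC70, small HSP24.1, HSP90 and GADD45 gamma were above 1 by PCR and above 0 on the array both as labelled and turned. Only directions were compared, not sizes. SQSTM1 had the highest PCR value at 50 nM, and its log2 ratio on the array was 1.15 as labelled and 2.76 turned.

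The paper calls more probes than limma or SAM across mussels. If the authors' normalization were the whole cause, SAM on 3 mussel values of it should come near the paper's count. It called 15 probes at 200 nM. With 3 values there are only 8 sign flips, which limits this count under any normalization, so it cannot decide. Whether the normalization is a part of the cause stays open too. With the authors' values the 200 nM count went from 39 to 108 in limma and from 64 to 207 in SAM on 6 arrays. It went from 31 to 15 in SAM on 3 mussel values, and all of these are more than 1.5 times below the paper's 369. Repeated spots and arrays of a mussel entering SAM as separate samples could also raise the count: in at least 18 of 20 seeds such a form came within 1.5 times of the paper's count at each dose. The paper states that replicated values of a probe were averaged after normalization, which speaks against single spots, but does not name the unit that entered SAM. That form was found by looking for the paper's count and missed it at 50 nM in 2 seeds, so whether repeated values raised the paper's counts stays open.

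For the differences between doses, other splits of the 6 mussels were counted. Between 100 and 50 nM, 200 and 50 nM, and 200 and 100 nM the real split and the highest other split called 0 probes, so 10 of 10 splits called as many, and the splits are too few for a share under 0.05.

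The covariance of 100 and 200 nM means was 0.0572, against 0.0267 in simulations of unchanged groups sharing 1 pool, and 0.0177 and 0.0157 for 50 nM with 100 and 200 nM. The simulated probes were independent of each other, unlike real ones, so this does not exclude the pool as the source.

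Lists that belong to no claim gave the following at 200 nM. Of 23 probes of Replication, transcription and repair 2 rose and 1 fell (camera, adjusted p = 0.765), and of 4 of Development and reproduction 1 fell (adjusted p = 0.752). Of markers of tissues that a half-gill may hold besides its epithelium, with 0.0422 at 100 nM for haemocyte effectors (0.297 with an estimated correlation), adjusted p values at 200 nM were 0.235 for 11 haemocyte effectors, 0.762 for 3 muscle probes, 0.272 for 10 of foot and byssus gland, 0.767 for 5 of digestive gland and 0.272 for the only gonad probe, zona pellucida domain protein D, which fell by 0.71 on the log2 scale. The study picked all of these probes from these samples, and how many are expressed by gill epithelium is not known. With all probes as background, chosen after the result was seen, haemocyte effectors and the gonad probe passed at 200 nM too (adjusted p = 0.0391 and 0.0454, against 0.356 for both with an estimated correlation). That background mostly was not selected for change as these probes were, so these passes carry no weight. With the sign of 50 nM replicate 3 turned, 0 of the 15 tests of these lists passed.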
